# Changes in gene expression in *Camelina sativa* roots and vegetative tissues in response to salinity stress

**DOI:** 10.1038/s41598-018-28204-4

**Published:** 2018-06-28

**Authors:** Zohreh Heydarian, Min Yu, Margaret Gruber, Cathy Coutu, Stephen J. Robinson, Dwayne D. Hegedus

## Abstract

The response of *Camelina sativa* to salt stress was examined. Salt reduced shoot, but not root length. Root and shoot weight were affected by salt, as was photosynthetic capacity. Salt did not alter micro-element concentration in shoots, but increased macro-element (Ca and Mg) levels. Gene expression patterns in shoots indicated that salt stress may have led to shuttling of Na^+^ from the cytoplasm to the tonoplast and to an increase in K^+^ and Ca^+2^ import into the cytoplasm. In roots, gene expression patterns indicated that Na^+^ was exported from the cytoplasm by the SOS pathway and that K^+^ was imported in response to salt. Genes involved in chelation and storage were up-regulated in shoots, while metal detoxification appeared to involve various export mechanisms in roots. In shoots, genes involved in secondary metabolism leading to lignin, anthocyanin and wax production were up-regulated. Partial genome partitioning was observed in roots and shoots based on the expression of homeologous genes from the three *C. sativa* sub-genomes. Sub-genome I and II were involved in the response to salinity stress to about the same degree, while about 10% more differentially-expressed genes were associated with sub-genome III.

## Introduction

*Camelina sativa* (camelina, false flax or gold of pleasure) is a close relative of the model plant *Arabidopsis thaliana* (Arabidopsis) and the oilseed Brassica crops. Camelina was cultivated in Europe as an oilseed crop for food and fuel before being displaced by higher-yielding crops, such as oilseed rape/canola (*Brassica napus*) and wheat. Efforts to diversify annual crop rotation portfolios renewed interest in this ancient crop as it can be grown on marginal lands that are not well-suited for food crops and has the potential to be a low cost, high value oil and meal bio-feedstock^1–3^. It has enhanced drought, some degree of salinity and cold tolerance, displays early maturation, and requires fewer inputs compared to other oilseeds^4–6^. It is also naturally resistant to diseases that afflict canola, such as blackspot^7^, blackleg^8^, and stem rot^9^, as well as insect pests, such as the flea beetle and diamondback moth^10–12^.

Soil salinity presents a notable challenge to agriculture, which may be a consequence of human activities, such as irrigation, or alterations in rainfall patterns that reduce leaching of salts and minerals from soils. Lands that were once highly fertile have become less productive due to increased salt levels^13^. Furthermore, increasing pressure to use marginal lands for farming often means that growers struggle with naturally-occurring high levels of salt^14^. The effect of salt on plant growth and productivity is dependent on salt type, concentration, sensitivity of the crop, and the capacity of the plants to tolerate or mitigate the effects of salts alone or in combination^15^. Salinity inhibits plant growth and development by reducing water availability, similar to drought, and via ion toxicity^16^. Salt stress affects many cellular processes, including gene expression, protein synthesis, carbohydrate and lipid metabolism, osmotic and pH homeostasis^17^, and limits plant growth by impairing photosynthesis, metabolic processes and nutrient acquisition^18,19^.

While species and even genotypes may respond differently to stress, many stresses share the same set of general responses^20^. Since camelina is somewhat resistant to drought, some degree of salinity resistance is to be expected. Indeed, the ability to avoid drought by developing deep root systems or making metabolic adjustments^21^ is a common feature of both drought and salt tolerance. Typically, salt affects root elongation^22,23^ and root architecture by reducing cell size and cell division and altering differentiation patterns. For example, exposure to salt alters differentiation of the Casparian strip causing it to be unusually close to the root meristem^24^ which changes root architecture^25^ and the root gravitrophic response, halotropism^26^. In addition, cell cycle inhibition as a result of salt stress causes cells in the meristem to stop dividing; cells elongate at the root tip, but do not divide^27^ and root size is reduced^28^.

The *C. sativa* genome was suggested to have arisen from a genome triplication event^29^, a supposition supported by genome sequencing^30^. However, the evolutionary origin of the ancestral genomes and the polyploidization and post-polyploidization events that led to diploidization are not fully understood^30^. There is little evidence of fractionation bias in the *C. sativa* genome and the highly undifferentiated polyploid genome presents significant challenges for breeding and genetic manipulation^30–32^. Although tolerance to abiotic stresses is a well-known breeding target for many crops, the molecular and metabolic mechanisms underlying the responses to salt stresses are scarcely understood in well-studied crops, even less so for crops like camelina where genome information has only recently become available. Seed yield suffered substantially in camelina in response to moderate salt stress when examined over a complete life cycle^6^. Here we provide a detailed analysis of the gene expression patterns in roots and shoots of the type strain of *C. sativa*, the double haploid line DH55, in response to salt stress. Our objective was to determine the global transcriptome changes occurring in camelina as a function of salt stress at the point where plants began to switch to the reproductive phase.

## Material and Methods

### Plant Materials

*Camelina sativa* cv. DH55 seeds were sown in soil-less potting mixture^33^ in 10 × 10 × 8 cm square pots. All materials were available locally, except fritted trace elements (Frit Industries Inc., Ozark, USA). NaCl solutions at 192 and 213 mM were prepared to obtain solutions with electrical conductivities (EC) of 15 dSm^−1^ and EC 20 dSm^−1^ at 20 °C, respectively. 50 ml of tap water (EC 1,248 µSm-1) was applied daily to each pot and replaced with 50 ml of saline solution (EC 15 or EC 20 dSm-1) 19 days after sowing. The accumulation of salt in the pots was controlled by draining and the EC of the drained water was measured weekly. Plants were grown in a controlled growth chamber (16 h light/8 h dark, 20/17 °C) supplemented with halogen lights. When the plants entered the flowering stage after 20 days of initial salt stress, shoots and roots were collected from 10 replicates per treatment and their length, dry weight and fresh weight determined.

### Elemental and Chlorophyll Measurements

The quantity of elements and chlorophyll were determined in shoots of 33-day-old plants; this was 13 days after the initial salt treatment and before plants began to show severe symptoms of salinity stress. For element measurements, shoot samples were dried at 80 °C for 48 h and ground using liquid nitrogen. Samples were digested with nitric acid/hydrogen peroxide and examined for sulphur (S), copper (Cu), boron (B), calcium (Ca), iron (Fe), potassium (K), magnesium (Mg), manganese (Mn), sodium (Na), phosphorus (P), and zinc (Zn) content using a Perkin Elmer 5400 ICP analyzer by Agvise Laboratories Inc. (Benson, USA). Chlorophyll content was determined using a plant chlorophyll meter (Apogee Instruments Inc., Logan, UT, USA). Photosynthesis yield (FV/FM) was measured using a FV/FM meter (ADC Bioscientific Ltd, UK).

### RNA Sequencing and Data Analysis

Total RNA was extracted from root and shoot tissue (3 biological replicates) from 28-day-old plants (21 days after salt treatment began and before plants started to bolt) exposed to 15 dSm^−1^ NaCl and from non-stressed plants using the RNeasy Plant Mini Kit (Qiagen Inc.). cDNA libraries were prepared using the TruSeq Stranded mRNA and Total RNA Library Prep kits with TruSeq LT adaptors (Illumina Inc.). The tagged libraries were sequenced using a HiSeq. 2500 (Illumina Inc.).

The short-read sequence data from the 12 libraries were deposited in the NCBI GEO (GSE102422). Trimmomatic^34^ was used to discard low-quality reads, trim adaptor sequences, trim low quality nucleotides at the beginning or end of the read (PHRED33 quality score of less than 3), and discard short reads (under 21 nt). The retained high-quality reads were mapped to the *C. sativa* reference genome using STAR RNA-seq aligner program^35^ and transcripts available in the NCBI *C. sativa* release 100 (JFZQ00000000.1^30^). Expression levels for each gene were measured as counts^36,37^. For each gene, normalization for library size was performed by dividing the counts by the library size to yield CPM^38^. Further normalization was performed using DESeq to approximate a negative binomial distribution. The differential expression analysis of digital gene expression data software (edgeR) was used to calculate expression changes between libraries^36^. The Biological Coefficient of Variation (BCV) value was set to 2 according to the software’s instructions. Expression changes were said to be significant if the multiple test corrected p-value and the false discovery rate (FDR) were ≤ 0.05 and the absolute value of log 2 CPM was higher than 1. MAPMAN software was used to assign GO terms to unigenes based on molecular function, biological processes and cellular compartment^39^.

### Quantitative droplet digital PCR (ddPCR) analysis

Quantitative ddPCR was performed to compare the expression profiles of select genes as determined by RNA-Seq analysis. Total RNA was extracted from roots and shoots of 3 independent biological replicates (control and salt treatment) using the RNeasy Plant Mini kit (Qiagen) and cDNA synthesized using the SuperScript III First-Strand Synthesis kit (Thermo Fisher Scientific). 1 ng of cDNA was added to the PCR reaction mixture with 2 × Supermix (Bio-Rad), 10 µM of each primer and 3.25 nM of each probe in a final volume of 20 µl. The sequences of the primers and probes can be found in Supplemental Table 1. Data were analyzed using Quanta-Soft version 1.7.4.0917 (Bio-Rad) and the relative ratio of the candidate gene expression was calculated relative to the expression of *actin* reference gene by plotting the concentration of FAM over the HEX labelled probe according to the Bio-Rad ddPCR application guide.

### Statistical analysis

Plant growth measurements were expressed as the mean ± standard error for each treatment. Significant differences between treatments were determined by variance analysis (ANOVA) with a p-value of ≤0.05 and pair-wise comparisons were conducted using the Tukey’s Studentized Range (HSD) test using SAS Software 9.3 (TS1M2).

### Data availability statement

The RNA-Seq data were deposited to the NCBI Gene Expression Omnibus under the accession code GSE102422.

## Results

### Plant growth, photosynthetic capacity and elemental composition in response to salt treatment

In previous studies, camelina salt tolerance was examined using a salt mixture that simulated naturally saline soils found on the Canadian/North American prairies^3,6^. The current study used NaCl at the same EC values as this provided for better comparison to most other published studies on salinity tolerance which use only NaCl. Salt concentration impacted the length, fresh and dry weights of roots and shoots (Figs 1, 2). Shoot length was significantly reduced at both salt concentrations tested; however, root length was not significantly affected resulting in a higher root/shoot length ratio during salt treatment. The fresh and dry weights of both roots and shoots were severely reduced at both salt concentrations tested and to approximately the same degree. Chlorophyll content and photosynthetic yield decreased significantly as the concentration of salt increased (Fig. 3). Twelve days after salt treatment, the content of P, K, and S decreased significantly in shoots, while Cu, Mg and Na content increased at both the 15 and 20 dSm-1 salt levels. Zn content increased in shoots only at the 20 dSm^−1^ salt level, while the contents of Ca, Fe, B and Mn did not change significantly (Fig. 4).

**Figure 1:**
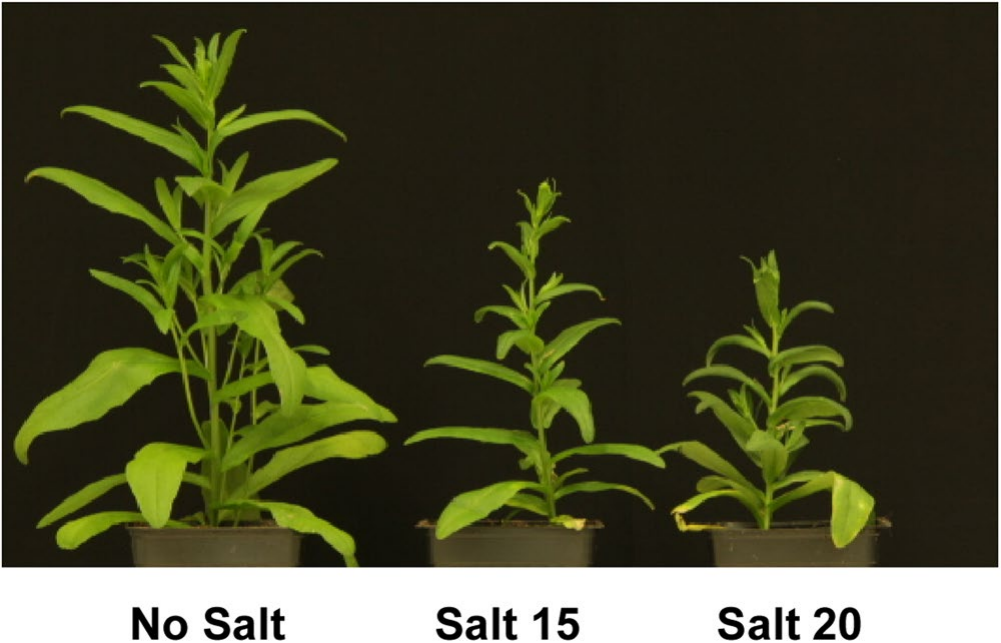
*C. sativa* DH55 grown in the absence or presence of salt (NaCl; 15 and 20 dSm^−1^). Photographs show plants 28 days after sowing with salt being applied 20 days after sowing.

**Figure 2:**
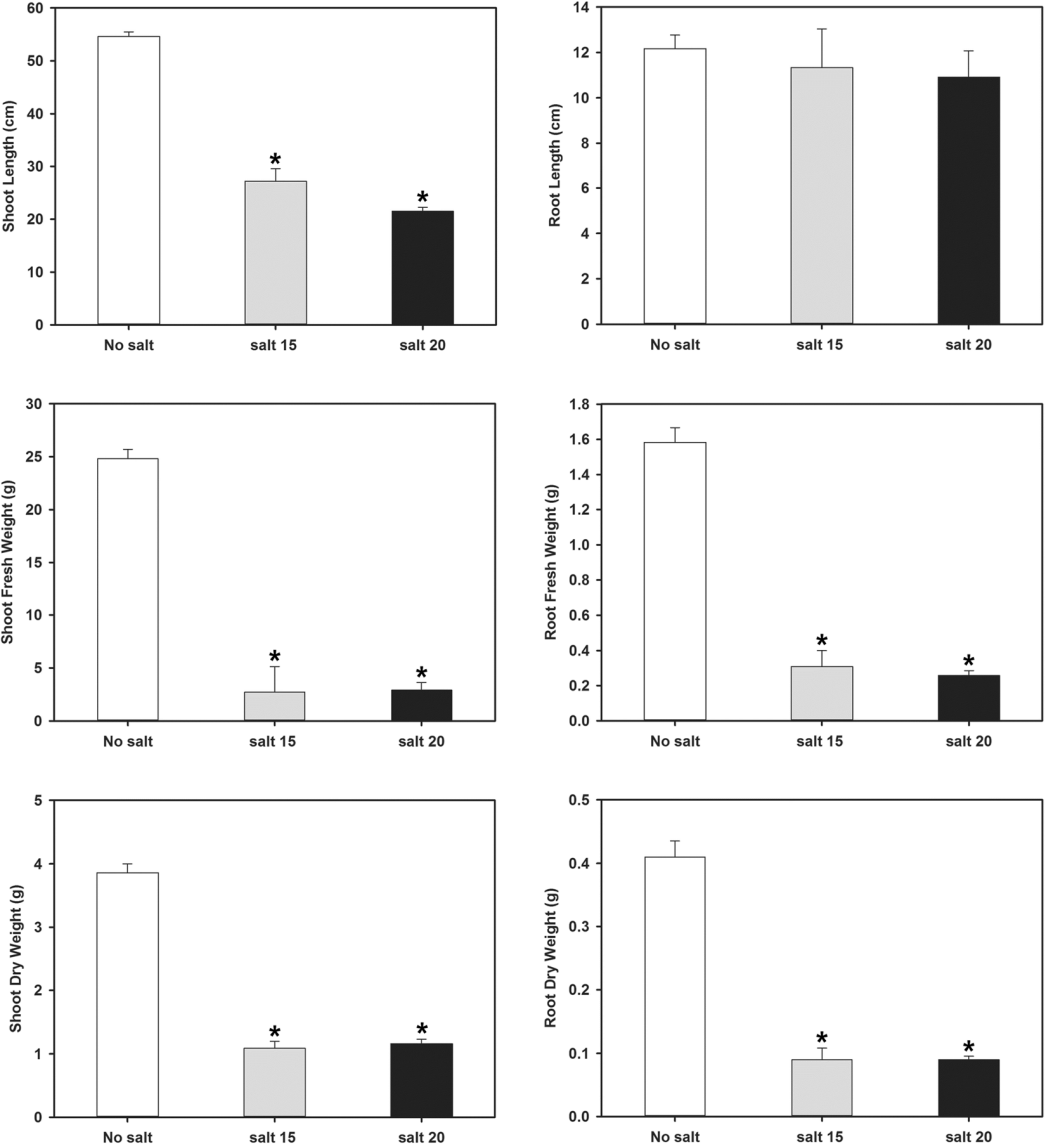
Root and shoot development of *C. sativa* DH55 grown in the absence or presence of salt (NaCl; 15 and 20 dSm^−1^). Panels show shoot and root length, shoot and root fresh weight, and shoot and root dry weight 33 days after sowing with salt being applied 20 days after sowing. Error bars indicate standard error (n = 10). A two-way ANOVA and Tukey’s post-test were used to detect significant differences between groups. Asterisks (*) above bars indicate values that are significantly different (p < 0.05) from the control (no salt).

**Figure 3:**
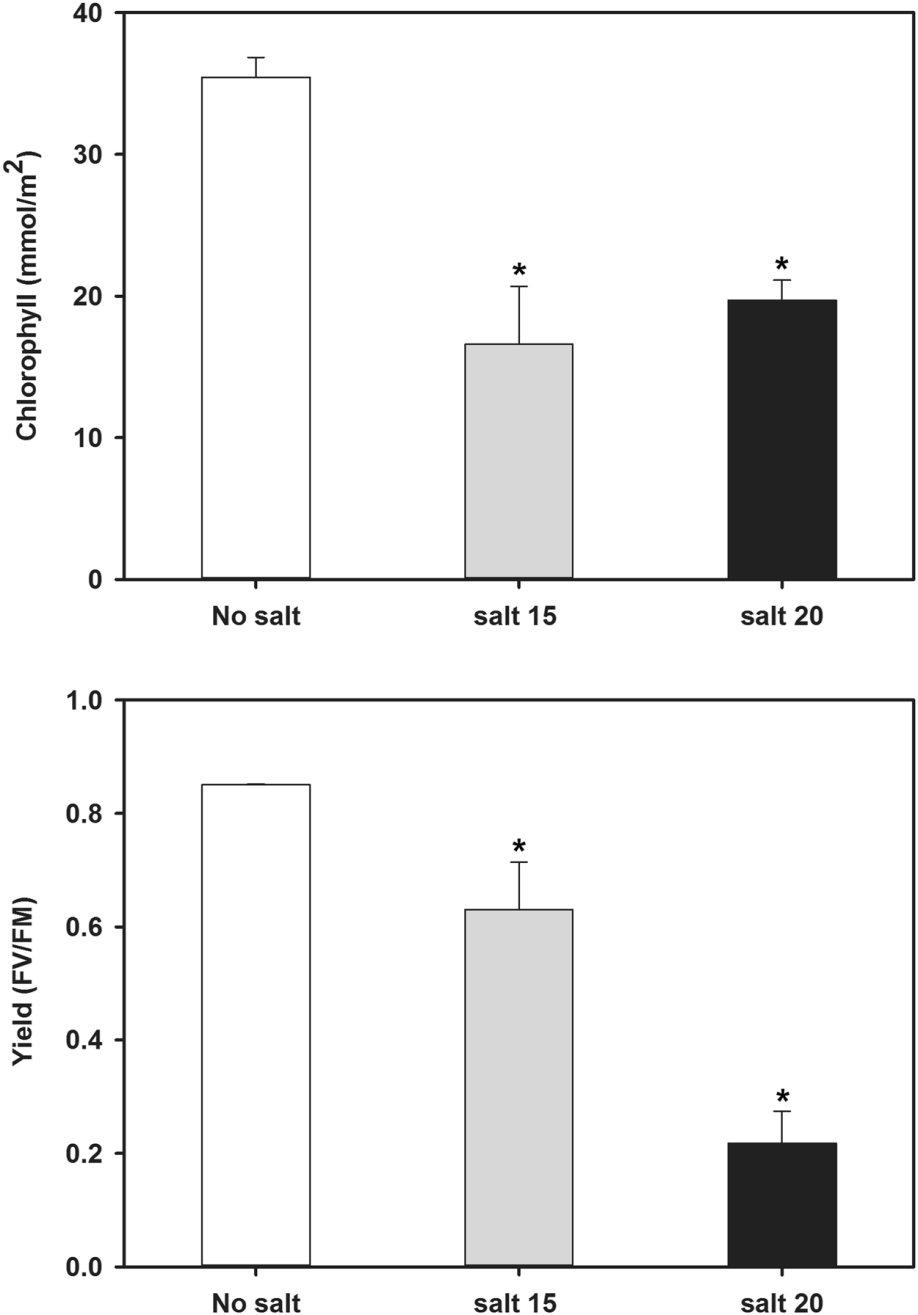
Photosynthetic capacity of *C. sativa* DH55 grown in the absence or presence of salt (NaCl; 15 and 20 dSm^−1^). Panels show chlorophyll content (A) and chlorophyll fluorescence yield (B) 33 days after sowing with salt being applied 20 days after sowing. Error bars indicate standard error for chlorophyll concentration (n = 12) and for chlorophyll yield (n = 6). A two-way ANOVA and Tukey’s post-test were used to detect significant differences between groups. Asterisks (*) above bars indicate values that are significantly different (p < 0.05) from the control (no salt).

**Figure 4:**
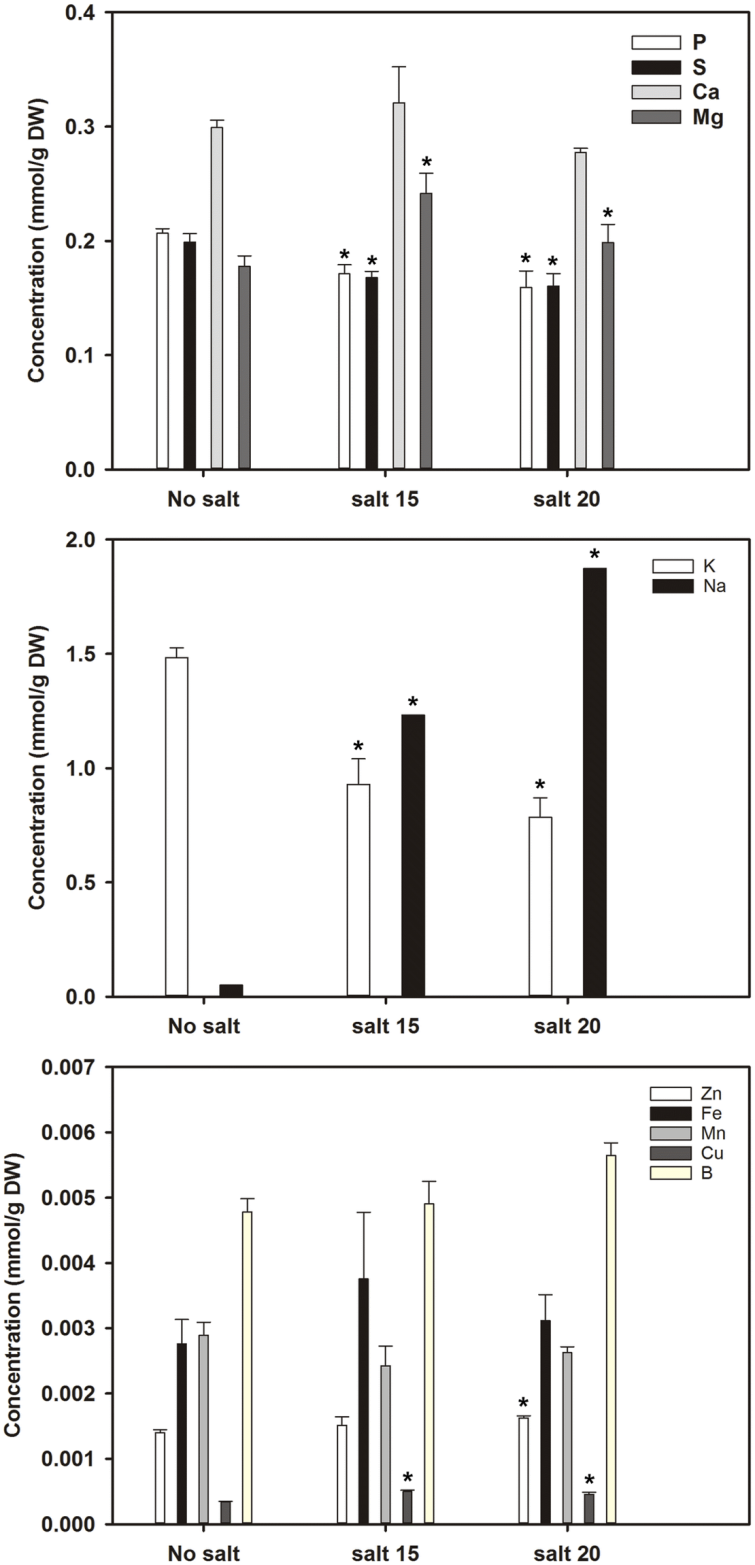
Element content in shoots of *C. sativa* DH55 grown in the absence or presence of salt (NaCl; 15 and 20 dSm^−1^). Panels show macro-element (P, S, Ca, Mg, Na and K) and micro-element (Zn, Fe, Mn, Cu, and B) content in shoots of plants 33 days after sowing with salt being applied 20 days after sowing. Error bars indicate standard error (n = 3). A two-way ANOVA and Tukey’s post-test were used to detect significant differences between groups. Asterisks (*) above bars indicate values that are significantly different (p < 0.05) from the control (no salt).

### Global changes in the camelina transcriptome in response to salt treatment

To further explore the response to salinity stress in camelina, the transcriptomes in roots and shoots of plants grown in normal soil and soil treated with salt (15 dSm^−1^) were compared. 

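Stranded cDNA libraries were sequenced on an Illumina HiSeq instrument from roots and shoots of 28-day-old DH55 plants, with 3 biological replicates in each of 4 groups (control roots, salt-treated roots, control shoots and salt-treated shoots). The salt-treated plants had been exposed to NaCl at 15 dSm-1 for 21 days. The authors trimmed the reads with Trimmomatic, mapped them with STAR to the C. sativa genome and its NCBI release 100 transcripts, divided the counts of each gene by the library size to obtain CPM (counts scaled to the library size), and normalized these further with DESeq. The deposited values are a score of this kind rounded to whole numbers, so that 1 CPM is the smallest step between libraries. The number of reads behind them is not given in the sources used here, so no counting interval is attached to a value. Over the 49932 genes listed, the values of a library summed to 882288 to 899673 CPM in control roots (median 892799), 891862 to 938888 in salt-treated roots (median 918165), 1081955 to 1117956 in control shoots (median 1107900) and 1077479 to 1112593 in salt-treated shoots (median 1102192). Across the 5444 genes at 20 CPM or more in every library, Pearson's r of the log2 values between 2 replicates of a group was 0.953 to 0.988, against 0.755 to 0.856 between a control and a salt-treated root library and 0.773 to 0.836 between a control and a salt-treated shoot library. Genes are not independent replicates in these correlations. Salt shoot replicate 2 lay nearer to the control shoots (r = 0.826 to 0.836) than replicates 1 and 3 did (0.773 to 0.788), and salt root replicate 1 lay further from the control roots (0.755 to 0.789) than replicates 2 and 3 did (0.819 to 0.856).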

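From there, 0.5 was added to each CPM value, the sums were put on the log2 scale, and the 49928 genes at 1 CPM or more in at least 3 libraries were fitted with limma (trend in the prior variance), with the 4 groups sharing the spread of all 12 libraries. Salt-treated and control plants were compared within each tissue, and a further contrast, the interaction, tested whether the log2 change differed between roots and shoots. A gene was called up-regulated or down-regulated at a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 change above 1, and a tissue difference at the same thresholds. Values of single genes are given as the mean CPM ± SD of 3 libraries, or library by library for replicates 1 to 3. Where a group is listed at 0 in all of its libraries, no fold is given. A gene listed at 0 in every library of a tissue has a log2 change of 0 there by construction. Its interaction then only restates the change in the other tissue. Tissue differences of genes with a control mean under 2 CPM in a tissue are less certain throughout. In simulated data, the interaction called 9 of 19 such genes that had been given an equal change in both tissues. Where rounding makes the values of a group equal, any spread between its replicates is hidden, and the p value may be too small. For each gene called here and named beside the text, all salt libraries of the tissue lay on the same side of all control libraries, except where an overlap is stated. A table of the paper's 254 gene IDs found 212 among the genes tested, and the other 42 are not analysed here. These genes were chosen by the study from the same libraries. Counts over its gene lists, with or without adjustment over a list alone, and tests of a list are thus not independent evidence of a direction.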

In total, 2080 genes were up-regulated and 1924 genes were down-regulated in salt-treated roots (FDR ≤ 0.05 and expression < 2 fold). Of these, 1314 genes were assigned to *C. sativa* sub-genome I, 1269 genes to sub-genome II, 1394 genes to sub-genome III (Fig. 5). 

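In salt-treated roots, 4104 genes were up-regulated and 3918 were down-regulated, together 8022 or 16.1% of the genes tested. Among the strongest rises with no overlap of libraries were Csa11g104590, from a mean of 6 CPM in control roots to 770 CPM in salt-treated roots, and Csa02g076390, from 5 to 481 CPM. The strongest falls included Csa03g013090, from 72.7 to 1.67 CPM, and Csa17g006940, from 54.3 to 1.33 CPM. The files used here pair none of these 4 IDs with a name. All salt-treated libraries lay on the same side of all control root libraries for 48.8% of the genes tested, where chance gives 10%. At an unadjusted p under 0.05, 26317 genes differed. Of the 4104 up-regulated genes, 505 were listed at 0 in every control root library.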

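The called genes of roots were spread over the 3 sub-genomes in nearly equal shares of the genes tested: 2563 of 16282 genes on sub-genome I (15.7%, Wilson 95% interval 15.2 to 16.3), 2530 of 15969 on sub-genome II (15.8%, interval 15.3 to 16.4) and 2834 of 17042 on sub-genome III (16.6%, interval 16.1 to 17.2). Sub-genome III holds the most genes tested and had the highest share. The intervals overlap, which by itself does not show that the shares are equal. The shares did not pass a chi-square test at 0.05 (p = 0.0534), in which genes are not independent replicates. This p fell to 0.0367 with median-of-ratios scaling and to 0.0377 with quantile normalization. It also lay under 0.05 without control root replicate 1 (0.0384), salt root replicate 1 (0.0064), salt root replicate 2 (0.0293), salt root replicate 3 (0.0139), salt shoot replicate 2 (0.0366) or salt shoot replicate 3 (0.0412). Sub-genomes were assigned from the chromosome in each gene ID, which left out 635 genes tested on unplaced scaffolds.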

In shoots, 3058 genes were up-regulated and 1543 genes were down-regulated in response to salt treatment (FDR ≤ 0.05 and expression < 2 fold). Of these, 1472 genes could be assigned to *C. sativa* sub-genome I, 1491 genes to sub-genome II, 1591 genes to sub-genome III. Among them, 910 genes were up-regulated and 1144 genes were down-regulated only in roots, while 1817 genes were up-regulated and 777 genes down-regulated only in shoots. 

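In salt-treated shoots, 5394 genes were up-regulated and 4431 were down-regulated, together 9825 or 19.7% of the genes tested. Sulpho-transferase 12 (Csa04g009350) and Csa09g007110 were among the strongest rises, the latter from a mean of 0.667 CPM in control shoots to 114 CPM in salt-treated shoots. A gene annotated by the study as gibberellin-responsive, Csa07g046090, had the largest fall among called genes with no overlap of libraries. It went from 62.7 to 1 CPM (log2 change -5.40, standard error 0.13, adjusted p = 4.55e-09). CYP78A8 (Csa03g002050), a cytochrome P450, fell from 19.7 to 0.333 CPM, and the oxidoreductase 2A6 (Csa03g004510) from 35.3 to 1 CPM. The libraries of the 2 treatments did not overlap for 51% of the genes tested in shoots, against 10% by chance, and 28802 genes lay at an unadjusted p under 0.05. Controls were listed at 0 in every library for 687 of the up-regulated genes.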

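Of the genes tested on each sub-genome, 3094 (19.0%, Wilson 95% interval 18.4 to 19.6) were called in shoots on sub-genome I, 3190 (20.0%, interval 19.4 to 20.6) on sub-genome II and 3417 (20.1%, interval 19.5 to 20.7) on sub-genome III. The share on sub-genome I was thus the lowest of the 3. The chi-square test across genes gave p = 0.0288. This p rose to 0.18 without control shoot replicate 3 and to 0.0697 when only genes at 5 CPM or more in 3 libraries were kept.

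**Figure D1:**
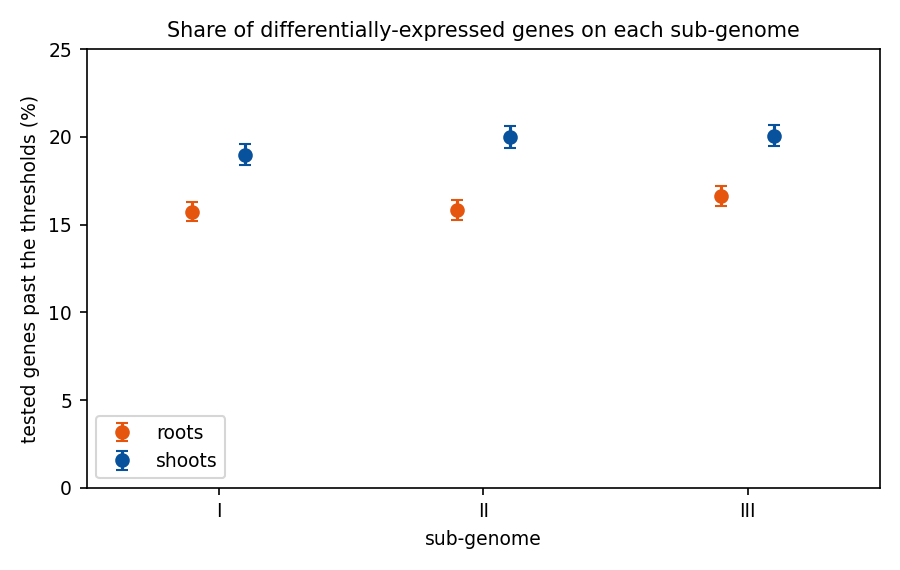
Percent of the genes tested on each sub-genome that passed the thresholds in roots and in shoots, with Wilson 95% intervals as bars. The shares lie between 15.7% and 16.6% in roots and between 19.0% and 20.1% in shoots.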

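In roots, 1881 genes were called up-regulated and 1905 down-regulated without being called in shoots. In shoots, 3187 genes were called up-regulated and 2402 down-regulated without being called in roots. The interaction test called a tissue difference for 1001 and 799 of the root genes and for 1541 and 1200 of the shoot genes. HKT1 (Csa13g047450), a sodium and potassium transporter, is such a gene: it rose in roots and is listed at 0 in every shoot library. Its shoot change is thus 0 by construction, and its interaction restates the rise in roots. Over all genes tested, the interaction called 3043 genes with a higher log2 change in roots and 3119 with a higher log2 change in shoots. Where both tissues had a control mean of at least 2 CPM (39895 genes, a limit chosen after the values were seen), 1500 and 1589 genes were called, so about as many calls come from genes with a control mean under 2 CPM in a tissue. In simulated data, 9 of 19 such genes given an equal change in both tissues were called as differing. Calls at that level may thus be false, and the counts of 1001, 799, 1541 and 1200 were not limited to genes above it.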

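Most genes that were called in both tissues moved the same way. In roots and shoots alike, 2129 genes were up-regulated, among them the ABA-responsive transcription factor gene ABF3 (Csa11g008990, Csa12g009690 and Csa10g008210), and 1935 genes were down-regulated, among them ERF106 (Csa08g056810, Csa20g010010 and Csa13g009640). Lists drawn independently would share 443 up-regulated and 348 down-regulated genes, and the odds ratios of the overlaps were 14.1 and 17. Counting both directions, 4236 genes were called in roots and in shoots. Across the genes tested, Pearson's r between the log2 changes of roots and shoots was 0.591; genes are not independent replicates.

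**Figure D2:**
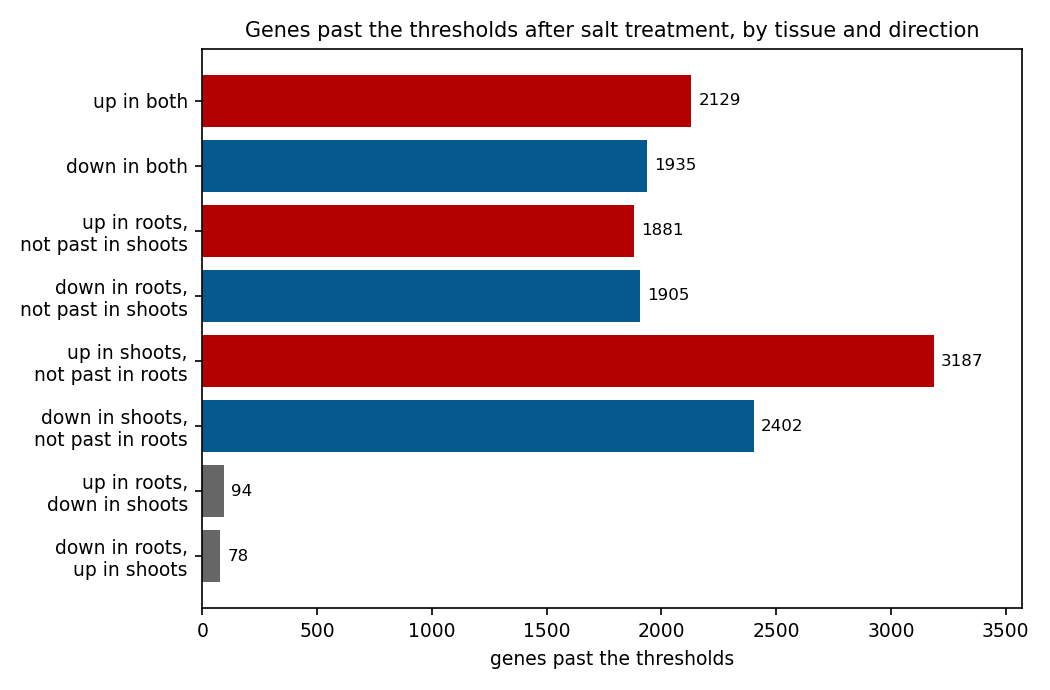
Number of genes past the thresholds in roots and shoots, by direction. The bars of genes up-regulated (2129) and down-regulated (1935) in both tissues are far longer than those of genes that moved in opposite directions (94 and 78), and a gene not past the thresholds in a tissue is not thereby shown to be unchanged there.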

In total, 1960 differentially-expressed genes were common in shoots and roots, of which 1167 genes were up-regulated and 756 were down-regulated. Only 26 genes were up-regulated in shoots, but down-regulated in roots, whereas only 11 genes were down-regulated in shoots, but up-regulated in roots. 

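Opposite calls were rare. The nodulin MtN3 family gene Csa12g029240 and the boron transporter gene BOR5 (Csa09g079390) were among 94 genes called up-regulated in roots and down-regulated in shoots. The shoot fall of Csa12g029240, from 1 CPM in each control library to 0 in each salt-treated one, is the smallest step of the rounded values. An allene oxide cyclase 2 gene of jasmonate synthesis (Csa06g005340) was among 78 genes called down-regulated in roots and up-regulated in shoots. Independent lists would share 364 and 423 such genes, so opposite calls were fewer than chance (odds ratios 0.224 and 0.155, Fisher's exact test across genes, p = 3.43e-72 and p = 2.49e-107). All 172 genes also passed the interaction test, which opposite calls in the same fit all but ensure, so this adds no evidence. With 1 library left out, the count of genes down-regulated in roots and up-regulated in shoots was 50 (without control root replicate 3) to 95 (without salt root replicate 3). In place of 94 and 78, the counts were 40 and 46 with a pseudocount of 1, 46 and 48 when each tissue was fitted alone, and 53 and 44 without moderation of the variance.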

To validate the RNA-Seq results, a select group of differentially-expressed genes (both up- and down-regulated) were selected for quantitative ddPCR analysis (Supplemental Fig. 1). The expression profiles of the genes as examined by both methods were highly similar. 

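The paper's comparison covers 6 genes, of which 4 were tested in the libraries. Csa09g064270 was up-regulated in roots, from 0 in each control library to 5, 2 and 13 CPM (adjusted p = 0.00203). Csa17g080380 was up-regulated in shoots, from 0 in each control library to 44, 9 and 36 CPM (adjusted p = 8.91e-06), and its salt effect was higher in shoots than in roots (adjusted p = 0.00176 for the interaction). Csa20g044800 passed the thresholds in roots at 7, 13 and 0 CPM against 0 in each control library (adjusted p = 0.0295); its salt and control libraries overlap, and it no longer passed without any of the control root replicates, salt root replicate 1 or salt root replicate 2 (adjusted p = 0.0734, 0.0691, 0.0731, 0.118 and 0.123), nor without moderation or with each tissue fitted alone. Csa07g039380 did not pass in shoots (199.7 ± 50 CPM in controls, 105 ± 30.5 CPM with salt, adjusted p = 0.298) or in roots, where it was at 1, 7 and 0 CPM with salt and at 0 in each control (adjusted p = 0.0533, and 0.00261 without salt root replicate 3); it also passed in roots with a pseudocount of 0.1 (0.0376), a filter at 5 CPM (0.046) or median-of-ratios scaling (0.0493). The ddPCR measurements themselves are not used here.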

A complete annotation of the genes that were differentially-expressed in roots and shoots of *C. sativa* DH55 can be found in Supplemental Data and are discussed in more detail below. Gene expression heat maps superimposed on MAPMAN GO pathways are provided in Supplemental Fig. 2.

**Figure 5:**
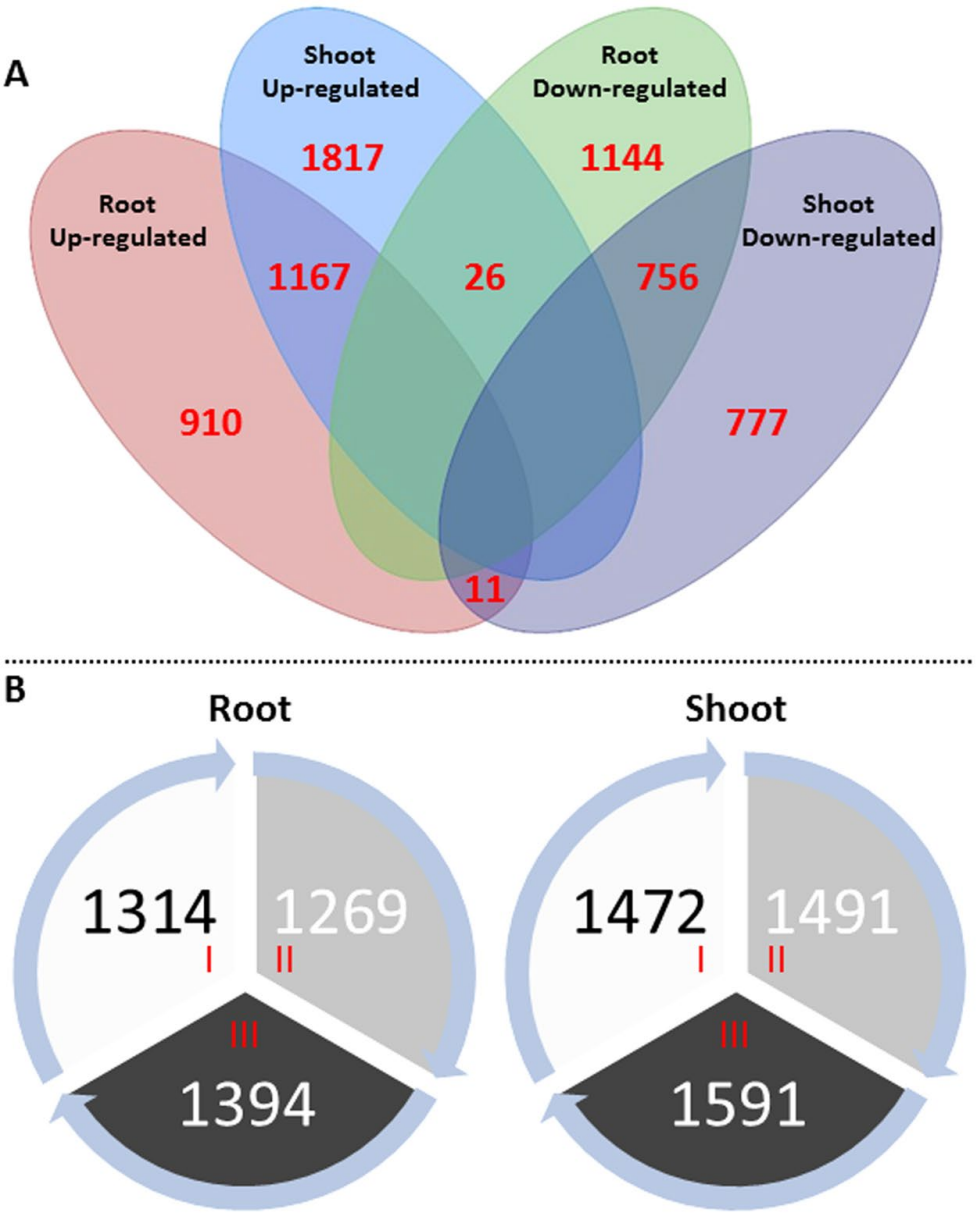
The number of genes that were differentially-expressed in *C. sativa* DH55 in the absence or presence of salt (NaCl; 15 dSm^−1^). Panel A: Venn diagram showing the number of differentially-expressed genes in shoots and roots of 4-week-old plants after treatment with salt for 3 weeks. Panel B: Diagram showing the number of differentially-expressed genes in shoots and roots from each of the 3 *C. sativa* sub-genomes (I, II and III).

### Overview of systems and biochemical pathways affected by salt treatment

#### Photosynthesis and photorespiration

Salt treatment negatively impacted photosynthetic ability in camelina (Fig. 3). In total, 22 genes related to photosynthesis were down-regulated in salt-treated shoots; 6 of these were related to photosystem II (PSII), 2 were related to PSI, 2 were related to the electron transport chain and 11 were related to the Calvin cycle (Supplemental Data). In contrast, genes involved in photorespiration, such as those encoding glycolate oxidase (Csa11g030110, Csa06g046560, and Csa10g026850), were up-regulated in shoots. 

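Glycolate oxidase makes glyoxylate from glycolate in photorespiration. All 3 genes encoding it rose in salt-treated shoots: Csa11g030110 from 4 ± 1 to 35 ± 16.7 CPM (SD, n = 3), Csa06g046560 from 5.67 ± 0.577 to 45.3 ± 12.4 CPM and Csa10g026850 from 4.67 ± 0.577 to 15.7 ± 1.53 CPM. Their log2 changes were 2.87, 2.86 and 1.65 (adjusted p = 1.89e-05, 4.18e-07 and 2.63e-06). In roots, Csa11g030110 and Csa06g046560 rose as well (log2 change 1.26, adjusted p = 0.00608, and log2 change 1.03, adjusted p = 0.000575), and the counts were the same when adjusted over the list alone. The rise of Csa06g046560 was larger in shoots (difference in log2 change -1.82, adjusted p = 0.000493). Without salt root replicate 3 the log2 change of Csa06g046560 in roots was 0.99, which is not above 1. The third gene stood at a log2 change of 0.95 in roots, under the limit of 1, and passed it without control root replicate 3 (1.02), salt root replicate 1 (1.00) or salt root replicate 2 (1.04).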

Interestingly, the expression of photosynthesis-related genes was altered in roots in response to salt treatment, including 6 genes related to PSII and 1 gene related to PSI which were down-regulated. 

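Rubisco, which fixes carbon dioxide in leaves, has a small subunit encoded in camelina by Csa16g026850 (chromosome 16), Csa05g079910 (chromosome 5) and Csa07g032360 (chromosome 7). Their levels in roots rose with salt from 6 ± 3.46 to 40.7 ± 23.1 CPM (SD, n = 3), from 10.7 ± 4.73 to 74 ± 36.4 CPM and from 1.67 ± 1.15 to 10.7 ± 4.73 CPM. The log2 changes were 2.65, 2.70 and 2.41 (adjusted p = 0.000172, 7.34e-05 and 0.000136). Shoots hold far more of these transcripts, with 12240 ± 572 CPM of Csa16g026850 in controls and 6598 ± 901 CPM with salt, and none of the 3 genes passed the thresholds there (log2 changes -0.90, -0.76 and -0.89). The salt effect differed between the tissues for each gene (differences of 3.54, 3.46 and 3.30, adjusted p = 0.000873, 0.000566 and 0.000648). Salt root replicate 1 had the highest root level of all 3 genes. The root levels remained small beside those of shoots: the excess in salt-treated roots was 0.525% to 1.91% of the level in salt-treated shoots.

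**Figure D3:**
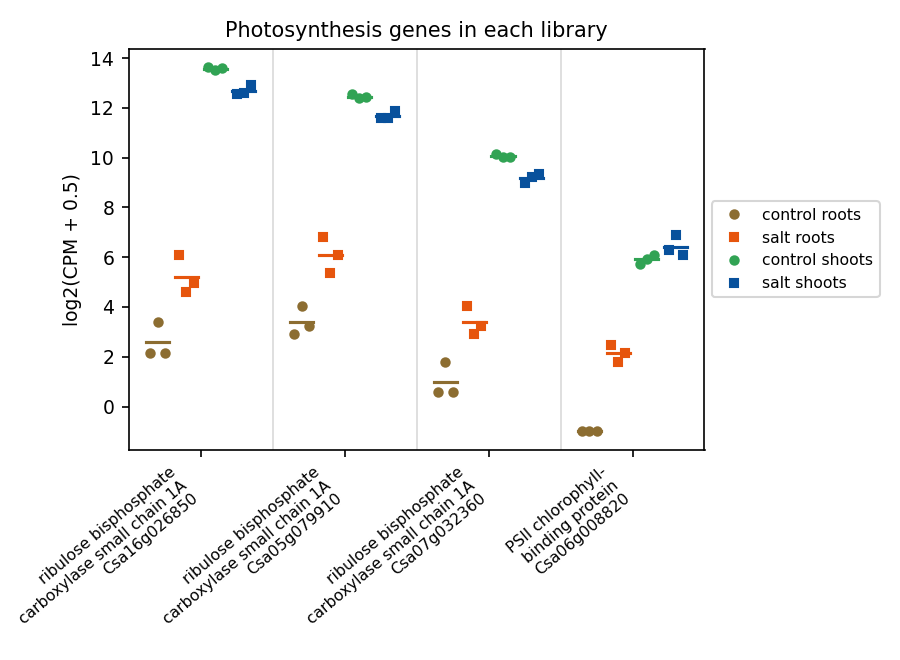
log2(CPM + 0.5) of 3 genes for the small chain of ribulose bisphosphate carboxylase and of a chlorophyll-binding protein gene in each library, with a line at the mean of each group of 3. Points of salt-treated roots lie above those of control roots for all 4 genes and below those of shoots.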

Genes encoding ribulose bisphosphate carboxylase small chain 1 A (Csa16g026850, Csa05g079910 and Csa07g032360), an enzyme involved in both photosynthesis (Calvin Cycle) and photorespiration, were up-regulated in roots. 

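The chlorophyll-binding protein gene Csa06g008820 is listed at 0 in each control root library and at 5, 3 and 4 CPM in salt-treated roots (adjusted p = 1.22e-06). In shoots, where it stood at 60.3 ± 8.02 CPM in controls and 87.3 ± 26.3 CPM with salt (SD, n = 3), it did not pass the thresholds (log2 change 0.50, adjusted p = 0.0625). The interaction test gave an adjusted p of 0.000151. Together with the small chain genes, all 4 photosynthesis genes that the paper names were up-regulated in roots and none passed in shoots, with the same counts when adjusted over the list alone. These 4 are the ones that the paper singles out as up-regulated in roots. The photosynthesis genes that it counts as down-regulated in shoots or roots are not named in its text and were not examined as a list.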

A gene encoding a chlorophyll-binding protein involved in PSII (Csa06g008820) was up-regulated around 200-fold.

#### Carbohydrate metabolism and respiration

An adaptive response to salinity stress accrues from shifts in carbohydrate metabolism and partitioning^40^. This reduces growth rate; however, the accumulated soluble sugars function as osmolytes to maintain turgor and to protect cell membranes and proteins from damage^41^. Genes encoding enzymes involved in starch catabolism, such as α-amylase (Csa15g030630, Csa19g028300, and Csa01g023510) were down-regulated in shoots, while those encoding β-amylase (Csa01g030170, Csa19g036120, and Csa15g048800) were up-regulated. 

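Starch-degrading enzymes moved apart in salt-treated shoots. The 3 α-amylase genes fell: Csa15g030630 from 43.3 ± 4.73 to 13.3 ± 2.52 CPM (SD, n = 3), Csa19g028300 from 27.3 ± 2.52 to 4.33 ± 0.577 CPM and Csa01g023510 from 12 ± 1 to 1.67 ± 0.577 CPM. The 3 β-amylase genes, whose enzymes release maltose from starch, rose, with the largest change in Csa01g030170 from 13.3 ± 1.53 to 275 ± 140 CPM (log2 change 4.14, standard error 0.35, adjusted p = 3.62e-06). Csa19g036120 and Csa15g048800 had log2 changes of 3.35 and 3.06 (adjusted p = 5.25e-06 and 2.78e-06). For all 3 β-amylase genes the rise in shoots exceeded that in roots (interaction, adjusted p = 0.000732, 0.00375 and 0.00337), and salt shoot replicate 2 was the lowest of the salt-treated shoot libraries. The falls of the α-amylase genes in shoots were -1.67, -2.53 and -2.56 on the log2 scale (adjusted p = 3.69e-05, 9.45e-05 and 0.000161).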

Two genes encoding α-amylases (Csa10g017970 and Csa12g029250) and three genes encoding sucrose synthase 3 (Csa02g005510, Csa08g052190, and Csa13g054950) were up-regulated in shoots and roots (Supplemental Data).

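Sucrose synthase cleaves sucrose into UDP-glucose and fructose, and its 3 genes rose in both tissues. In shoots, Csa02g005510 went from 7 ± 1 to 100.3 ± 14.6 CPM, Csa08g052190 from 10.7 ± 1.15 to 74.7 ± 10.7 CPM and Csa13g054950 from 4.33 ± 0.577 to 51.7 ± 2.52 CPM (SD, n = 3), with log2 changes of 3.75, 2.75 and 3.44. In roots the log2 changes were 3.15, 1.87 and 2.64 (adjusted p = 3.75e-07, 1.74e-06 and 2.82e-07). The α-amylase gene Csa12g029250 rose from 3 ± 1 to 14 ± 0 CPM in roots (log2 change 2.09, adjusted p = 2.9e-05) and from 4 ± 1 to 16.3 ± 3.51 CPM in shoots (log2 change 1.91, adjusted p = 4e-05). Csa10g017970 was listed at 0 in each control root library and at 2, 1 and 1 CPM with salt (adjusted p = 0.00161), and rose in shoots to 14, 4 and 10 CPM from 1 in each control. Of the 11 starch and sucrose genes that the paper names, 8 rose and 3 fell in shoots, and 7 rose, 2 fell and 2 did not pass in roots, with the same counts when adjusted over the list alone. Of the 2 that fell in roots, both α-amylase genes, Csa01g023510 (1 in each control library, 0, 1 and 0 CPM with salt) overlapped between treatments and kept its call in 4 of the 12 fits that left out a library, those without salt root replicate 2 or any salt shoot replicate (adjusted p from 0.0513 to 0.144 in the others), and Csa19g028300 did not pass without salt root replicate 1 (log2 change -0.74). Neither passed in roots with a pseudocount of 1 or with each tissue fitted alone, nor did Csa01g023510 without moderation. A camera test with a preset correlation of 0.01 found this list higher than other genes in roots and in shoots (adjusted p = 0.00685 and 0.00318), a call that was lost with an estimated correlation (adjusted p = 0.171 and 0.15).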

Increasing soluble sugars is a common aspect of most abiotic stress responses as they can be used as energy sources, as osmolytes or as signaling molecules^20,41^. Genes encoding enzymes involved in the synthesis or metabolism of soluble sugars, such as melibiose, myo-inositol-1-phosphate, raffinose, and trehalose were up-regulated in salt-treated shoots. 

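Galactinol synthase makes the galactosyl donor for the raffinose family of sugars. Csa05g063400, which encodes galactinol synthase 2, was at 0, 1 and 0 CPM in control shoots and at 28, 14 and 15 CPM in salt-treated shoots (log2 change 4.69, standard error 0.47, adjusted p = 1.24e-05). This is 57 times the control mean, which rests on 1 library above 0. The raffinose synthase genes Csa10g047220, Csa11g057610 and Csa12g079610 rose in shoots from 2.67 ± 0.577 to 48.3 ± 20.5 CPM, from 5.33 ± 0.577 to 23 ± 9.54 CPM and from 13 ± 1 to 44 ± 9.85 CPM (SD, n = 3), which is 3.38 to 18.1 times the control means. Their log2 changes were 3.88, 1.92 and 1.70 (adjusted p = 1.22e-06, 0.00014 and 3.73e-05). All 4 genes responded more in shoots than in roots by the interaction test (adjusted p = 0.00369, 0.000634, 0.000938 and 0.000328).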

The most affected genes were Csa05g063400 (galactinol synthase 2) which was up-regulated 54-fold and Csa10g047220, Csa11g057610, Csa12g079610 (raffinose synthase) which were up-regulated 3 to 19-fold. A different set of genes involved in simple sugar production was up-regulated in roots, including Csa00532s180, Csa06g021410 and Csa19g003320 (galactose mutarotase), Csa07g061680 and Csa16g052330 (galactinol synthase 4), and Csa17g030990, Csa14g030990 and Csa03g027670 (trehalose-phosphatase/synthase 9). 

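In salt-treated roots, galactose mutarotase genes, which interconvert the anomers of galactose, rose: Csa19g003320 from 112 ± 27.5 to 423 ± 127 CPM (SD, n = 3), Csa00532s180 from 16.7 ± 1.15 to 52.7 ± 11.6 CPM and Csa06g021410 from 2 in each control library to 9 ± 1 CPM. Galactinol synthase 4 rose through Csa07g061680 (log2 change 2.08, adjusted p = 4.17e-05) and Csa16g052330 (log2 change 1.70, adjusted p = 0.00177), the latter not past the threshold with a pseudocount of 0.1 (adjusted p = 0.0754). The trehalose-phosphatase/synthase 9 genes Csa17g030990, Csa14g030990 and Csa03g027670 had log2 changes of 2.23, 1.93 and 2.17 in roots (adjusted p = 1.55e-05, 5.38e-05 and 0.00012). Csa19g003320 and Csa07g061680 are listed at 0 in every shoot library, and Csa06g021410 stood at 5.33 ± 0.577 and 6.33 ± 0.577 CPM there; the interaction test gave an adjusted p of 0.00089, 0.00148 and 9.9e-05 for these. Csa00532s180 and Csa17g030990 were also up-regulated in shoots (log2 change 1.52, adjusted p = 8.17e-06, and log2 change 1.22, adjusted p = 0.000755). Of the 12 soluble sugar genes that the paper names, 9 rose and 3 did not pass in roots (10 rose when adjusted over the list alone), and 6 rose and 6 did not pass in shoots (6 when adjusted over the list alone). With a preset correlation the camera test called the list higher in both tissues (adjusted p = 0.000232 in roots and 0.00097 in shoots), which did not hold with an estimated correlation (adjusted p = 0.0941 and 0.117).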

Several genes that were up-regulated in roots and shoots encoded myo-inositol oxygenases.

Genes related to glycolysis and fermentation were mostly up-regulated in shoots and roots, while most genes related to the glyoxylate and Krebs cycles were down-regulated in shoots. 

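Citrate synthase condenses acetyl-CoA with oxaloacetate at the entry of the Krebs cycle. Csa05g008770 and Csa06g048940, both encoding citrate synthase 3, rose in shoots from 4.67 ± 0.577 to 42 ± 10.4 CPM (log2 change 3.01, adjusted p = 2.45e-06) and from 10 ± 1 to 55 ± 8.19 CPM (log2 change 2.40, adjusted p = 5.05e-07; SD, n = 3). They also rose in roots, by log2 changes of 2.15 and 1.33 (adjusted p = 3.35e-05 and 3.63e-05). The homeologue Csa04g059380 varied widely, at 0, 0 and 2 CPM in control shoots and 27, 1 and 14 CPM in salt-treated shoots (log2 change 3.30, standard error 1.26, adjusted p = 0.0457). Its libraries overlapped, and its call in shoots was lost without either of 2 control root replicates, salt root replicate 3, either of 2 control shoot replicates or either of 2 salt shoot replicates (adjusted p = 0.0582 and 0.0565 without control root replicates 1 and 2, 0.0611 without salt root replicate 3, 0.135 and 0.138 without control shoot replicates 1 and 2, 0.177 and 0.135 without salt shoot replicates 1 and 3), and also without a trend, without moderation or with each tissue fitted alone. In roots Csa04g059380 was at 0, 0 and 3 and 21, 1 and 10 CPM, which did not pass (log2 change 2.87, adjusted p = 0.0844), though it did without control root replicate 3 (adjusted p = 0.0478) or salt root replicate 2 (adjusted p = 0.0304). The gene for citrate synthase 5 is not analysed here.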

Interestingly, genes encoding citrate synthase 3 (Csa04g059380, Csa05g008770 and Csa06g048940) and citrate synthase 5 (Csa16g005860) were the only Krebs cycle genes that were up-regulated in shoots and/or roots. The expression of genes involved in mitochondrial function was highly affected after salt treatment. 

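Alternative oxidases pass electrons from ubiquinol to oxygen outside the cytochrome pathway of mitochondria. The genes Csa01g025600, Csa15g036960 and Csa19g031590, which encode alternative oxidase 1A, rose in roots from 3 ± 1 to 69.3 ± 26.6 CPM, from 1.33 ± 0.577 to 34.7 ± 14.6 CPM and from 2 ± 0 to 23.3 ± 10.5 CPM (SD, n = 3). These are rises of 11.7 to 26 times the control means, with log2 changes of 4.28, 4.21 and 3.15 (adjusted p = 1.63e-05, 7.65e-06 and 6.48e-05). In shoots the same genes reached 6.62 to 28.8 times the control means (log2 changes 3.55, 2.59 and 4.39, adjusted p = 4.13e-05, 0.000153 and 4.78e-06). Alternative oxidase 1D was close to 0 in controls and far above in salt-treated shoots: Csa17g051700 went from 0, 1 and 0 to 52, 17 and 71 CPM, Csa14g042300 from 1, 0 and 0 to 55, 23 and 105 CPM, and Csa03g036700 from 0 in each control library to 46, 14 and 89 CPM. In roots the 3 genes for alternative oxidase 1D are listed at 0 in each control library and reached 2, 1 and 1 CPM, 10, 4 and 6 CPM and 8, 3 and 4 CPM (adjusted p = 0.0137, 0.000216 and 0.000365). Without salt root replicate 1 or with a replicate block, Csa17g051700 no longer passed in roots (adjusted p = 0.0608 and 0.055). Salt shoot replicate 2 had the lowest value of the salt-treated shoot libraries for all 6 genes. The gene for alternative oxidase 2 is not analysed here.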

Genes encoding several types of alternative oxidases were highly up-regulated, including those encoding alternative oxidase 1D (Csa17g051700, Csa14g042300 and Csa03g036700) which were up-regulated 134 to 240-fold in shoots and 16 to 42-fold in roots, Csa02g072900 (alternative oxidase 2) which was up-regulated 52-fold in shoots and 80-fold in roots, and alternative oxidase 1 A (Csa01g025600, Csa15g036960 and Csa19g031590) which were up-regulated 6 to 32-fold in shoots and 14 to 22-fold in roots. Csa15g035960 (alternative oxidase 1B) was highly up-regulated (784-fold), but only in shoots.

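Csa15g035960, on chromosome 15, is listed at 0 in all 6 root libraries and in each control shoot library, and at 4, 2 and 12 CPM in salt-treated shoots (adjusted p = 7.02e-05). The salt effect differed between shoots and roots (interaction, adjusted p = 0.00282), which restates the rise in shoots, since all root libraries are at 0. Counting all alternative oxidase genes that the paper names and that were tested, 7 of 7 rose in shoots and 6 of 7 in roots, with the same counts when adjusted over the list alone.

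**Figure D4:**
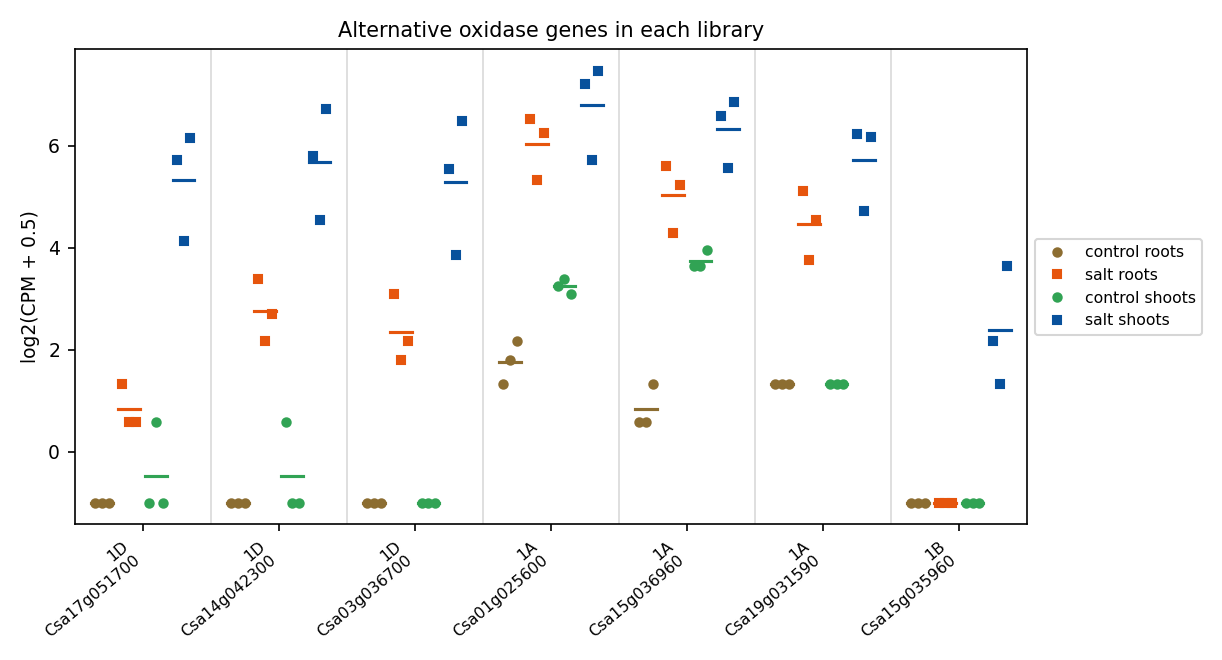
log2(CPM + 0.5) of genes for alternative oxidase 1D, 1A and 1B in each library, with a line at the mean of each group of 3 libraries. All salt-treated shoot libraries lie above the control shoot libraries, and Csa15g035960 stays at the value for 0 CPM in roots.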

#### Macromolecule synthesis related to nitrogen and lipid metabolism

Twice as many genes related to macromolecule biosynthesis were down-regulated than were up- regulated in roots, while only a few genes were regulated oppositely in roots and shoots (Fig. 6A). Many genes involved in lipid, amino acid, and nucleotide metabolism were differentially regulated in response to salt stress and their expression profiles were comparable in shoots and roots.

**Figure 6:**
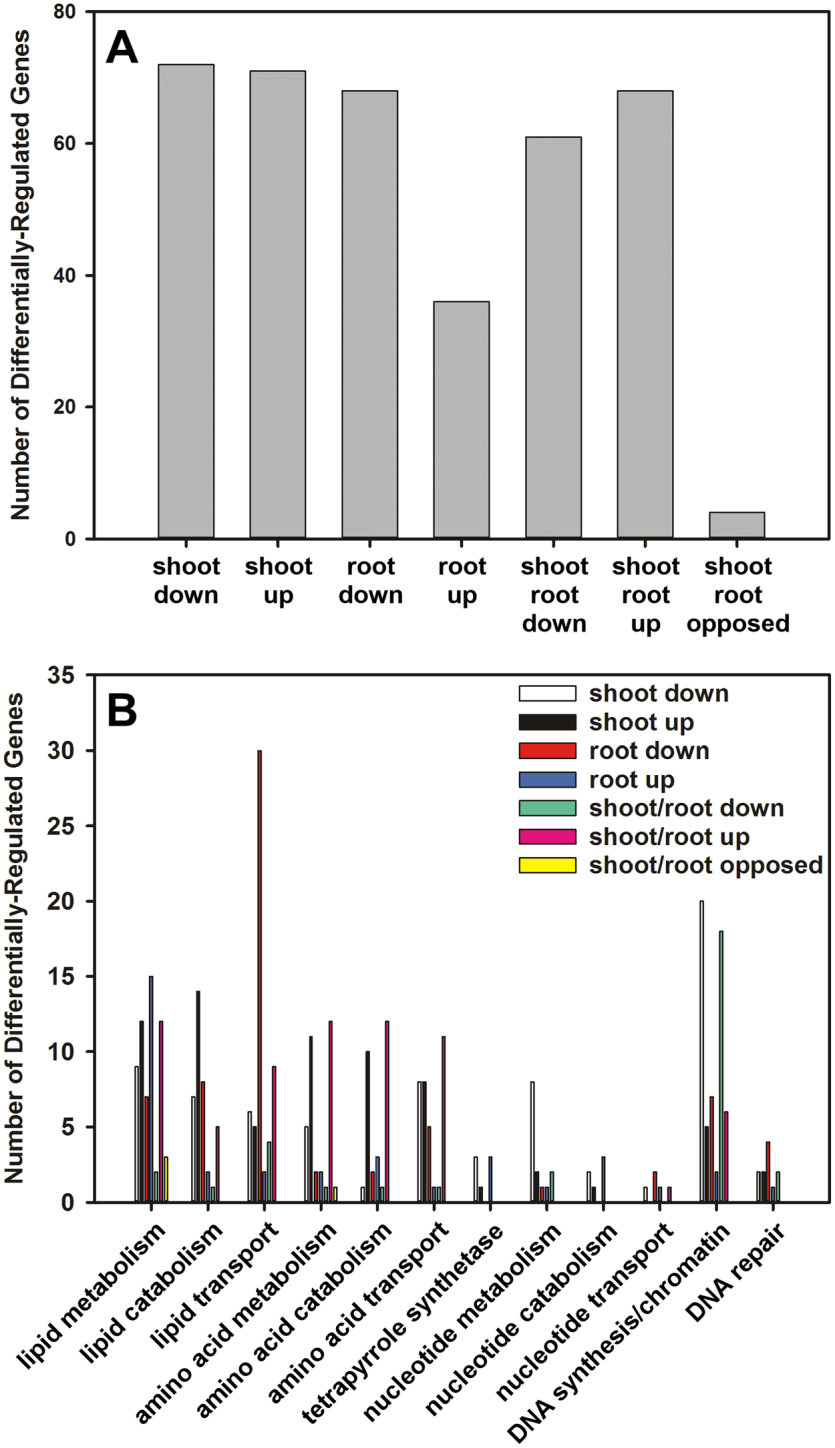
Gene ontology (GO) overview of genes involved in macromolecule synthesis that were differentially-expressed in *C. sativa* DH55 in response to salt treatment. Panels show a general overview of differentially-expressed genes (**A**) and a breakdown according to lipid, amino acid, and nucleotide metabolism (**B**). Genes with an FDR and P value ≤ 0.05 and an absolute value of log 2 FC higher than 1 were considered significant.

Increased nitrogen metabolism is observed in halotolerant plants, such as *Salicornia europaea*^42^, and in the roots of salt-resistant rice cultivars^43^. Furthermore, over-expression of glutamine synthetase enhances salt tolerance in Arabidopsis^44^. In contrast, camelina genes encoding glutamine synthetase 1 (Csa20g024450) and glutamate dehydrogenase 3 (Csa19g006110 and Csa15g003740) were down-regulated in shoots. 

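Glutamine synthetase assimilates ammonium into glutamine. Its gene Csa20g024450 fell in salt-treated shoots from 17.7 ± 2.89 to 4.67 ± 0.577 CPM (SD, n = 3; log2 change -1.81, standard error 0.16, adjusted p = 4.79e-06). In roots it was at 6 ± 1 CPM in controls and 4.67 ± 0.577 CPM with salt and did not pass (log2 change -0.33, adjusted p = 0.115), and the interaction test separated the tissues (difference in log2 change 1.48, adjusted p = 0.000972). The glutamate dehydrogenase 3 genes are not analysed here.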

Genes encoding nitrate reductase 2 (Csa03g040490) were down-regulated in roots, while those encoding glutamine synthase R1 (Csa11g051370) were down-regulated in shoots and roots (Supplemental Data).

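Nitrate reductase 2, encoded by Csa03g040490, fell in roots from 24.7 ± 8.08 to 3.67 ± 3.06 CPM (SD, n = 3; log2 change -2.83, standard error 0.46, adjusted p = 0.000469). In shoots it was at 95 ± 5.29 CPM in controls and 59 ± 15.1 CPM with salt and did not pass (log2 change -0.71, adjusted p = 0.218). Glutamine synthase R1 (Csa11g051370) fell in roots from 89.7 ± 36.8 to 21.7 ± 7.64 CPM and in shoots from 33.7 ± 6.11 to 10.3 ± 2.31 CPM, by log2 changes of -2.01 and -1.66 (adjusted p = 0.000229 and 0.000655).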

Plants subjected to salt stress accumulate different amino acids which variably act as osmolytes, regulate ion transport, control stomatal departure, or detoxify heavy metals. Furthermore, some amino acids affect the synthesis and activity of different enzymes, and regulate plant redox-homeostasis^45^. Five genes related to amino acid synthesis were down-regulated in shoots, including Csa20g023980 (valine tolerance 1, a regulatory subunit of acetohydroxy acid synthase and the first committed enzyme in the branched chain amino acid biosynthesis pathway) and Csa01g003320 (cysteine synthase 26). 

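Csa20g023980 fell in shoots from 21.7 ± 1.53 to 5 ± 1 CPM (log2 change -2.02, standard error 0.17, adjusted p = 4.33e-06) and also fell in roots (log2 change -1.24, adjusted p = 0.000173). Csa01g003320 fell in shoots from 16.7 ± 1.53 to 5.33 ± 0.577 CPM (log2 change -1.56, adjusted p = 0.000252; SD, n = 3). The mean of Csa01g003320 in roots was 1.33 CPM in both treatments, and its salt effect differed between the tissues (difference in log2 change 1.56, adjusted p = 0.00748).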

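Glutamate decarboxylase makes the stress metabolite γ-aminobutyrate, and asparagine synthase stores nitrogen as asparagine. The glutamine-dependent asparagine synthase 1 gene Csa06g020990 went from 0, 1 and 0 CPM in control shoots to 70, 10 and 106 CPM in salt-treated shoots (log2 change 5.89, standard error 0.72, adjusted p = 4.77e-05), with salt shoot replicate 2 the lowest of the salt-treated libraries. The glutamate decarboxylase 4 gene Csa09g004390 went from 0, 1 and 0 to 14, 6 and 18 CPM (log2 change 4.06, adjusted p = 8.79e-05). Csa06g002010, which encodes glutamate decarboxylase 4 too, is listed at 0 in each control shoot library and at 4, 3 and 10 CPM with salt (adjusted p = 7.86e-05). All 3 genes responded more in shoots than in roots (interaction, adjusted p = 0.00486, 0.0157 and 0.0195). With a pseudocount of 0.1 this difference was not called for Csa09g004390 and Csa06g002010 (adjusted p = 0.131 and 0.0557). For Csa09g004390 it was also not called with a replicate block (adjusted p = 0.0529). Csa04g006420 and the glutamate decarboxylase 5 gene are not analysed here.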

Fifteen genes were up-regulated in shoots, including Csa04g006420, Csa06g002010 and Csa09g004390 (glutamate decarboxylase 4), Csa15g024000 (glutamate decarboxylase 5), and Csa06g020990 (glutamine-dependent asparagine synthase 1) (Fig. 6B; Supplemental Data).

Nine genes related to lipid metabolism were down-regulated in shoots and 12 genes were up-regulated, while 15 genes were up-regulated and 8 genes down-regulated in roots (Fig. 6B). Among them, those encoding 3-ketoacyl-CoA synthase 2, 12 and 19 involved in fatty acid synthesis were down-regulated in shoots, while genes involved in lipid degradation, such as those encoding lipases (Csa13g028770, Csa20g039550 and Csa08g018560), were down-regulated. 

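The lipase genes Csa20g039550 and Csa08g018560 fell in shoots from 48.3 ± 7.02 to 2.67 ± 1.15 CPM (SD, n = 3; log2 change -4.00, standard error 0.22, adjusted p = 2.3e-07) and from 36.3 ± 4.04 to 2 ± 1 CPM (log2 change -3.96, adjusted p = 5.93e-07). Csa13g028770 fell from 25 ± 3.61 to 6.33 ± 2.52 CPM (log2 change -1.96, adjusted p = 3.86e-05). All 3 genes are listed at 0 in every root library.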

Many genes related to lipid metabolism and catabolism were also up-regulated in shoots, for example, Csa09g035780 (lecithin:cholesterol acyltransferase) was up-regulated 70-fold. Genes related to lipid catabolism were highly regulated in roots and included Csa08g018530, Csa20g039470 and Csa13g028700 (lipase class 3) and Csa20g036070 (fatty acid reductase 7) (Supplemental Data).

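Of the root genes named for lipid catabolism, the lipase class 3 gene Csa08g018530 was tested. It fell with salt from 3, 3 and 9 CPM in control roots to 0, 0 and 1 CPM (log2 change -2.76, standard error 0.45, adjusted p = 0.000508). In shoots it is listed at 0 in every library. The other 3 gene IDs are not analysed here.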

#### Growth and development

In response to salt stress, three times more genes involved in some aspect of plant development were up-regulated than down-regulated (Fig. 7); many encoded late embryogenesis abundant proteins (LEA) which were up-regulated as much as 553-fold in roots and 173-fold in shoots (Supplemental Data). Genes encoding Responsive to Desiccation (RD26) (Csa10g015440, Csa11g016750, and Csa12g023460), Senescence-Associated Protein 29 (SAG29) (Csa20g018520 and Csa13g015780) and Dormancy-Associated Protein-like 1 (DYL1) (Csa14g035950, Csa17g039180 and Csa03g031630) were up-regulated in shoots and roots. 

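RD26, a NAC transcription factor of the desiccation response, rose in both tissues. In shoots Csa10g015440 went from 1.33 ± 0.577 to 84.7 ± 48.5 CPM, Csa11g016750 from 1 in each control library to 51 ± 28.8 CPM and Csa12g023460 from 1 in each control library to 69 ± 34 CPM (SD, n = 3). The log2 changes of RD26 were 5.39, 4.90 and 5.39 in shoots and 3.67, 4.54 and 3.99 in roots, each at an adjusted p of at most 9.01e-05. DYL1 rose in roots through Csa03g031630, from 97.7 ± 24.4 to 367 ± 107 CPM, and through Csa14g035950 and Csa17g039180 (log2 changes 1.90, 2.10 and 1.96). The log2 changes of the 3 DYL1 genes in shoots were 2.54, 2.90 and 2.23. SAG29, a sugar transporter gene of senescing leaves, is listed at 0 in each control shoot library and reached 33, 10 and 41 CPM (Csa20g018520, adjusted p = 1.27e-05) and 8, 3 and 12 CPM (Csa13g015780, adjusted p = 6.84e-06) with salt. In roots Csa13g015780 was at 1 CPM in each salt-treated library and 0 in each control (adjusted p = 0.00366), and Csa20g018520 was at 2, 1 and 0 CPM against 0 in each control, which did not pass (adjusted p = 0.0814) but did without salt root replicate 3 (adjusted p = 0.00932) or salt shoot replicate 2 (adjusted p = 0.0402), and with a pseudocount of 0.1. Of these 8 genes, 8 rose in shoots and 7 in roots (8 when adjusted over the list alone in each tissue). The highest root value of every RD26 gene came from salt root replicate 1 and the lowest salt-treated shoot value from salt shoot replicate 2.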

Several genes encoding NAC transcription factors, namely NAC1, NAC2, NAC13, NAC32, NAC89, NAC102 and NAC109, were also up-regulated. Csa12g029240 encodes a nodulin MtN3 family protein and was highly up-regulated in roots (50-fold), but down-regulated in shoots (15-fold).

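In roots, Csa12g029240 rose from 1, 1 and 0 CPM to 27, 35 and 23 CPM with salt (log2 change 4.77, standard error 0.35, adjusted p = 2.5e-06), which is 42.5 times the control mean. In shoots it was at 1 CPM in each control library and is listed at 0 in each salt-treated library (adjusted p = 0.00301). The interaction test gave the adjusted p 1.94e-05. A shoot level of 1 CPM is the smallest step above 0 that the rounded values can show.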

**Figure 7:**
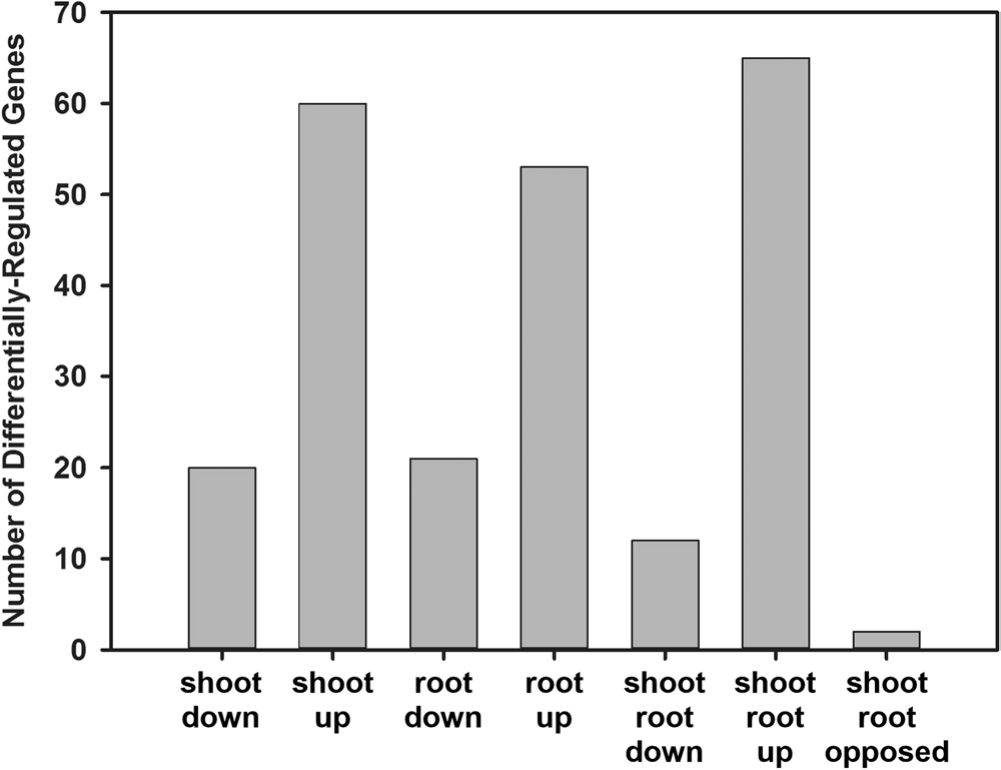
Gene ontology (GO) overview of genes involved in development that were differentially-expressed in *C. sativa* DH55 in response to salt treatment. Genes with an FDR and P value ≤ 0.05 and an absolute value of log 2 FC higher than 1 were considered significant.

The expression of cell wall composition-related genes was affected to a much greater degree in roots than in shoots during salt treatment. It should be noted that camelina root length was not affected by salt stress (Fig. 2), though root mass was. In total, 17 genes were down-regulated and 14 genes were specifically up-regulated in shoots; however, 256 genes were down-regulated and 7 genes were specifically up-regulated in roots (Supplemental Data). Genes involved in primary cell wall modification and growth were highly affected in shoots, including those encoding expansins A4, 5, 8 and B3 which were down-regulated in shoots; however, genes encoding expansin A10 (Csa03g028750, Csa17g034120 and Csa14g031940) were up-regulated. 

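Expansins loosen the cell wall during growth. Expansin A10 rose in salt-treated shoots, from 21.3 ± 2.52 to 122 ± 64.2 CPM for Csa03g028750, from 35.3 ± 3.21 to 185 ± 75.6 CPM for Csa17g034120 and from 21 ± 1 to 88.7 ± 41.2 CPM for Csa14g031940 (SD, n = 3). The log2 changes were 2.31, 2.28 and 1.92 (adjusted p = 0.00687, 3.69e-05 and 0.0014). Salt shoot replicate 2 was the lowest of the salt-treated libraries for each. In roots none of the 3 genes passed, with means of at most 4.67 CPM, and the salt effects of Csa17g034120 and Csa14g031940 differed between the tissues (adjusted p = 0.00548 and 0.00607). Csa03g028750 did not pass in shoots with a pseudocount of 0.1.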

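Pectin lyases cleave the pectin of cell walls. In shoots, Csa18g036730 fell from 126 ± 12.5 to 9.67 ± 4.62 CPM (SD, n = 3; log2 change -3.72, standard error 0.24, adjusted p = 5.85e-07) and Csa07g059670 from 18 ± 3 to 5.33 ± 0.577 CPM (log2 change -1.66, adjusted p = 0.002). Csa01g009040 and Csa15g009700 are listed at 0 in each control shoot library and were at 3, 0 and 4 CPM and 1, 0 and 5 CPM with salt, which passed the thresholds (adjusted p = 0.0194 and 0.0403) although salt shoot replicate 2 overlapped the controls at 0. For Csa01g009040 the call was lost without any of the control shoot replicates (adjusted p = 0.0513, 0.0529 and 0.0514), salt shoot replicate 1 (0.0866) or salt shoot replicate 3 (0.0872), and its adjusted p was 3.74e-06 without salt shoot replicate 2. Csa15g009700 kept its call in 1 of 12 such fits, the one without salt shoot replicate 2, and its adjusted p was 0.0534 to 0.118 in the others; with a pseudocount of 1 it did not pass (0.0509), nor without moderation. Neither of the 2 passed with each tissue fitted alone.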

While some genes encoding pectin lyases were up-regulated (Csa01g009040 and Csa15g009700), others were down-regulated (Csa07g059670 and Csa18g036730). In roots, several genes involved in pectin synthesis or modification were up-regulated, including those encoding FASCICLIN-like arabinogalactan protein 5 precursor and arabinogalactan protein 14 (5-fold). Conversely, genes encoding arabinogalactan proteins 1, 7, 13, 16, 22, and 24 and those encoding expansins 12, A1, A14, A15, and B1 were down-regulated. In addition, genes encoding proteins involved in pectin catabolism, such as root hair-specific protein 8, 12 and 14 were down-regulated in roots. Interestingly, Csa07g052560 (arabinogalactan protein 2; AGP2) and Csa06g054090 (pectin methyl-esterase inhibitor; PMEI) were down-regulated in roots, but up-regulated in shoots.

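AGP2 (Csa07g052560), an arabinogalactan protein gene of the cell wall, fell in roots from 28.3 ± 6.81 to 10.7 ± 2.31 CPM (SD, n = 3; log2 change -1.37, standard error 0.44, adjusted p = 0.0244) and rose in shoots from 5.67 ± 1.15 to 85.7 ± 58.1 CPM (log2 change 3.55, standard error 0.44, adjusted p = 5.22e-05). The salt effect differed between the tissues (difference in log2 change -4.92, adjusted p = 0.000339). PMEI (Csa06g054090), an inhibitor of pectin methyl esterase, fell in roots from 35 ± 5.57 to 12.3 ± 3.21 CPM (log2 change -1.49, adjusted p = 0.0059), a call lost with a pseudocount of 0.1 (adjusted p = 0.12). In shoots PMEI is listed at 0 in each control library and at 1, 0 and 1 CPM with salt (adjusted p = 0.0288), so that its libraries overlap. The root call of AGP2 was lost without control root replicate 1 (adjusted p = 0.0558), control root replicate 3 (0.091), salt root replicate 1 (0.0504) or salt root replicate 2 (0.0874), and without moderation. The shoot call of PMEI was lost without any control shoot replicate (adjusted p = 0.0679, 0.0695 and 0.0677), salt shoot replicate 1 (0.121) or salt shoot replicate 3 (0.118), and also with a pseudocount of 1, without moderation or when each tissue was fitted alone.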

#### Growth regulators

Auxin: The reduction in plant growth and development under stress conditions may be an outcome of altered auxin accumulation and/or redistribution^46^. In camelina, the expression of genes encoding auxin-responsive proteins or enzymes involved in auxin synthesis was altered in both roots and shoots in response to salt treatment (Supplemental Data). Two genes encoding a cytochrome P450 involved in tryptophan metabolism (Csa11g003080 and Csa10g002730) were up-regulated in shoots. These enzymes convert trytophan to indo-3-acetaldoxime (IAOx), a precursor for indole acetic acid (IAA) and indole glucosinolates. Csa07g040770 encodes a PIN1 protein involved in the maintenance of auxin gradients and was down-regulated in shoots. 

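The auxin transporter gene Csa11g090640 fell in salt-treated roots from 14 ± 3.61 to 4 CPM in each salt-treated library (log2 change -1.66, standard error 0.22, adjusted p = 0.000107), while shoots held 1 ± 0 CPM in controls and 1.33 ± 0.577 CPM with salt (interaction, adjusted p = 0.00147; SD, n = 3). Csa17g094210, a WAG1 protein kinase gene, fell in roots from 4, 4 and 6 CPM to 0, 0 and 1 CPM (log2 change -2.82, adjusted p = 0.000101) and is listed at 0 in every shoot library. Csa14g064340 is not analysed here.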

Csa11g090640 encodes Ethylene Insensitive Root 1 (EIN1), a root-specific auxin transporter, and was down-regulated in roots, as were Csa17g094210 and Csa14g064340 that encode WaG1 proteins involved in auxin polar transport and root development. Genes encoding dormancy/auxin associated family proteins (Csa16g007290 and Csa05g021450) and genes involved in IAA biosynthesis (Csa03g046940, Csa14g049310 and Csa17g070920) were up-regulated in shoots and roots.

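The dormancy/auxin associated genes Csa16g007290 and Csa05g021450 were among the more abundant of the named auxin genes and rose in roots from 56 ± 18.2 to 325 ± 144 CPM and from 89.3 ± 17.9 to 415 ± 111 CPM (SD, n = 3; log2 changes 2.49 and 2.19). In shoots they rose by log2 changes of 4.30 and 3.46 (adjusted p = 1.41e-06 and 1.5e-07), which was more than in roots (interaction, adjusted p = 0.0131 and 0.00447); with quantile normalization the tissue difference of Csa05g021450 was not called. The genes of IAA biosynthesis Csa03g046940, Csa14g049310 and Csa17g070920 rose in roots by log2 changes of 2.83, 3.75 and 2.07 and in shoots by 3.03, 3.13 and 3.22.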

Gibberellin (GA): GA has a negative effect on salt tolerance^47^. Indeed, most of the genes involved in GA synthesis and signaling were down-regulated in shoots in response to salt treatment (Supplemental Data), including those encoding a negative regulator of GA responses, RGA-like 1 (Csa16g023800, Csa07g030410 and Csa05g075230) and gibberellin 20-oxidase 3 (Csa20g009560). 

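RGA-like 1 is a DELLA protein gene. Its 3 genes fell in salt-treated shoots, Csa16g023800 from 29.3 ± 3.79 to 5.33 ± 0.577 CPM, Csa07g030410 from 39.3 ± 4.16 to 5.67 ± 0.577 CPM and Csa05g075230 from 24.3 ± 1.53 to 3.33 ± 0.577 CPM (SD, n = 3). The log2 changes were -2.35, -2.69 and -2.70 (adjusted p = 5.67e-07, 6.84e-07 and 3.1e-07), larger falls than in roots by the interaction test (adjusted p = 0.000648, 0.000482 and 0.000635). In roots Csa05g075230 alone of the 3 passed (log2 change -1.12, adjusted p = 0.00016), and it did not without salt root replicate 3 (log2 change -0.96); the other 2 stood at log2 changes of -0.85 and -0.84. Gibberellin 20-oxidase 3 is not analysed here.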

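Gibberellin 3-oxidase 1 forms active gibberellins. In roots its genes rose with salt, Csa17g021160 from 1.67 ± 0.577 to 20.3 ± 3.79 CPM, Csa14g018700 from 1.33 ± 0.577 to 14 ± 3.61 CPM and Csa03g019370 from 4 ± 1 to 43.3 ± 7.64 CPM (SD, n = 3). The log2 changes were 3.29, 3.00 and 3.29 (adjusted p = 3.12e-06, 3.55e-06 and 1.57e-06). In shoots Csa14g018700 went from 1 CPM in each control library to 0 in each salt-treated library, which was called a fall (adjusted p = 0.000191), while Csa17g021160 and Csa03g019370 did not pass (log2 changes -0.49 and -0.49). The fall of Csa14g018700 is 1 CPM, the smallest step of the rounded values. All 3 genes differed between the tissues (adjusted p = 5.97e-05, 1.35e-05 and 3.14e-05). The 3 gibberellin 2-oxidase 6 genes and gibberellin 3-oxidase 2 are not analysed here.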

Csa03g002450, Csa14g002470 and Csa17g001180 encode gibberellin 2-oxidase 6 involved in changing GA34 and GA8 to GA4 and GA1 (the active form of GA) and were the only GA biosynthetic genes to be up-regulated in shoots, while genes encoding gibberellin 3-oxidase 1 (Csa17g021160, Csa14g018700 and Csa03g019370) and gibberellin 3-oxidase 2 (Csa07g059520) were up-regulated in roots.

Brassinosteroid (BR): BR has been demonstrated to have a positive role in salt and drought stress^48^. Interestingly, genes involved in BR synthesis (Csa15g017890 and Csa01g016080) were down-regulated in shoots, while genes encoding brassinosteroid-6-oxidase 1 (Csa12g082470 and Csa10g045200) and sterol methyltransferase 3 (Csa16g040220, Csa09g080790 and Csa07g047620) were down-regulated in roots in response to salt treatment in camelina (Supplemental Data). 

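In shoots, the brassinosteroid synthesis genes Csa15g017890 and Csa01g016080 fell from 11.7 ± 2.08 to 3.33 ± 0.577 CPM (log2 change -1.66, adjusted p = 8.26e-06) and from 5.33 ± 0.577 to 1.33 ± 0.577 CPM (log2 change -1.71, adjusted p = 8.65e-05; SD, n = 3). Both differed from their course in roots, where neither passed (interaction, adjusted p = 0.000419 and 0.00172). Sterol methyltransferase 3, which acts in sterol synthesis, fell in roots: Csa07g047620 from 22.3 ± 3.51 to 2.67 ± 0.577 CPM, Csa16g040220 from 21.7 ± 3.06 to 7 ± 1 CPM and Csa09g080790 from 18.3 ± 3.51 to 6 ± 1 CPM. The log2 changes were -2.86, -1.56 and -1.53 (adjusted p = 2.9e-06, 0.000705 and 0.000304). Csa07g047620 fell in shoots as well (log2 change -1.31, adjusted p = 0.000416). The genes for brassinosteroid-6-oxidase 1 are not analysed here.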

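The BRS1 genes Csa10g011910 and Csa12g016550 fell in shoots, from 7.67 ± 0.577 CPM to 1 CPM in each salt-treated library (log2 change -2.44, standard error 0.13, adjusted p = 2.23e-07) and from 15.7 ± 0.577 CPM to 1, 1 and 0 CPM (log2 change -3.96, adjusted p = 4.79e-06; SD, n = 3). In roots Csa10g011910 was at 2 CPM in each control library and Csa12g016550 at 3, 3 and 4 CPM, and both are listed at 0 in each salt-treated library (adjusted p = 6.24e-07 and 5.28e-05).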

The other homeologue encoding brassinosteroid-6-oxidase 1 (Csa11g05505) was down-regulated in both roots and shoots, as were genes encoding BR Suppressor 1 (BRS1) (Csa10g011910 and Csa12g016550). Conversely, Csa04g009350, encoding a sulpho-transferase 12 involved in BR synthesis, was highly up-regulated in roots (18-fold) and shoots (608-fold).

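Csa04g009350 is listed at 0 in each control shoot library and reached 91, 43 and 121 CPM in salt-treated shoots (adjusted p = 4.53e-07), with salt shoot replicate 2 the lowest. In roots it rose from 3.67 ± 2.08 to 62.7 ± 27.7 CPM (SD, n = 3; log2 change 3.92, standard error 0.45, adjusted p = 3.99e-05), which is 17.1 times the control mean. The salt effect was higher in shoots (interaction, adjusted p = 0.0033). Of the 8 brassinosteroid genes named by the paper and tested, 5 fell, 1 rose and 2 did not pass in each tissue, with the same counts when adjusted over the list alone.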

Cytokinin: Cytokinins are involved in salinity and high temperature tolerance in plants^49^. In camelina, two genes (Csa16g001090 and Csa07g001160) encoding cytokinin oxidase/dehydrogenase 6 involved in degradation of cytokinins were down-regulated in shoots, but a gene encoding cytokinin oxidase 3 (Csa02g061320) was up-regulated (Supplemental Data). 

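Cytokinin oxidases break down cytokinins. Csa16g001090 fell in shoots from 11.7 ± 1.15 CPM to 2 CPM in each salt-treated library (log2 change -2.28, standard error 0.12, adjusted p = 2.23e-07) and Csa07g001160 from 8 ± 1 to 1 ± 1 CPM (log2 change -2.78, adjusted p = 0.000434; SD, n = 3). In roots Csa16g001090 stood at 19.7 ± 1.15 and 12.3 ± 2.08 CPM, a log2 change of -0.66 that is within the limit of 1, and its fall was larger in shoots (interaction, adjusted p = 0.000144). The gene for cytokinin oxidase 3 is not analysed here.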

The gene encoding cis-zeatin O-beta-D-glucosyltransferase (Csa14g027610) was also up-regulated in shoots. 

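The glucosyltransferase gene Csa14g027610 rose in shoots from 3.67 ± 0.577 to 27.7 ± 15.4 CPM (SD, n = 3; log2 change 2.55, standard error 0.50, adjusted p = 0.00126). Single libraries read 35, 10 and 38 CPM with salt. In roots it was at 1, 0 and 0 CPM in controls and 1 CPM in each salt-treated library and did not pass (adjusted p = 0.105), but it did without control root replicate 1 (adjusted p = 0.0206) or salt shoot replicate 2 (adjusted p = 0.0367).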

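Of the 3 cytokinin genes tested, the cytokinin oxidase/dehydrogenase 6 gene Csa07g001160 passed the thresholds in roots, falling from 19.3 ± 1.53 to 8.33 ± 2.89 CPM (SD, n = 3; log2 change -1.23, standard error 0.46, adjusted p = 0.0486), and Csa16g001090 and Csa14g027610 did not. The counts were the same when adjusted over the list alone. This call lay close to the threshold and was lost in 10 of the 12 fits that left out a library, with an adjusted p of 0.0616 to 0.175, the exceptions being those without salt shoot replicate 1 or salt shoot replicate 2. It was also lost with a pseudocount of 0.1 (adjusted p = 0.255), without a trend and without moderation, and Csa14g027610 passed in roots with that pseudocount.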

No cytokinin-related genes were differentially-regulated in roots in response to salt treatment.

Ethylene: Ethylene has a profound effect on salinity stress as low levels induce mechanisms required for stress tolerance; however, high levels negatively impact plant growth^50,51^. Seventeen genes involved in ethylene biosynthesis or signaling were up-regulated in shoots (Supplemental Data). Among them were genes encoding the Ethylene Response Factor domain proteins ERF11 (Csa14g036010, Csa17g039230 and Csa03g031680), ERF1 (Csa01g027770), ERF5 (Csa18g002580 and Csa20g081690), as well as ACC oxidase 2 (Csa09g097000), ACC synthase 2 (Csa14g001660) and ACC synthase 7 (Csa10g016710 and Csa12g025860).

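ERF11, a repressor of the ethylene response, rose in shoots: Csa17g039230 from 1 CPM in each control library to 12.7 ± 5.03 CPM (log2 change 3.06, standard error 0.33, adjusted p = 2e-05), Csa14g036010 from 1 CPM in each control to 7 ± 2 CPM and Csa03g031680 from 0, 1 and 1 to 16, 8 and 14 CPM (SD, n = 3). ACC oxidase 2 (Csa09g097000), which forms ethylene, rose from 91.7 ± 14.4 to 316 ± 47.1 CPM (log2 change 1.78, adjusted p = 1.47e-05). ACC synthase makes the precursor of ethylene, and its genes Csa14g001660 (ACC synthase 2) and Csa12g025860 (ACC synthase 7) are listed at 0 in each control shoot library and at 11, 5 and 17 CPM and 3, 2 and 8 CPM with salt (adjusted p = 2.05e-05 and 0.000108). ERF5 went from 0 in each control to 5, 1 and 8 CPM (Csa18g002580, adjusted p = 0.000607) and 3, 2 and 7 CPM (Csa20g081690, adjusted p = 2.54e-05). The salt effects of the 3 ERF11 genes, ACC oxidase 2 and Csa14g001660 were higher in shoots than in roots (interaction, adjusted p = 0.00221, 0.00141, 0.00536, 5.97e-05 and 0.00318). ERF1 (Csa01g027770) was called at 1, 0 and 2 CPM against 0 in each control (adjusted p = 0.0409); its libraries overlap, and it kept the call in 3 of the 12 fits that left out a library, those without salt root replicate 2, salt root replicate 3 or salt shoot replicate 2 (adjusted p from 0.055 to 0.169 in the others), and not with a pseudocount of 1 (0.0529), without moderation or with each tissue fitted alone.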

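ESE3 and ERF105 belong to the ethylene response factors. ESE3 fell in roots, Csa20g047450 from 15 CPM in each control library to 2.67 ± 1.15 CPM, Csa13g031030 from 12.7 ± 0.577 CPM to 4 CPM in each salt-treated library and Csa08g022870 from 10.7 ± 0.577 to 2.33 ± 0.577 CPM (SD, n = 3; adjusted p = 3.21e-05, 2.16e-06 and 1.1e-05). None of these passed in shoots, and each salt effect differed between the tissues (interaction, adjusted p = 0.0025, 9.85e-06 and 0.00046). ERF105 fell in roots by log2 changes of -1.92 for Csa11g082690 and -2.01 for Csa18g022000 (adjusted p = 0.00729 and 0.00137), from control levels that varied between libraries (27, 50 and 77 CPM for Csa18g022000).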

In roots, eight genes related to ethylene synthesis or signalling were down-regulated, including those encoding Ethylene and Salt induced 3, ESE3 (Csa13g031030, Csa08g022870 and Csa20g047450) and ERF105 (Csa11g082690 and Csa18g022000). 

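The ethylene-forming enzyme gene Csa17g008270 rose in roots from 6 ± 1 to 22 ± 4 CPM (SD, n = 3; log2 change 1.79, standard error 0.15, adjusted p = 5.57e-06) and did not pass in shoots (log2 change -0.17, adjusted p = 0.362); the interaction test separated the tissues (adjusted p = 0.000141). Csa14g006260 rose in roots from 5 ± 1.73 to 18.7 ± 9.29 CPM (log2 change 1.74, adjusted p = 0.000601). Csa10g003330 is not analysed here.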

Genes encoding ethylene-forming enzyme (Csa14g006260 and Csa17g008270) and ACC synthase 8 (Csa10g003330) were up-regulated in roots. 

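Csa19g033660, encoding ERF1, rose in roots from 0, 0 and 1 to 5, 4 and 5 CPM (log2 change 2.83, adjusted p = 0.000264), and in shoots it is listed at 0 in each control library and at 3, 2 and 6 CPM with salt (adjusted p = 0.000155). The ACC synthase 2 genes Csa17g001950 and Csa03g001750 and the ACC synthase 7 gene Csa11g018190 are listed at 0 in each control shoot library as well and reached 11, 5 and 17 CPM, 11, 11 and 27 CPM and 2, 2 and 4 CPM (adjusted p = 2.26e-05, 4.18e-07 and 2.41e-05). In roots Csa11g018190 rose from 2, 1 and 2 to 7, 4 and 6 CPM (log2 change 1.52, adjusted p = 0.00132) and Csa17g001950 from 1, 0 and 0 to 4, 2 and 2 CPM (log2 change 2.08, adjusted p = 0.00437), and Csa03g001750 was at 3, 2 and 2 CPM against 0 in each control (adjusted p = 5.92e-05).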

Interestingly, a gene encoding another ERF1 homeologue (Csa19g033660) was up-regulated in roots and in shoots, as were the two other genes encoding ACC synthase 2 (Csa17g001950 and Csa03g001750) and another gene encoding ACC synthase 7 (Csa11g018190). In contrast, genes encoding ERF106 (Csa08g056810, Csa20g010010 and Csa13g009640) and a gene encoding ACC oxidase 1 (Csa00441s160) were down-regulated in roots and shoots.

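ERF106 fell in both tissues. In roots Csa20g010010 went from 35 ± 1 to 6.67 ± 1.15 CPM, Csa13g009640 from 27.7 ± 1.53 to 3 ± 1 CPM and Csa08g056810 from 9.33 ± 2.31 to 1.67 ± 0.577 CPM (SD, n = 3; log2 changes -2.32, -3.05 and -2.20). The log2 changes in shoots were -3.16, -3.50 and -3.15 (adjusted p = 3.06e-07, 6.23e-07 and 3.57e-06). ACC oxidase 1 (Csa00441s160) fell in roots from 91.7 ± 14.4 to 14.3 ± 6.66 CPM (log2 change -2.75, adjusted p = 2.84e-05) and in shoots from 17.3 ± 1.53 to 5.67 ± 1.15 CPM (log2 change -1.54, adjusted p = 0.00114). Over the 24 named ethylene genes tested, 13 rose, 4 fell and 7 did not pass in shoots (13 and 4 when adjusted over the list alone), and 6 rose, 9 fell and 9 did not pass in roots (7 and 9 when adjusted over the list alone). With a preset correlation the camera test called the list higher in shoots (adjusted p = 0.00855, and adjusted p = 0.267 with an estimated correlation) and did not call it in roots (adjusted p = 0.281).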

Jasmonic acid (JA): A highly positive correlation exists between JA concentration and salt tolerance in plants^46^. Indeed, several genes encoding enzymes involved in JA biosynthesis were up-regulated in shoots and/or roots (Supplemental Data), including allene oxide cyclase 2 (Csa09g008870), lipoxygenase 4 (Csa09g076110, Csa07g039620 and Csa16g035210), and lipoxygenase 3 (Csa03g021200). 

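Lipoxygenases and allene oxide cyclase make jasmonate from fatty acids. Lipoxygenase 4 rose in shoots: Csa09g076110 from 2 CPM in each control library to 46.7 ± 25.8 CPM, Csa16g035210 from 1 CPM in each control to 21 ± 10.4 CPM and Csa07g039620 from 0, 1 and 1 to 19, 8 and 26 CPM (SD, n = 3; log2 changes 4.05, 3.69 and 3.98). Lipoxygenase 3 (Csa03g021200) rose from 4.33 ± 0.577 to 27.7 ± 11 CPM in shoots (log2 change 2.46, adjusted p = 1.54e-05) and from 1 CPM in each control library to 3 CPM in each salt-treated library in roots (log2 change 1.22, adjusted p = 0.00238). Csa09g008870, for allene oxide cyclase 2, is listed at 0 in all root and control shoot libraries and at 5, 1 and 9 CPM in salt-treated shoots (adjusted p = 0.000338; interaction, adjusted p = 0.00924). In each case salt shoot replicate 2 was the lowest of the salt-treated shoot libraries. Of the 6 jasmonate genes that the paper names, 6 rose in shoots, and in roots 3 rose, 1 fell and 2 did not pass, with the same counts when adjusted over the list alone.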

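The allene oxide cyclase 2 gene Csa06g005340 fell in roots from 28.3 ± 4.93 to 7.33 ± 3.21 CPM (SD, n = 3; log2 change -1.94, standard error 0.30, adjusted p = 0.000318) and rose in shoots from 7 ± 1.73 to 40.3 ± 12.5 CPM (log2 change 2.42, standard error 0.30, adjusted p = 5.18e-05). The interaction test gave a difference in log2 change of -4.36 (adjusted p = 6.58e-05).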

Interestingly, another homeologue of Csa09g008870 (Csa06g005340) was down-regulated in roots, but up-regulated in shoots.

Abscisic acid (ABA): Increase in ABA under lower water availability helps plants acclimate by closing stomata and promoting the accumulation of osmo-protectants^21^. 

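GEM-Related 5 rose in salt-treated shoots, Csa13g015810 from 7 CPM in each control library to 38 ± 1.73 CPM (log2 change 2.36, standard error 0.13, adjusted p = 1.94e-07) and Csa20g018560 from 14.3 ± 1.53 to 49 ± 10.4 CPM (log2 change 1.72, adjusted p = 2.41e-06; SD, n = 3). Aldehyde oxidase 2 (Csa04g022460) rose from 1 CPM in each control library to 7, 2 and 8 CPM (log2 change 1.85, adjusted p = 0.00151). None of the 3 genes passed in roots, and the salt effect of Csa13g015810 was higher in shoots (interaction, adjusted p = 5.23e-05).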

Genes related to the ABA pathway were up-regulated in shoots (Supplemental Data); two encoded GEM-Related 5 (Csa13g015810 and Csa20g018560) which is required for the maintenance of dormancy by ABA and another aldehyde oxidase 2 (Csa04g022460) which functions in ABA biosynthesis. 

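NCED2 makes the precursor of ABA. In roots its genes Csa11g030120 and Csa06g046570 are listed at 0 in each control library and reached 13, 7 and 8 CPM and 7, 5 and 4 CPM with salt (adjusted p = 3.28e-07 and 2.46e-05), and Csa10g026860 rose from 1.33 ± 0.577 to 7.67 ± 0.577 CPM (log2 change 2.20, adjusted p = 0.00347; SD, n = 3). The transcription factor genes ABF1 (Csa17g085550), ABF2 (Csa14g049830) and ABF4 (Csa15g027010) rose in roots from 16.3 ± 0.577 to 61 ± 10.1 CPM, from 4.67 ± 0.577 to 17.7 ± 6.03 CPM and from 4.33 ± 0.577 to 16.3 ± 3.21 CPM, with log2 changes of 1.86, 1.77 and 1.79. ABF2 and ABF4 rose in shoots too (log2 changes 1.25 and 1.34, adjusted p = 0.000642 and 0.000222). For ABF1 and the NCED2 genes Csa11g030120 and Csa06g046570 the salt effect was higher in roots (interaction, adjusted p = 0.00331, 1.32e-05 and 0.00682). Csa10g026860 did not pass in roots with a pseudocount of 0.1. Csa06g046570 was called in shoots too (log2 change 1.06, adjusted p = 0.0328), though its salt and control libraries overlap there. That shoot call was lost without any control shoot replicate and without salt shoot replicate 2 or 3. It was also lost with a pseudocount of 1, without moderation and with each tissue fitted alone.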

In roots, genes encoding ABA responsive element-binding Factor 1 (ABF1) (Csa17g085550), ABF2 (Csa14g049830), ABF4 (Csa15g027010) and 9-cis-epoxy carotenoid dioxygenase 2 (NCED2) (Csa11g030120, Csa06g046570 and Csa10g026860), a key enzyme in ABA biosynthesis, were up-regulated. 

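ABF3 rose in both tissues: in shoots Csa11g008990 went from 4.33 ± 0.577 to 32.7 ± 4.51 CPM, Csa12g009690 from 3 CPM in each control library to 22.3 ± 5.13 CPM and Csa10g008210 from 8 ± 1.73 to 32.7 ± 7.02 CPM (SD, n = 3; log2 changes 2.78, 2.68 and 1.96). In roots the log2 changes of ABF3 were 2.37, 2.00 and 1.60 (adjusted p = 2.18e-06, 1.42e-05 and 7.21e-05). NCED3, an enzyme of ABA synthesis, rose in shoots through Csa15g018820, from 1 CPM in each control library to 72, 21 and 43 CPM (log2 change 4.76, standard error 0.37, adjusted p = 2.17e-06), and through Csa01g017000 and Csa19g021150 (log2 changes 4.70 and 3.41). In roots Csa15g018820 and Csa01g017000 are listed at 0 in each control library and at 9, 6 and 4 CPM and 6, 5 and 2 CPM with salt, and Csa19g021150 rose by a log2 change of 3.34. ABF2 (Csa17g071450), ABF4 (Csa01g022300) and HVA22D (Csa10g018030 and Csa11g019700) rose in roots by log2 changes of 2.08, 2.06, 2.59 and 2.22, and in shoots by 1.36, 1.79, 2.76 and 1.95. The interaction test did not separate the tissues for any of these 10 genes, though it did for Csa15g018820 with a pseudocount of 1 (adjusted p = 0.0418), without salt shoot replicate 2 (0.0178) and with salt root replicate 1 left out as well (0.00531). Salt root replicate 1 had the highest value of the root libraries for all 10 genes.

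**Figure D5:**
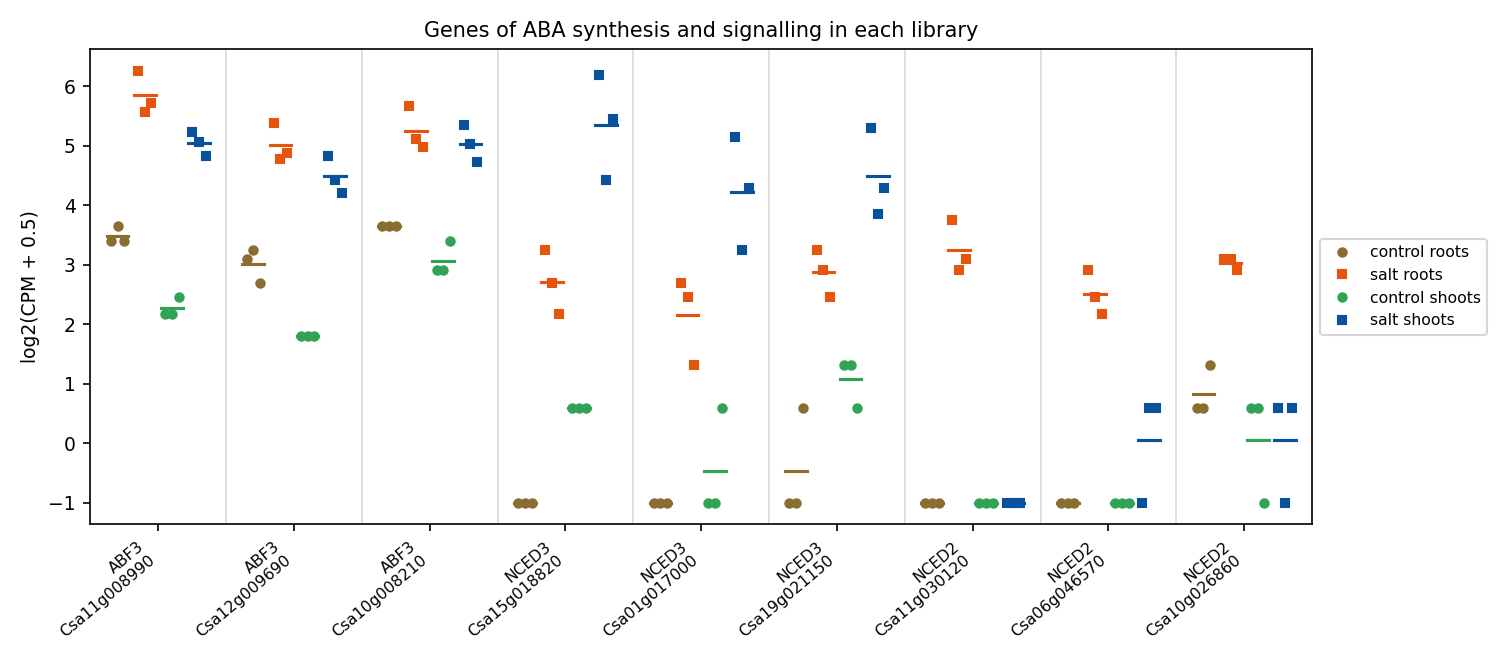
log2(CPM + 0.5) of the ABF3, NCED3 and NCED2 genes in each library, with a line at the mean of each group of 3 libraries. For ABF3 and NCED3 the salt-treated libraries lie above the controls in roots and in shoots, and for NCED2 in roots.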

Other positive regulators of ABA signalling were up-regulated in both shoots and roots, including ABF2 (Csa17g071450), ABF3 (Csa11g008990, Csa12g009690 and Csa10g008210), ABF4 (Csa01g022300), NCED3 (Csa15g018820, Csa01g017000 and Csa19g021150) and HVA22 D (Csa10g018030 and Csa11g019700). Interestingly, genes encoding negative regulators were also up-regulated in roots and/or shoots, for example, ABA deficient 1 (Csa11g103900, Csa02g075650 and Csa18g040510) and the ABA-induced protein phosphatase 2 C (HA1) (Csa14g008830, Csa17g010800 and Csa03g010830).

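The protein phosphatase 2C genes, which damp ABA signalling, had some of the largest rises of the named genes. In roots Csa17g010800 and Csa14g008830 went from 1 CPM in each control library to 55, 28 and 25 CPM (log2 change 4.51, standard error 0.27, adjusted p = 7.48e-07) and 38, 19 and 12 CPM (log2 change 3.81, adjusted p = 5.25e-05), and Csa03g010830 from 0 in each control to 12, 7 and 5 CPM. In shoots Csa14g008830 rose from 1, 1 and 0 to 47, 30 and 30 CPM (log2 change 5.09, adjusted p = 5.2e-06), and Csa17g010800 and Csa03g010830 are listed at 0 in each control library and at 39, 22 and 31 CPM and 13, 6 and 10 CPM with salt. ABA deficient 1 encodes zeaxanthin epoxidase, an enzyme of ABA synthesis. In shoots Csa02g075650 rose from 129 ± 22.8 to 324 ± 21 CPM, Csa11g103900 from 72.3 ± 11.7 to 191 ± 12.9 CPM and Csa18g040510 from 30.3 ± 3.51 to 118 ± 14 CPM (SD, n = 3; log2 changes 1.34, 1.41 and 1.94); in roots they rose by 1.81, 1.83 and 1.34. Of the 25 ABA genes that the paper names, 22 rose, none fell and 3 did not pass in each tissue, with the same counts when adjusted over the list alone. The count in shoots includes the NCED2 gene Csa06g046570, whose libraries overlap there and whose call was lost under several alternatives. Camera with a preset correlation gave adjusted p = 9.99e-14 in roots and 3.12e-11 in shoots, and with an estimated correlation adjusted p = 0.0767 and 0.0878. The study named these genes as changed in the same libraries, so these tests are not independent evidence of a rise.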

#### Secondary metabolism

The number of differently-regulated genes related to secondary metabolism was 3 times higher in shoots than in roots (Fig. 8). Genes involved in terpene synthesis (synthase and cyclase), wax metabolism, glucosinolate synthesis, catabolism and degradation, lignin biosynthesis, alkaloid metabolism, anthocyanin production, flavonoid and isoflavonol metabolism were up-regulated in shoots (Supplemental Data). Specifically, genes involved in anthocyanin (Csa04g042350) and carotenoid (Csa04g042350) pathways were highly up-regulated (76 and 20-fold, respectively). 

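Csa04g042350 was at 0, 0 and 1 CPM in control shoots and at 1 CPM in each salt-treated shoot library, which did not pass (log2 change 1.06, standard error 0.43, adjusted p = 0.0567). In roots it is listed at 0 in each control library and at 3, 1 and 1 CPM with salt, and was up-regulated (adjusted p = 0.00278). Such values are at the lowest steps that the rounded table can show. In shoots it passed without salt root replicate 1 (adjusted p = 0.0339) or control shoot replicate 3 (adjusted p = 0.00331), and with a pseudocount of 0.1.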

Down-regulated genes in shoots included those encoding terpene synthase 14 (Csa07g062860), and terpenoid cyclase (Csa01g017030), as well as MYB29 (Csa13g009720) and MYB79 (Csa20g010130) which are involved in glucosinolate biosynthesis^52^. 

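MYB29, a regulator of aliphatic glucosinolate synthesis, was at 2, 3 and 2 CPM in control shoots and is listed at 0 in each salt-treated shoot library (Csa13g009720, adjusted p = 1.34e-06). In roots it was at 5.67 ± 0.577 and 9 ± 1.73 CPM and did not pass (log2 change 0.61, adjusted p = 0.0157), and the interaction test separated the tissues (adjusted p = 2.49e-05). Terpene synthase 14 (Csa07g062860) fell in shoots from 9, 9 and 11 to 0, 2 and 0 CPM (log2 change -3.57, standard error 0.49, adjusted p = 0.000109) and is listed at 0 in every root library. Csa01g017030 and MYB79 are not analysed here.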

Secondary metabolism genes that were down-regulated in roots included Csa10g030860 (baruol synthase 1 involved in triterpene biosynthesis) and Csa19g021220 (terpene synthase 19). Interestingly, only one gene involved in flavonoid and anthocyanin biosynthesis was commonly up-regulated in shoots and roots.

**Figure 8:**
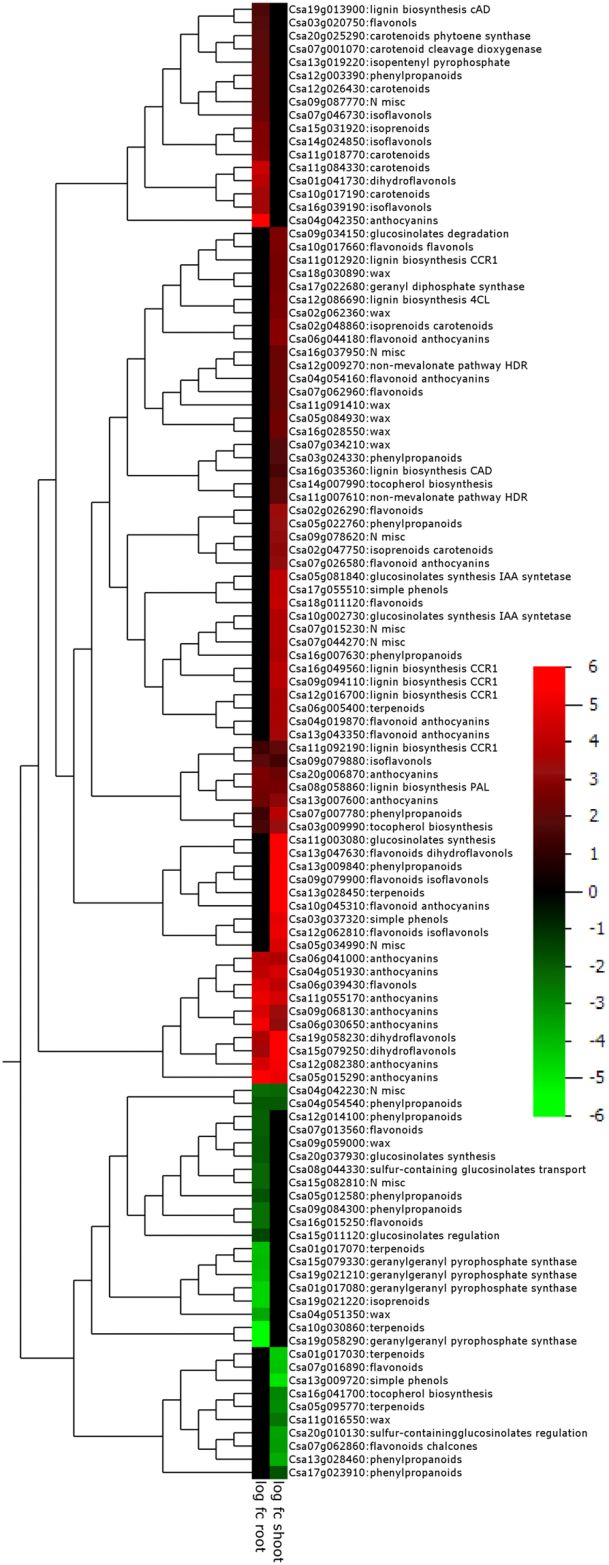
Hierarchical clustering analysis of genes involved in secondary metabolism that were differentially-expressed in *C. sativa* DH55 in response to salt treatment. Redder color indicates that more transcript accumulated and greener indicates less, while black indicates that gene expression was not significantly affected. Genes with an FDR and P value ≤ 0.05 and an absolute value of log 2 FC higher than 1 were considered significant.

#### Stress response

The general responses to abiotic and biotic stresses overlap extensively. In salt-treated camelina, stress-responsive genes were generally down-regulated in roots, but up-regulated in shoots (Fig. 9A). More than 50 genes related to abiotic stress were commonly up-regulated in both shoots and roots, while only a few genes related to abiotic stress were commonly down-regulated in both tissues (Fig. 9B). The same trends occurred with genes related to biotic stress, but with just a few genes being commonly up-regulated in shoots and roots (Fig. 9C). The most significantly impacted genes were Csa04g067860 and Csa06g054300 which encode a tryptophan-rich sensory protein/translocator (TSPO) induced by osmotic and salt stress or ABA. These genes were up-regulated 294 and 535-fold in roots and 50 and 131-fold in shoots, respectively. 

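TSPO is listed at 0 in every control library of both tissues. In salt-treated roots Csa04g067860 was at 50, 12 and 11 CPM and Csa06g054300 at 22, 9 and 5 CPM (adjusted p = 2.13e-05 and 2.36e-05). In salt-treated shoots they were at 15, 4 and 13 CPM and 10, 4 and 12 CPM (adjusted p = 6.47e-05 and 2.92e-05). The tissues did not differ in the interaction test (adjusted p = 0.396 and 0.758). For both genes the highest root value was that of salt root replicate 1 and the lowest salt-treated shoot value that of salt shoot replicate 2.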

Among the biotic stress-related genes, the expression of those encoding several pathogenesis-related protein (PR) proteins was altered in both roots and shoot tissues (Supplemental Data).

**Figure 9:**
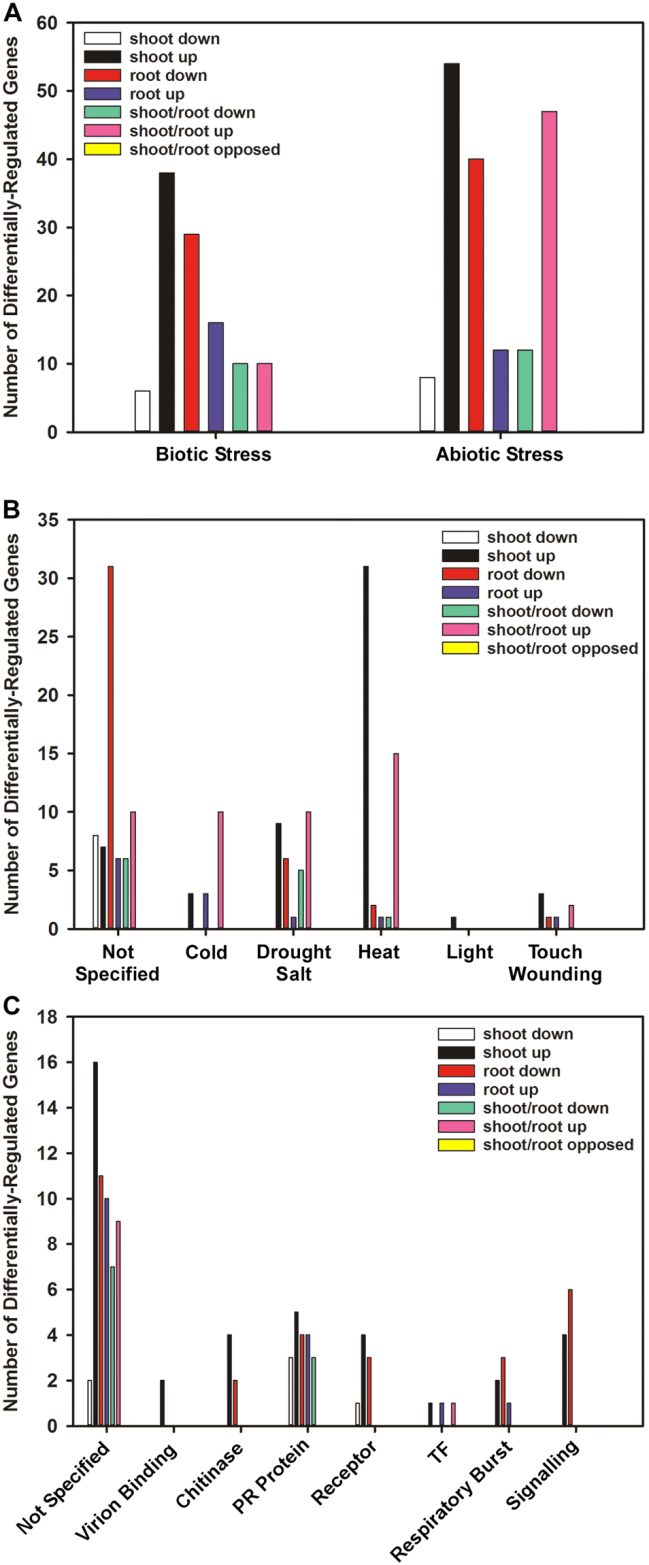
Gene ontology (GO) overview of genes involved in biotic and abiotic stress that were differentially-expressed in *C. sativa* DH55 in response to salt treatment. Panels show a general overview of differentially-expressed genes (**A**) and breakdowns according to the type of stress (**B**) and function (**C**). Genes with an FDR and P value ≤ 0.05 and an absolute value of log 2 FC higher than 1 were considered significant.

#### Signalling

Coordinating changes in gene expression is an important factor for managing the response to stress and transcription factors (TFs) play a principal role in triggering the correct sequence of responses. In total, 133 genes encoding various TFs were down-regulated in shoots, while 297 were up-regulated in response to salt treatment. In total, 232 genes were up-regulated in roots and only 120 genes were down-regulated. Among these, 53 were commonly down-regulated and 126 were commonly up-regulated in both shoots and roots (Fig. 10A). The MYB TF family represented the largest fraction, 15% of total, of the genes encoding TFs that were differentially-regulated in response to salt treatment in camelina (Fig. 10B; Supplemental Data). Among them, the gene encoding (Csa10g033360) was up-regulated 90-fold in roots, while the other two homeologues (Csa12g063080 and Csa11g041570) were up-regulated in both roots (143 and 191-fold) and shoots (72 and 89-fold). 

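All 3 MYB genes rose in roots. Csa10g033360 went from 0, 0 and 1 CPM in control roots to 31, 16 and 19 CPM with salt (log2 change 4.91, standard error 0.38, adjusted p = 3.5e-06), which is 66 times a control mean that rests on 1 library above 0. Csa12g063080 and Csa11g041570 are listed at 0 in each control root library and reached 62, 24 and 24 CPM and 27, 12 and 13 CPM (adjusted p = 2.05e-06 and 4.19e-06), with the highest values in salt root replicate 1. In shoots all 3 genes are listed at 0 in each control library. With salt, shoots were at 0 in each library for Csa10g033360, at 1, 0 and 1 CPM for Csa12g063080 and at 0, 0 and 1 CPM for Csa11g041570, none of which passed (adjusted p = 1, 0.0611 and 0.304). Csa12g063080 did pass in shoots without salt root replicate 1 (adjusted p = 0.0329) or salt shoot replicate 2 (adjusted p = 0.0036), and with a pseudocount of 0.1. The salt effect of each gene was higher in roots (interaction, adjusted p = 0.000154, 0.000293 and 0.000359).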

While genes involved in auxin biosynthesis were discussed earlier, several genes encoding auxin/indole-3-acetic acid (Aux/IAA) responsive TFs were down-regulated in shoots and/or roots, for example, those encoding IAA7 (Csa01g027520), IAA13 (Csa16g050050), IAA14 (Csa12g057270), IAA15 (Csa16g050050), IAA17 (Csa17g007430 and Csa14g005400), and IAA34 (Csa17g020620 and Csa03g018850). 

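Aux/IAA proteins repress auxin-responsive genes. In roots IAA17 fell through Csa14g005400, from 6.67 ± 0.577 CPM to 1 CPM in each salt-treated library (log2 change -2.25, standard error 0.19, adjusted p = 4.94e-06), and Csa17g007430, from 5 ± 1 CPM to 1 CPM in each (log2 change -1.86, adjusted p = 3.07e-05; SD, n = 3). IAA7 (Csa01g027520) went from 1, 1 and 2 CPM to 0 in each salt-treated root library (adjusted p = 1.93e-05). IAA14 (Csa12g057270) fell in shoots from 11.7 ± 0.577 to 3 ± 1 CPM (log2 change -1.84, adjusted p = 6.47e-05) and in roots (log2 change -1.18, adjusted p = 0.0017), the latter not past the limit of 1 without control root replicate 3 (log2 change -0.98) or with a pseudocount of 1 (-0.97). In shoots, IAA7 and both IAA17 genes did not pass (log2 changes -0.94, -0.67 and -0.61), with IAA7 just past the limit without control shoot replicate 2 (adjusted p = 0.00412). IAA17 fell more in roots (interaction, adjusted p = 0.00175 and 0.00993). Csa16g050050 and the IAA34 genes are not analysed here.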

Csa05g002640 encodes Auxin Response Factor 11 (ARF11) and was down-regulated in both shoots and roots.

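ARF11 (Csa05g002640) fell in roots from 17 ± 2.65 to 5.33 ± 0.577 CPM (SD, n = 3; log2 change -1.58, standard error 0.14, adjusted p = 8.28e-06) and in shoots from 9.67 ± 0.577 to 3.33 ± 0.577 CPM (log2 change -1.42, adjusted p = 1.18e-05). Of the 5 Aux/IAA and ARF genes named and tested, all 5 fell in roots, and 2 fell and 3 did not pass in shoots, with the same counts when adjusted over the list alone.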

**Figure 10:**
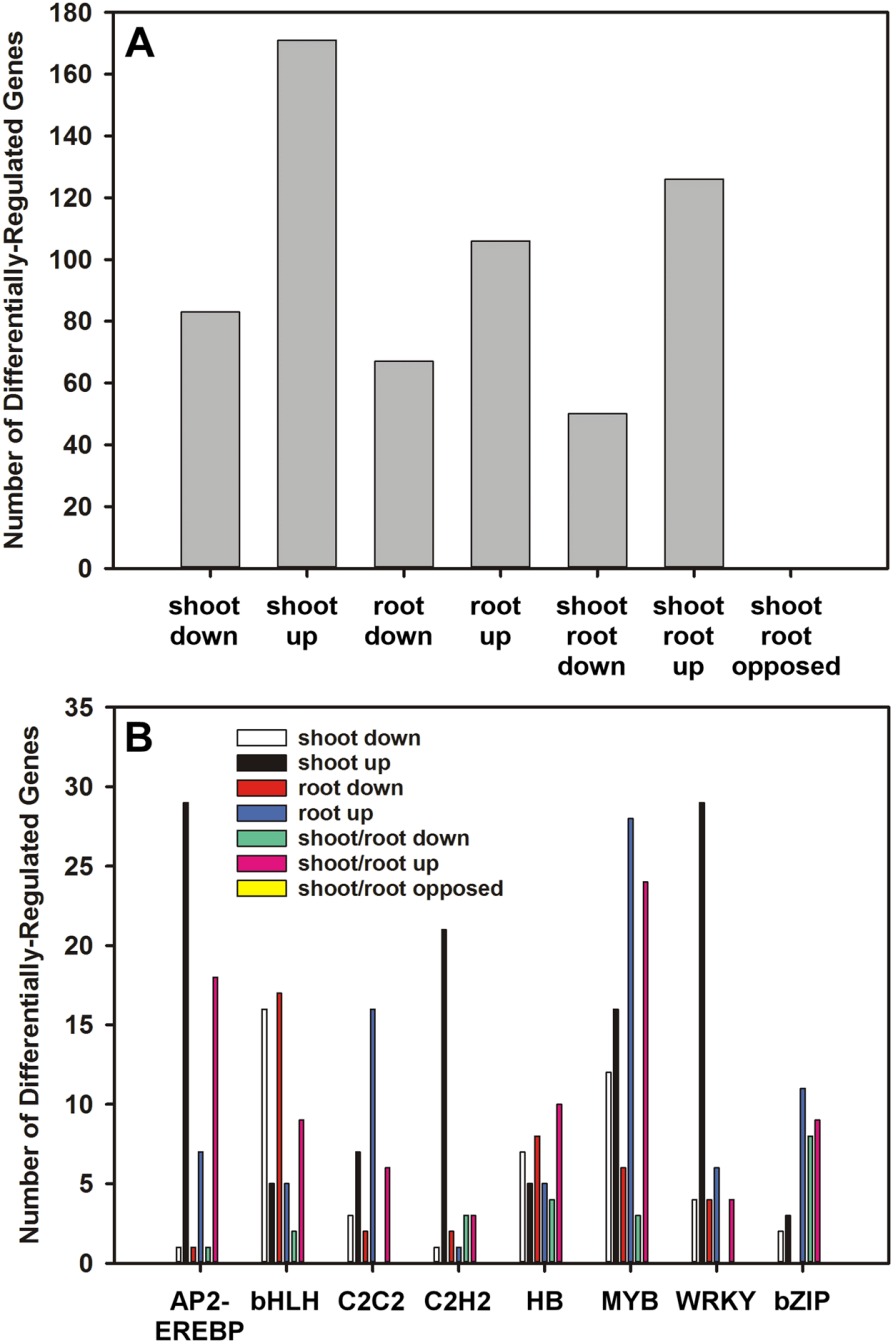
Gene ontology (GO) overview of genes encoding transcription factors that were differentially-expressed in *C. sativa* DH55 in response to salt treatment. Panels show a general overview of differentially-expressed genes (**A**) and a breakdown according to the type of transcription factor (**B**). AP2/Ethylene-Responsive Element Binding Protein family (AP2/EREBP), Basic Helix-Loop-Helix family (bHLH), zinc finger domain-containing protein (C2C2), zinc finger family (C2H2), Homeobox transcription factor family (HB), MYB domain transcription factor family (MYB), WRKY domain transcription factor family (WRKY), bZIP transcription factor family (bZIP). Genes with an FDR and P value ≤ 0.05 and an absolute value of log 2 FC higher than 1 were considered significant.

Receptors and their cognate signalling pathways have an essential role in plant growth by allowing recognition and response to external stimuli. In total, 17 genes encoding various receptor kinase family proteins were down-regulated and 37 were up-regulated in shoots. In contrast, 41 genes were down-regulated and only 2 genes were up-regulated in roots. 20 genes were commonly down-regulated and 11 genes were commonly up-regulated in shoots and roots (Fig. 11A). Csa12g033490 was the only gene encoding a receptor kinase that was oppositely-regulated in roots compared to shoots. It encodes the Cysteine-rich Receptor-like Protein Kinase (CRK) RLK10 and was down-regulated 163-fold in roots, but up-regulated 47-fold in shoots. In total, 23 genes encoding various other receptor family proteins were down-regulated and 95 were up-regulated in shoots in response to salt treatment, while 43 genes were down-regulated and 36 genes were up-regulated in roots (Fig. 11B).

**Figure 11:**
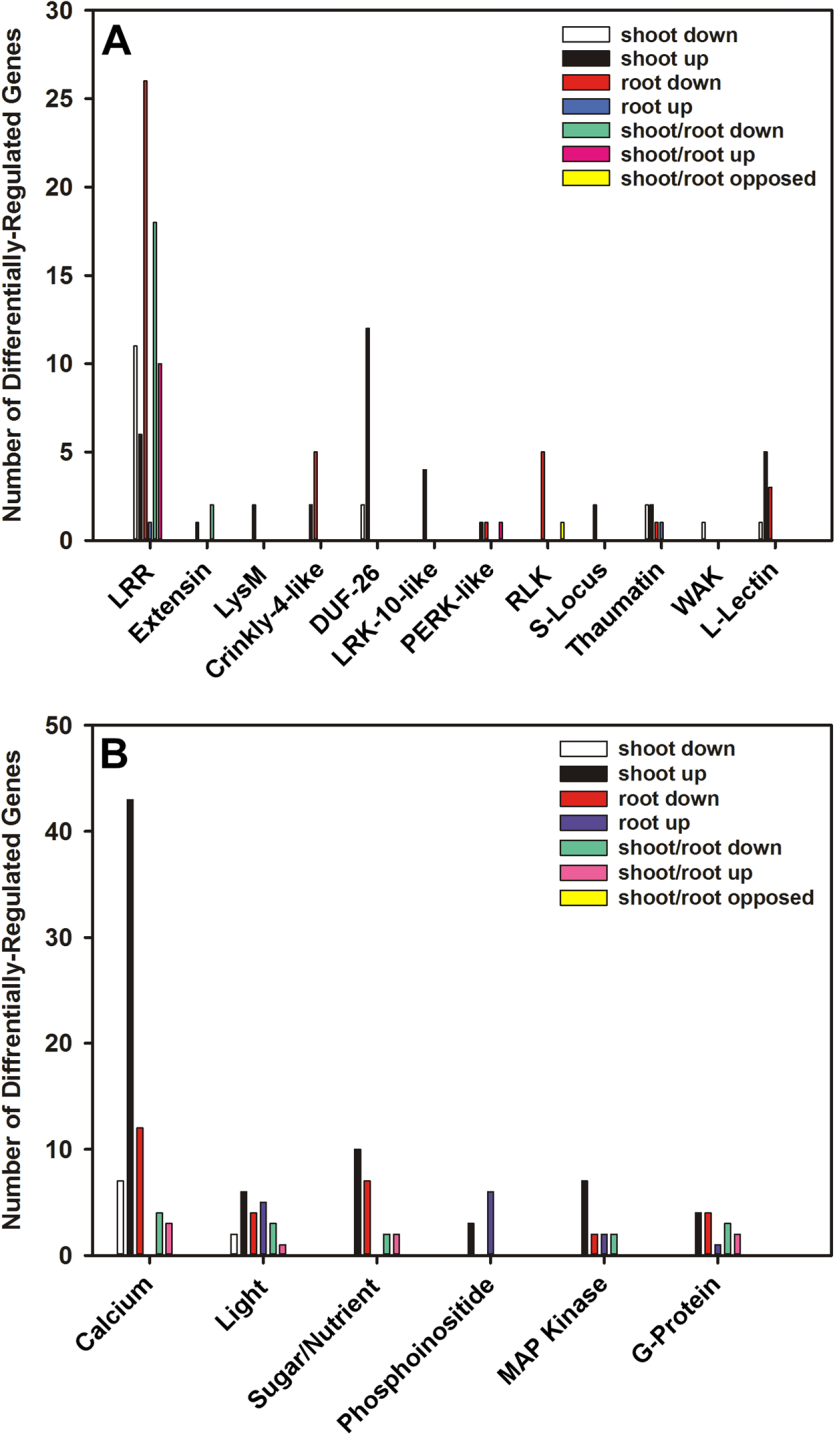
Gene ontology (GO) overview of genes encoding receptor kinases (**A**) and other receptor families (**B**) that were differentially-expressed in *C. sativa* DH55 in response to salt treatment. Genes with an FDR and P value ≤ 0.05 and an absolute value of log 2 FC higher than 1 were considered significant.

#### Ion transport

The number of genes encoding proteins with some type of ion transport activity that were differentially-regulated in roots was 2-fold more than the number in shoots (Fig. 12). 

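In salt-treated roots the sodium and potassium transporter gene HKT1 (Csa13g047450) rose from 3.67 ± 1.53 to 28.7 ± 6.66 CPM (SD, n = 3; log2 change 2.85, standard error 0.27, adjusted p = 1.13e-05). The Na+/H+ exchanger gene Csa04g006390, which the paper describes as orthologous to SOS1, rose from 8.33 ± 0.577 to 37.3 ± 9.5 CPM (log2 change 2.07, adjusted p = 1.12e-05), and KT1 (Csa07g013260), a potassium channel gene, from 1.33 ± 0.577 to 7 ± 1 CPM (log2 change 2.07, adjusted p = 2.7e-05). KAT1 (Csa11g065760) was at 1 CPM in each salt-treated root library and is listed at 0 in each control (adjusted p = 3.32e-06). This is the smallest step that the rounded values can show. Rounding also hides any spread among equal values, so this p and that of the KAT1 interaction do not fully measure the spread between replicates. Each of the 4 salt effects was higher in roots than in shoots (interaction, adjusted p = 0.000469, 0.00214, 0.00108 and 1.32e-05). HKT1 is listed at 0 in every shoot library, so its interaction restates the root rise. In shoots KAT1 stood at 12 CPM in each control library and at 6.33 ± 0.577 CPM with salt, a log2 change of -0.88 within the limit of 1.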

Genes encoding the K^+^ transporters KT1 (Csa07g013260), KAT1 (Csa11g065760) and HKT1 (Csa13g047450) were up-regulated, as was Csa04g006390 which encodes the Na^+^/H^+^ exchanger. Genes encoding another HKT (Csa08g040240) or the Na^+^/H^+^ exchanger NHX4 (Csa15g007930) were down-regulated in shoots, while Csa08g040240 was up-regulated in roots. 

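In shoots Csa08g040240 and NHX4 (Csa15g007930) were each at 3, 3 and 2 CPM in controls and are listed at 0 in each salt-treated library (adjusted p = 2.35e-06 and 8.98e-06). In roots Csa08g040240 rose from 28 ± 6.56 to 97 ± 22.3 CPM (SD, n = 3; log2 change 1.77, standard error 0.21, adjusted p = 5.06e-05), and its salt effect differed between the tissues (interaction, adjusted p = 1.02e-05). NHX4 fell in roots as well, from 4.33 ± 1.15 to 1.33 ± 0.577 CPM (log2 change -1.41, adjusted p = 0.00093). Of the 7 named genes of K+ and Na+ transport, 6 rose and 1 fell in roots, and 1 rose, 2 fell and 4 did not pass in shoots, with the same counts when adjusted over the list alone. Among the root rises, that of KAT1 was the smallest step of the rounded values.

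**Figure D6:**
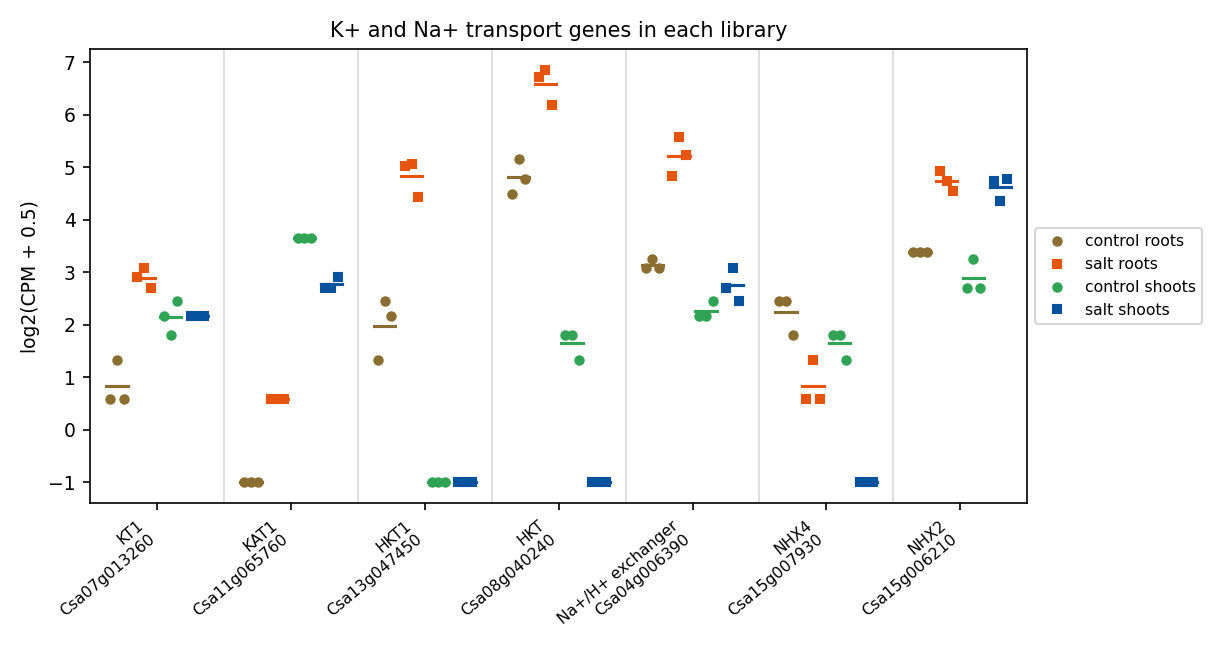
log2(CPM + 0.5) of 7 genes of K+ and Na+ transport in each library, with a line at the mean of each group of 3 libraries. In roots all genes but NHX4 lie higher with salt, and in shoots HKT (Csa08g040240) and NHX4 drop to the value for 0 CPM.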

Genes encoding K^+^ uptake permease 6 (KUP6) and HKT5 were up-regulated in shoots (Supplemental Data).

**Figure 12:**
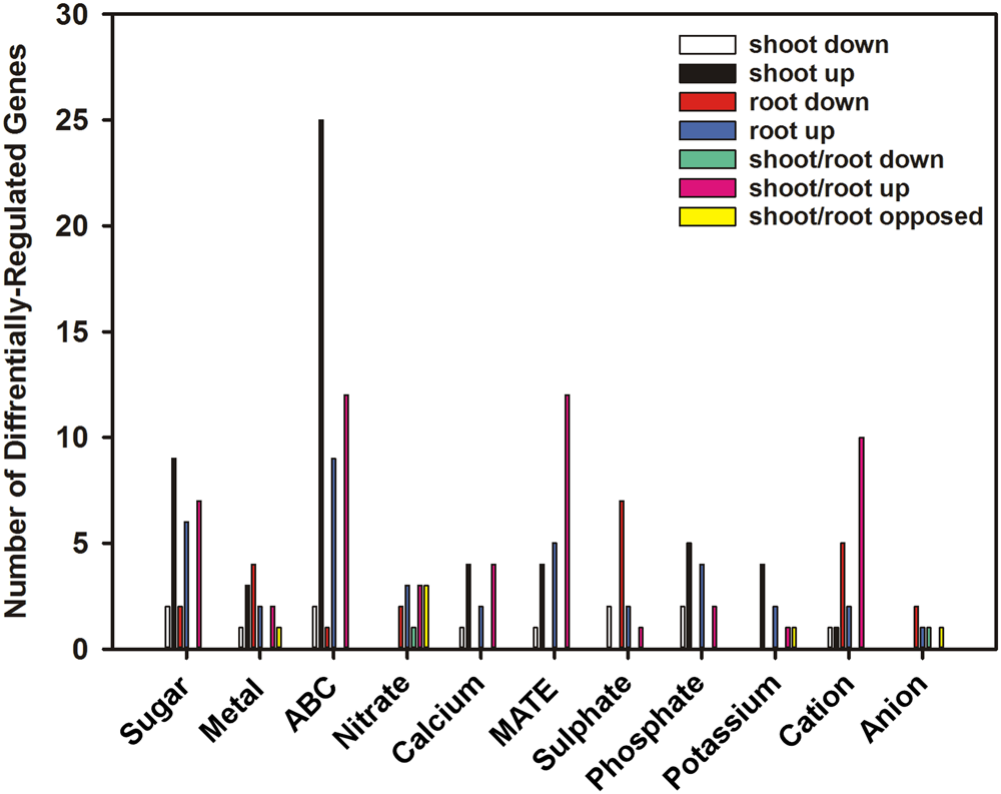
Gene ontology (GO) overview of genes encoding proteins involved in ion or molecule transport that were differentially-expressed in *C. sativa* DH55 in response to salt treatment. Genes with an FDR and P value ≤ 0.05 and an absolute value of log 2 FC higher than 1 were considered significant.

In roots, several genes involved in transport of other cations were down-regulated, including those encoding iron-regulated transporter 1 (IRT1) (Csa12g041800, Csa10g024490 and Csa11g027610) (Supplemental Data). 

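HMA2 (Csa11g013320), a zinc and cadmium exporting ATPase gene, rose in roots from 2, 2 and 1 CPM to 6, 5 and 8 CPM (log2 change 1.67, standard error 0.40, adjusted p = 0.005) and fell in shoots from 3, 3 and 2 to 0, 1 and 1 CPM (log2 change -1.59, standard error 0.40, adjusted p = 0.00567). Between the tissues the log2 changes differed by 3.26 (interaction, adjusted p = 0.00204). The root call was lost with a pseudocount of 0.1 and the shoot call when each tissue was fitted alone. Csa20g074550 is not analysed here.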

A gene encoding a zinc transporter 8 precursor (Csa20g074550) was down-regulated, while that encoding the cadmium-transporting ATPase HMA2 (Csa11g013320) was up-regulated in roots, but down-regulated in shoots. 

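The Ca+2:cation antiporter gene Csa06g026060 rose in shoots from 6.33 ± 2.52 to 115 ± 37.6 CPM (SD, n = 3; log2 change 4.09, standard error 0.33, adjusted p = 2.6e-06) and in roots from 4.67 ± 1.53 to 16.3 ± 4.04 CPM (log2 change 1.72, adjusted p = 0.00131), with a larger rise in shoots (interaction, adjusted p = 0.00413). Csa13g020680 and Csa20g026040 rose by log2 changes of 1.71 and 1.69 in roots (adjusted p = 0.000817 and 0.000168) and of 2.19 and 1.99 in shoots (adjusted p = 0.000113 and 3.96e-05).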

Genes encoding Ca^+2^:cation antiporters (Csa06g026060, Csa13g020680 and Csa20g026040) were up-regulated in both shoots and roots. The other homeologues of Csa06g026060 (Csa09g058900, Csa04g037680) and Csa08g010140 were up-regulated only in shoots, as were genes encoding other Ca^+2^ and cation transporters. 

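Csa09g058900 rose in shoots from 3.67 ± 0.577 to 46.3 ± 16 CPM (log2 change 3.44, adjusted p = 1.92e-06) and Csa04g037680 from 3.67 ± 1.53 to 27.7 ± 5.51 CPM (log2 change 2.81, adjusted p = 7.37e-06; SD, n = 3). Csa08g010140 rose from 2 CPM in each control shoot library to 10.3 ± 1.53 CPM (log2 change 2.11, adjusted p = 2.41e-06). In roots Csa04g037680 did not pass (log2 change 0.20, adjusted p = 0.563), while Csa09g058900 and Csa08g010140 were up-regulated (log2 change 1.19, adjusted p = 0.00333, and log2 change 1.25, adjusted p = 0.000116). The rises of Csa09g058900 and Csa04g037680 were larger in shoots (interaction, adjusted p = 0.00167 and 0.000696). Without control root replicate 1, Csa09g058900 was not past the limit of 1 in roots (log2 change 0.97).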

Genes encoding a calcium-transporting ATPase (Csa11g090670) and a cation efflux protein (Csa03g020030) were commonly up-regulated in both roots and shoots. In addition to inorganic cations, genes encoding organic cation transporters (Csa09g093580, Csa07g058430, Csa15g031000 and Csa01g023720) were up-regulated in shoots and roots.

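The calcium-transporting ATPase gene Csa11g090670 rose in roots from 41 ± 2 to 196 ± 55.4 CPM (SD, n = 3; log2 change 2.20, standard error 0.18, adjusted p = 3.97e-06) and in shoots from 31.7 ± 3.21 to 100.3 ± 16.3 CPM (log2 change 1.64, adjusted p = 1.97e-05). The cation efflux protein gene Csa03g020030 rose from 5.33 ± 0.577 to 18.3 ± 0.577 CPM in roots and from 2 CPM in each control library to 6.67 ± 1.53 CPM in shoots (adjusted p = 7.43e-06 and 1.17e-05). Of the 8 named genes of Ca+2 and cation transport, 8 rose in shoots and 7 in roots, with the same counts when adjusted over the list alone.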

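The organic cation transporter gene Csa15g031000 rose in roots from 2.67 ± 0.577 to 12.7 ± 4.16 CPM and in shoots from 2.67 ± 0.577 to 16.3 ± 5.51 CPM (SD, n = 3; log2 changes 2.02 and 2.37). Csa01g023720 rose in roots from 2.67 ± 0.577 to 8.67 ± 1.15 CPM (log2 change 1.54, adjusted p = 0.000149) and in shoots from 1 CPM in each control to 6 ± 1.73 CPM (log2 change 2.08, adjusted p = 1.39e-05). Csa09g093580 is listed at 0 in each control root library and at 6, 3 and 3 CPM with salt (adjusted p = 2.44e-06), and it rose in shoots from 3 CPM in each control library to 11.3 ± 2.08 CPM (log2 change 1.74, adjusted p = 8.41e-05). Csa07g058430 is not analysed here.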

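The nitrate transporter gene NRT1 (Csa17g016300) fell in roots from 26.7 ± 6.66 to 1.33 ± 0.577 CPM (SD, n = 3; log2 change -3.90, standard error 0.24, adjusted p = 8.52e-07) and in shoots from 10.3 ± 1.53 to 2.33 ± 0.577 CPM (log2 change -1.94, standard error 0.24, adjusted p = 5.21e-05). The fall was larger in roots (difference in log2 change -1.96, adjusted p = 0.00214). Both NRT2:1 genes, Csa03g011540 and Csa17g011550, are not analysed here.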

Genes involved in anion transport were also highly regulated in shoots and/or roots, including those encoding nitrate transporters NRT1 (Csa17g016300) and NRT2:1 (Csa03g011540 and Csa17g011550) (Supplemental Data). The expression of genes involved in phosphate and sulphate transport were also affected by salt treatment. A gene encoding the sulfate transporter SULTR3;4 (Csa15g020720) was up-regulated in roots and in shoots, while the other two homeologues (Csa01g018620 and Csa19g022820) were up-regulated in roots. 

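The sulfate transporter genes rose in roots alike: Csa15g020720 from 11.3 ± 2.08 to 58.3 ± 18.8 CPM, Csa01g018620 from 4.33 ± 0.577 to 24 ± 5.57 CPM and Csa19g022820 from 8 CPM in each control library to 43.7 ± 16.1 CPM (SD, n = 3; log2 changes 2.28, 2.32 and 2.32). In shoots Csa15g020720 rose (log2 change 1.34, adjusted p = 0.000252), and Csa01g018620 and Csa19g022820 did not pass (log2 change 0.56, adjusted p = 0.0303, and log2 change 0.70, adjusted p = 0.0579). For these last 2 genes the salt effect was higher in roots (interaction, adjusted p = 0.00124 and 0.0149). Among the salt-treated root libraries, replicate 1 was the highest for all 3 genes.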

In general, genes encoding proteins involved in phosphate transport were down-regulated in roots; however, genes encoding phosphate transporters (Csa16g030840 and Csa05g086190), phosphate transporter 1 (Csa16g040570 and Csa07g047990), and phosphate transporter 4 (Csa08g014220) were up-regulated in shoots. 

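In shoots the phosphate transporter genes Csa16g030840 and Csa05g086190 rose from 2.33 ± 0.577 to 12 ± 5.57 CPM (log2 change 2.04, adjusted p = 0.000146) and from 1 CPM in each control library to 14.3 ± 8.62 CPM (log2 change 3.08, adjusted p = 0.00014; SD, n = 3). Phosphate transporter 1 rose through Csa16g040570, from 1 CPM in each control to 6.33 ± 1.15 CPM (log2 change 2.17, adjusted p = 1.54e-05), and Csa07g047990, from 0 in each control to 2, 1 and 2 CPM (adjusted p = 7.37e-05). Phosphate transporter 4 (Csa08g014220) rose from 7 ± 1 to 22 ± 3.46 CPM (log2 change 1.58, adjusted p = 3.04e-06). None of these 5 genes passed in roots, and the salt effects of Csa16g030840, Csa16g040570 and Csa07g047990 were higher in shoots (interaction, adjusted p = 0.00155, 0.00112 and 0.00729). The size of the difference for Csa07g047990 depends on the pseudocount (log2 difference -3.71 with 0.1 and -1.11 with 1).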

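Chloride channel B fell in salt-treated roots in all 3 homeologues, Csa06g007100 from 38 ± 11.4 to 5.33 ± 0.577 CPM, Csa04g014930 from 29 ± 4.58 to 4.33 ± 0.577 CPM and Csa09g012970 from 33.7 ± 7.57 to 3 ± 1 CPM (SD, n = 3). The log2 changes were -2.69, -2.60 and -3.30 (adjusted p = 2.93e-06, 4.17e-07 and 9.89e-06). Csa06g007100 fell in shoots as well (log2 change -1.76, adjusted p = 3.53e-05), whereas Csa04g014930 and Csa09g012970 did not pass there (log2 change -0.40, adjusted p = 0.03, and log2 change 0.10, adjusted p = 0.818). For Csa04g014930 and Csa09g012970 the interaction test separated the tissues (adjusted p = 4.2e-05 and 0.000339).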

A gene encoding chloride channel B (Csa06g007100) was down-regulated in both roots and shoots, while the other homeologues (Csa04g014930 and Csa09g012970) were down-regulated just in roots. 

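The boron exporter gene BOR5 is represented by Csa09g079390 and Csa16g038700. Csa09g079390 rose in roots from 1.67 ± 0.577 to 10.3 ± 1.53 CPM (SD, n = 3; log2 change 2.35, standard error 0.37, adjusted p = 0.000395) and fell in shoots from 3 CPM in each control library to 1, 0 and 1 CPM (log2 change -1.75, adjusted p = 0.00219), and its salt effect differed between the tissues (difference in log2 change 4.10, adjusted p = 0.000378). Csa16g038700 rose in roots from 5.33 ± 1.15 to 35.7 ± 12.6 CPM (log2 change 2.59, adjusted p = 1.64e-05) and in shoots from 1 CPM in each control library to 3, 3 and 5 CPM (log2 change 1.44, adjusted p = 0.000717). Of the 14 named anion transport genes tested, 5 rose, 4 fell and 5 did not pass in roots, and 7 rose, 3 fell and 4 did not pass in shoots, with the same counts when adjusted over the list alone. Camera did not call the list in either tissue (adjusted p = 0.512 in roots and 0.0819 in shoots with a preset correlation).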

The gene encoding the anion exchanger BOR5 (Csa09g079390) was up-regulated in roots and down-regulated in shoots, while another homeologue encoding BOR5 (Csa16g038700) was up-regulated only in roots.

#### Systems involved in heavy metal management

Plants avoid the toxic effects of heavy metals by either restricting their uptake from soil or by sequestration in ligand-metal complexes^53^. The current study indicated that a broad range of systems for heavy metal avoidance or detoxification were induced in response to salinity stress in camelina (Supplemental Data). All differentially-expressed genes involved in heavy metal exclusion were up-regulated in roots, while some genes encoding heavy metal transporters were up-regulated and others down-regulated in shoots. Csa11g013320 encodes a heavy metal ATPase 2 involved in cadmium and zinc export and was down-regulated in shoots, but up-regulated in roots. 

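The metal detoxification genes Csa02g048960 and Csa18g023670 rose in shoots from 4.67 ± 1.15 to 24 ± 6.24 CPM (SD, n = 3; log2 change 2.24, standard error 0.23, adjusted p = 1.65e-05) and from 3 ± 1 to 13.3 ± 6.11 CPM (log2 change 1.93, adjusted p = 0.000444). Neither passed in roots (log2 change 0.38, adjusted p = 0.209, and log2 change 0.31, adjusted p = 0.46), and the salt effect of Csa02g048960 was higher in shoots (interaction, adjusted p = 0.00257).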

Two genes (Csa02g048960 and Csa18g023670) encoding a metal detoxification super family protein were up-regulated in shoots. Csa10g002430 and Csa12g002570 encode heavy metal transport/detoxification superfamily proteins that were up-regulated just in roots, as was a gene (Csa19g035500) encoding Selenium-Binding Protein 3 (SBP3). 

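In roots Csa10g002430 rose from 3.33 ± 0.577 to 28 ± 2 CPM (SD, n = 3; log2 change 2.90, standard error 0.35, adjusted p = 5.67e-05), Csa12g002570 from 3.33 ± 0.577 to 13.3 ± 1.53 CPM (log2 change 1.86, adjusted p = 6.02e-06) and SBP3 (Csa19g035500) from 15 ± 5 to 57.7 ± 16.7 CPM (log2 change 1.92, adjusted p = 7.32e-05). In shoots Csa12g002570 and SBP3 are listed at 0 in every library, and Csa10g002430 at 0 in each control and at 0, 1 and 0 CPM with salt. The interaction test gave an adjusted p of 0.00565, 0.000264 and 0.00232 for the 3 genes; that of Csa10g002430 did not pass with a pseudocount of 0.1.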

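The superfamily protein 8 genes Csa03g026830, Csa14g029230 and Csa17g030050 rose in roots from 2, 6 and 3 to 37, 26 and 24 CPM (log2 change 2.91, adjusted p = 0.000134), from 0, 1 and 1 to 10, 9 and 5 CPM (log2 change 2.98, adjusted p = 0.000731) and from 0, 1 and 1 to 10, 9 and 6 CPM (log2 change 3.06, adjusted p = 0.00171). In shoots all 3 genes are listed at 0 in each control library and reached 4, 7 and 2 CPM, 4, 5 and 1 CPM and 3, 10 and 1 CPM (adjusted p = 6.09e-05, 0.00101 and 0.00184).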

Three camelina genes (Csa03g026830, Csa14g029230 and Csa17g030050) encoding heavy metal transport/detoxification superfamily protein 8 involved in detoxification of cadmium were up-regulated in roots and shoots. A slight increase in iron concentration was observed in shoots of salt-treated plants (Fig. 4). Indeed, genes encoding the ferric iron binding proteins Ferretin 1 (Csa13g001310, Csa20g001420 and Csa08g063260) were commonly up-regulated in both shoots and roots, while those encoding Ferritin 2 (Csa15g014720 and Csa01g012060) were up-regulated only in roots.

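Ferritin stores iron in plastids. The ferritin 1 genes rose in roots, Csa13g001310 from 31 ± 3.61 to 209 ± 73.7 CPM, Csa20g001420 from 46 ± 8.89 to 225 ± 93.1 CPM and Csa08g063260 from 51.7 ± 3.06 to 238 ± 103 CPM (SD, n = 3; log2 changes 2.69, 2.22 and 2.12). In shoots they rose to 123 ± 66.6 CPM, 151 ± 82.5 CPM and 234 ± 110 CPM (log2 changes 3.26, 2.97 and 2.44, adjusted p = 5.72e-05, 0.000212 and 0.000249). Salt root replicate 1 was the highest root library and salt shoot replicate 2 the lowest salt-treated shoot library for each of the 3 genes. Ferritin 2 (Csa15g014720) is listed at 0 in each control root library and in every shoot library and was at 4, 4 and 2 CPM in salt-treated roots (adjusted p = 4.25e-06; interaction, adjusted p = 0.000187). Of the 12 named heavy metal genes tested, 10 rose and 2 did not pass in roots, and 8 rose and 4 did not pass in shoots, with the same counts when adjusted over the list alone. Camera gave adjusted p = 1.47e-05 in roots and 0.00188 in shoots with a preset correlation, and adjusted p = 0.0767 and 0.0941 with an estimated correlation.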

## Discussion

*C. sativa* is considered to be better suited for growth in marginal soils than more widely cultivated oilseed crops; however, its’ inherent tolerance and ability to adapt to abiotic stresses has not been very well-studied. In one study, even moderate salt stress was observed to reduce seed yield considerably^6^. This work examined changes in the biochemistry and gene expression patterns in roots and shoots of camelina plants exposed to salt stress with the aim of identifying mechanisms that could be targeted for further improvement.

### Ion Transport and Metal Detoxification

Soil salinity inhibits macro-element (K, Ca, Mg, P and S) uptake, but also hampers the absorption of micro-elements (Zn, Fe, Mn, Cu, B) leading to nutrient deficiency and metabolic disorders^54^. Treatment of barley with NaCl results in a significant reduction in Ca and Mg content in seedlings^55^ which is in contrast to our study in camelina where Mg concentration increased and Ca was not affected. Salt composition is also a contributing factor in salt tolerance. In the current study, the effect of NaCl on camelina growth and development was more severe than that observed in a previous study which used a saline solution composed of four salts (CaCl_2_, NaCl, MgSO4.7H_2_0, Na_2_SO4) resembling the composition found in soils on the Canadian prairies^3^. Plants treated with NaCl at EC 20 dSm^−1^ died after 35 days, whereas plants treated with the saline solution at the same EC survived and produced seed^3^. Camelina was tolerant to both NaCl and the natural saline solution at EC 15dSm^−1^.

Influx of Na^+^ through ion channels or other membrane transport systems disrupts the EC inside the root. To counteract this, cation:proton anti-porters (CHX) efflux Na^+^ into the soil or the cortical apoplast, while high affinity potassium transporters (HKT) import K^+^ into root cells^56^. In accordance, genes encoding K^+^ transport channel proteins were up-regulated in roots, including Csa11g065760 (KAT1). Rice OsKAT1 participates in the maintenance of cytosolic cation homeostasis during salt stress^57^. Csa04g006390 encodes the Na^+^/H^+^ transporter (HKT) orthologous to AtSOS1 and was also up-regulated. SOS1 exports Na^+^ to the extracellular space and imports H^+^ into the cell. Over-expression of *SOS1* greatly improves salt tolerance in transgenic plants^58^. In camelina shoots, the gene encoding the Na^+^/H^+^ exchanger NHX4 (Csa15g007930) was down-regulated. In Arabidopsis, *NHX4* disruption increased tolerance to salt stress^59^. 

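NHX2 (Csa15g006210), an antiporter of the vacuole membrane, rose in roots from 10 CPM in each control library to 26.3 ± 3.51 CPM (SD, n = 3; log2 change 1.34, standard error 0.16, adjusted p = 6.07e-05) and in shoots from 7 ± 1.73 to 24.3 ± 3.79 CPM (log2 change 1.74, standard error 0.16, adjusted p = 7.43e-06). The rises in the 2 tissues did not differ by the interaction test (adjusted p = 0.245).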

Csa15g006210 encodes the vacuolar Na^+^, K^+^/H^+^ antiporter NHX2 which was up-regulated in roots and shoots. In Arabidopsis, AtNHX2 is crucial for K^+^ uptake by the tonoplast to regulate stomatal opening and closure during drought and salt exposure^60,61^. The high demand for K^+^ in aerial tissues is met through uptake of K^+^ from the soil and further translocation to the aerial parts of the plant. Camelina genes encoding K^+^ uptake permease 6 (KUP6) and HKT5 were up-regulated in shoots. KUP, TRK and HAK-type transporters are responsible for the bulk of K^+^ accumulation in plants and expression of Arabidopsis *AtKUP1* increases K^+^ uptake^62^.

The concentration of heavy metals (Cd, Pb and Ni) increases in soil concomitant with increasing salinity resulting in an increase in absorbed heavy metals in all parts of the plant^63^. Numerous genes encoding proteins involved in heavy metal transport/detoxification were up-regulated in camelina roots in response to salt, including a gene (Csa19g035500) encoding Selenium-Binding Protein 3 (SBP3). In Arabidopsis, SBP1 expression increases Cd tolerance and *in vitro* experiments showed that SBP1 binds Cd^64^. Taken together, the gene expression data indicates that in response to salt stress in camelina, ion movement is directed toward the efflux of Na^+^ and increasing K^+^ and Ca^+2^ concentration in the tonoplast and cytoplasm. In Arabidopsis, mutants with increased salt tolerance also exhibited higher rates of Cl^−^ and Na^+^ exclusion and absorption of K^+^^65^. Increasing cytosolic Ca^+2^ is also important for activating the SOS pathway which is involved in maintenance of ion homeostasis^65^. Other studies have shown that phosphate and sulphate transporters work to assure supply during exposure to stress conditions^66,67^ and the gene expression data supports this notion. In addition, the current study indicates that camelina uses a wide variety of mechanisms to avoid heavy metal toxicity, including exclusion and chelation, and that heavy metal handling is an important component of the salt stress response in camelina.

### Metabolism

In this and other studies, salt treatment was shown to negatively impact photosynthetic ability which reduces energy conversion of absorbed light by chloroplasts with excess light energy leading to photo-inhibition. Photo-inhibition reduces the quantum yield of PSII and induces photorespiration and H_2_O production^68^. In camelina, many genes related to PSI, PSII and the Calvin cycle were down-regulated in response to salt, while genes involved in photorespiration were up-regulated. Enhancement of photorespiration confers resistance to salt in rice^69^ and this may be an avenue to further improve salt tolerance in camelina. Interestingly, though not a photosynthetic tissue, photosynthetic genes are differentially-regulated in roots under stress^70^. In camelina, a gene related to PSII (Csa06g008820) was up-regulated around 200-fold in salt-treated roots, but its function here is unclear.

A shift in carbohydrate metabolism leading to the accumulation of soluble sugars and osmolytes is a classic response to maintain cell turgor and to protect cell membranes from damage under salt and cold stress^41,71^. In camelina, several genes encoding amylases were differentially-regulated. β-amylase plays a major role in transitory starch breakdown into maltose^72^ and levels of this enzyme increase in response to osmotic, salt, cold and heat stress^71,73^. It was suggested that maltose could function as a compatible solute during stress as it is known to protect proteins from degradation, stabilize plant membranes and contribute to osmotic potential^71^. Synthesis and accumulation of sugar alcohols, such as mannitol, sorbitol, and sucrose, with osmo-protectant properties is a common feature of salt-tolerant species^74^, and several genes involved in the synthesis of sucrose and other minor carbohydrates (e.g. inositol, raffinose, trehalose) were up-regulated in camelina in the presence of salt. Sucrose and glucose act as substrates for cellular respiration and as osmolytes to maintain cell homeostasis^75^, while fructose is involved in the synthesis of secondary metabolites, lignin and phenolic compounds^76^. Sugars accumulated during drought stress can also be used as an energy source for rapid recovery once water becomes available^77^. The ability to scavenge water goes hand-in-hand with balancing osmotic potential. Some of the most highly up-regulated genes encoded a tryptophan-rich sensory protein/translocator (TSPO). TSPO is involved in regulating the cell-surface expression of plasma membrane aquaporins during abiotic stress, specifically salt stress^78^.

Based on gene expression patterns, respiration (glycolysis, fermentation, mitochondrial function) appeared to be profoundly affected in camelina under salt stress. Salt stress increases the amount of the hexose-P in the cytosol which can be used as an osmolyte or as an energy resource for the plant during stress conditions. In addition, hexose-P can enter the triphosphoinositol pathway and serve as secondary messenger in stress signal transduction, probably activating the SOS signaling pathway^79^.

Saline, osmotic and drought stresses lead to reduced availability of NADP^+^, as well as an increase in photosynthetic electron leakage and reactive oxygen species (ROS). Aldehyde dehydrogenase is responsible for recycling NAD or NADP during anoxia caused by salt stress and several genes encoding these enzymes were up-regulated in camelina shoots under salt stress. Salt stress also disrupts mitochondrial function leading to decreased electron transport activity, increased mitochondrial ROS generation and lipid peroxidation. Mitochondrial alternative oxidases, of which several were up-regulated in camelina, increase salt tolerance by sustaining metabolic and signaling homeostasis in response to salt stress^80^. Fermentation underpins cytoplasmic pH regulation and prevents ROS production by reducing the time that electrons are sequestered in the photosynthetic electron transport chain^81^ and gene expression patterns in camelina indicate a shift toward fermentation under salt stress. Based on the changes in the expression of genes involved in photosynthesis, fermentation, minor and major carbon metabolism, and Krebs cycle, a model can be developed to predict shifts in major metabolites in shoots and roots of salt-stressed camelina plants (Fig. 13).

**Figure 13:**
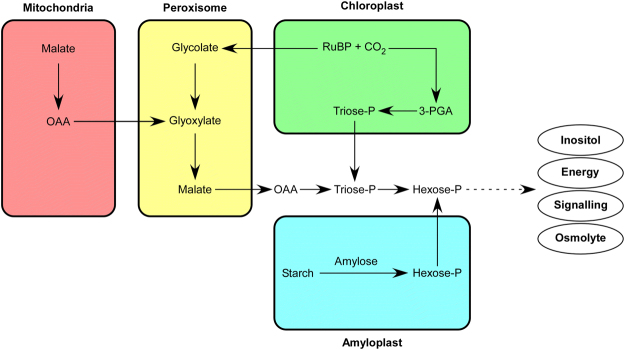
Model depicting carbohydrate partitioning and flux within organelles in camelina in response to salt treatment as predicted from gene expression patterns. OAA: oxaloacetate, 3-PGA: 3-phosphoglycerate and RuBP: ribulose 1,5-biphosphate.

Increased nitrogen metabolism is observed in halotolerant plants, such as *Salicornia europaea*^42^, and in roots of salt-resistant rice cultivars^43^. Over-expression of glutamine synthetase enhances salt tolerance in Arabidopsis^44^, and the expression of glutamine synthetase 2 is related to enhancement of photorespiration and resistance to salt in rice^69^. In contrast, genes encoding glutamine biosynthetic enzymes were down-regulated in camelina in response to salt. Similarly, increasing NaCl concentration decreased nitrate uptake in tomato seedlings due to a reduction in the expression of genes encoding nitrate transporters and glutamine synthetases^82^. In camelina, as in tomato, the relationship between the expression of genes involved in nitrogen uptake and assimilation appears incongruent with that observed in halophytic species. Furthermore, in addition to its role in nitrogen assimilation, glutamine synthetase is also involved in the *de novo* synthesis of the osmo-protectant amino acid proline^83^ and an overall increase in amino acid content is observed during drought and salinity stress^41^. In particular, the gene encoding pyrroline-5-carboxylate synthase (P5CS) was up-regulated in camelina shoots. This is a key enzyme in the synthesis of pyrroline-5-carboxylate, an intermediate in the synthesis of proline and ornithine and these amino acids contribute to redox balance, osmotic and salt stress tolerance in plant cells^84^. Taken together, it appears that camelina may employ a slightly different mechanism in responding to salinity stress than that observed in some other plants.

### Growth and development

Changes in cell wall structure is a common feature of the plant response to salt stress^85^ and is reported to be an acclimation strategy in salinity stress in glycophytic plants^86^. Maintaining cell wall integrity and cell turgor pressure by increasing cellulose synthesis permits constant cell growth under low water potential^87^. In maize, sustained salt stress impairs epidermal wall-loosening in leaves due to limited abundance of cell wall-loosening β-expansin proteins; however, salt-tolerant cultivars have an increased amount of these proteins and are able to maintain leaf growth under saline conditions as the epidermal cell wall is more extensible^88^. The current study demonstrated that the expression of cell wall-related genes, including those encoding several expansins, was affected in camelina in response to salt. Interestingly, genes encoding pectin methyl-esterase inhibitor (PMEI) were down-regulated in roots, but up-regulated in shoots during salt treatment. Pectin methyl-esterase (PME) activity is regulated by PMEI and plays a key role in osmotic stress by increasing cell wall fortification^89^.

Changes in growth and development that result from, and are an adaptation to, salt stress is also governed by hormones. In camelina under salt stress, genes involved in the auxin biosynthesis appear to be up-regulated in shoots, while genes involved in auxin transport/distribution (PIN2, EIN1) were down-regulated in roots. Auxin is transported downward from the stem and stimulates root development, but high auxin concentrations inhibit root elongation. It should be noted that in camelina root length was not affected by salt stress, whereas root mass was. Higher auxin levels resulting from over-expression of the auxin biosynthesis-related gene, *YUCCA3*, increases hyper-sensitivity to salt in Arabidopsis^90^. Furthermore, maintenance of meristem in roots is the result of changes to the distribution of auxin transporters (AUX1, PIN1/2) which become more diffusely distributed during salt stress^28^. GA negatively affects salt tolerance and mutants deficient in GA biosynthesis or signaling display enhanced survival under severe salt stress^47^. In camelina, many genes involved in GA synthesis and signaling were down-regulated in response to salt treatment suggesting that GA levels fall dramatically as they do in other plants^91^. Conversely, BR has a positive impact on salt and drought stress^48,92^, and higher BR levels decrease water loss under such conditions by reducing stomatal conductance and density under salt stress^93^. However, many of the genes involved in BR synthesis and signalling were down-regulated in camelina roots and shoots in response to salt, including BR Suppressor 1 (BRS1) (Csa10g011910 and Csa12g016550), a protein involved in an early event in BR signaling^94^. Ethylene levels profoundly affect salinity stress as low levels induce stress tolerance, while high levels negatively impact plant growth^3,50,51^. Many genes involved in ethylene biosynthesis and signaling were up-regulated in camelina shoots in response to salt, including several encoding ERFs. Over-expression of ERF genes has been shown to enhance salt tolerance in tomato^95^, while an Arabidopsis ethylene-insensitive mutant (*etr1-1*) exhibited increased sensitivity to salt^96^. Several genes encoding enzymes involved in JA biosynthesis were up-regulated in shoots and/or roots in camelina. In rice, the concentration of JA increases during salt stress and higher JA accumulation was observed in salt-tolerant cultivars. It was suggested that JA protects cells from the adverse effects of salt by reducing Na^+^ accumulation^46^. Reversal of damage caused by salt on seedlings and improved photosynthetic activity were also observed after JA application in several crops^49^. ABA helps plants acclimate to low water conditions by closing stomata and promoting the accumulation of osmo-protectants and many genes related to the ABA pathway were up-regulated in camelina. However, as with ethylene, the levels and timing of delivery of ABA must be finely regulated as attempts to increase salt tolerance via application of exogenous ABA results in developmental defects^97–99^. Since there is tight crosstalk between the different hormone pathways, it is very difficult to arrive at a conclusion as to what role individual hormones play in root and shoot salt stress in camelina. Based on this gene expression study, ABA signalling appears to be more highly regulated in roots than in shoots in response to salt stress. BR and SA are mostly negatively regulated, while ethylene and JA are positively regulated in both tissues. GA seems to be positively regulated in roots and probably negatively regulated in shoots. Cytokinin is not affected in roots and a balance between negative and positive regulators was observed in shoots.

### Regulation of gene expression

In Arabidopsis, drought stress increases the expression of about 51% of the entire genome allotment of MYB TF genes and decreases the expression of 41%^100^. In camelina, the largest group of TF genes induced in response to salt stress were those encoding MYB factors. Some MYB TFs positively regulate gene expression, while others negatively regulate the response of the plant to stress stimuli. For example, Arabidopsis *AtMYB2*, *AtMYB74*, and *AtMYB102* showed enhanced expression under drought stress^101^ and the camelina *MYB2*, *MYB102* and *MYB15* orthologues were also induced in shoots under salt stress. AtMYB15 is involved in ABA-, ethylene-, and JA-mediated signalling in response to salt, cold and water deprivation, and lines over-expressing *AtMYB15* display improved drought and salt stress tolerance^102^. AtMYB20 is involved in ABA signaling in response to salt and desiccation stresses^100^ and the camelina gene encoding MYB20 was induced in roots in response to salt, as were those encoding MYB108 and MYB121. Arabidopsis lines over-expressing *AtMYB20* exhibit enhanced salt tolerance. AtMYB108 plays a role in the response to abiotic stresses (salt, drought, and cold) that are regulated by JA through ROS-mediated signaling^103^ and is closely related to *AtMYB2*, which is involved in the crosstalk between abiotic and biotic stress pathways^101,103^. MYB121 is involved in the induction of salt, drought and cold stress responses in tomato. Tomato plants over-expressing apple *MYB121* accumulated less Na^+^, exhibited a lower Na^+^/K^+^ ratio, had lower levels of electrolyte leakage and a higher proline content under salt stress^104^.

Csa12g033490 was the only gene encoding a receptor kinase that was oppositely-regulated in roots compared to shoots. This gene encodes the Cysteine-rich Receptor-like Protein Kinase (CRK) RLK10 and was down-regulated 163-fold in roots, but up-regulated 47-fold in shoots. CRKs constitute a large subfamily of receptor-like proteins. Mutation of *CRK5* in Arabidopsis impairs stomatal conductance, accelerates senescence, leads to ROS accumulation, and increases foliar levels of ethylene and salicylic acid^105^.

## Conclusion

This study examined changes in the biochemistry and gene expression patterns in roots and shoots of camelina plants exposed to salt stress. Element analysis revealed no significant differences in micro-element concentration in shoots of salt-treated plants. A small decrease in macro-element concentration (P and S) was observed; however, the concentration of Ca and Mg increased significantly after salt treatment. This may indicate adaptation to maintain osmotic homeostasis by increasing the concentration of specific macro-elements involved in plant signaling and photosynthetic function. Maintaining high levels of important plant signaling components, such as Ca, and those required for coenzymes, such as Mg, Fe, and B, may also be part of the tolerance mechanism in camelina to keep critical systems functional during salt stress.

In camelina shoots, genes encoding enzymes involved in the synthesis of secondary metabolites including lignin, anthocyanin and wax were up-regulated; this may imply that mechanisms to improve desiccation resistance and water-use efficiency during salt stress were also induced. In other plants, a hydrophobic wax layer covers the aerial epidermis of terrestrial plants and provides protection against desiccation and environmental stresses^106^, while anthocyanins are photo-protective^107^.

Redistribution of Na^+^ from the cytoplasm to the tonoplast and increasing K^+^ and Ca^++^ concentration of the cytoplasm are other mechanisms to reduce ion toxicity during the salt stress. In camelina roots, gene expression profiles indicated that Na^+^ was exported from the cytoplasm by the SOS pathway and that specific transporters transferred K^+^ from soil to the cytoplasm of root cells.

The up-regulation of genes involved in metal handling, chelation and storage was highly apparent in shoots of salt-treated camelina plants, but not in roots. In shoots, detoxification of heavy metals likely occurred via compartmentalization, at least for Cd and probably Zn, possibly within vacuoles. However, camelina likely employs some type of export mechanism to exclude heavy metals from roots.

Reduction in the expression of genes involved in nitrate uptake and nitrogen assimilation may be one of the reasons for the decreased growth of salt-insensitive plants during severe salt stress; this was also observed in salt-stressed camelina. Armed with this information, breeders may wish to focus on genes which improve nitrate uptake and nitrogen assimilation as an indirect means to increase growth and productivity of camelina in saline soils.

Partial genome partitioning was observed in roots and shoots based on the expression of homeologous genes from the three *C. sativa* sub-genomes. Some members of homeologous groups were expressed in only one tissue, while others were expressed at comparatively different levels in both roots and shoots. 

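The paper lists 3 gene IDs under 37 names, and for 28 of these the IDs lie on the 3 different sub-genomes and were all tested. In roots, 19 of the 28 trios had 3 members called, among them RD26, DYL1, ABF3 and ferritin 1, 4 had 2, 2 had 1 and 3 had none. In shoots, 22 had 3 members called, none had 2, 3 had 1 and 3 had none. Within a tissue, no trio held members called in opposite directions. The study also names pairs, and the BOR5 genes Csa09g079390 and Csa16g038700 were called in opposite directions in shoots. Between the tissues, the gibberellin 3-oxidase 1 trio rose in roots, while its member Csa14g018700 was called lowered in shoots and the other members were not called there. That shoot call rests on the smallest step of the rounded values. Raffinose synthase is a trio that was partly called: in shoots its 3 members rose, and in roots Csa10g047220 was called up-regulated (log2 change 1.08, adjusted p = 0.00766; not without salt root replicate 1, log2 change 0.85) while Csa11g057610 and Csa12g079610 stood at log2 changes of -0.65 and -0.56. A trio was counted only where the paper lists its 3 IDs together under 1 name. Chloride channel B and the sulfate transporter, whose homeologues the paper describes apart, are thus left out. Each had 3 members called in roots and 1 in shoots, so the counts miss some partly called trios. The trios are those that the study named from these libraries, so their counts are not independent evidence. The paper bases partial genome partitioning on groups of homeologues with members expressed in 1 tissue or at different levels in roots and shoots.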

We did not, however, observe a situation where homeologues were oppositely-regulated in shoots and roots. The involvement of sub-genome I and II in response to salinity stress seems to be of about the same degree, while about 10% more differentially-expressed genes were associated with sub-genome III.

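On sub-genome III, 11.3% more genes were called in roots and 8.75% more in shoots than on the average of sub-genomes I and II. It also holds more genes: 5.68% more were tested there.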

In conclusion, this study has provided valuable information and insight into the response of camelina to salt stress. This is particularly important as the crop is being promoted as being suitable for growing on marginal lands. Examination of this data and comparison to similar studies in more halophytic species will contribute to the development of even more salt-tolerant varieties of this emerging industrial crop.

## Electronic supplementary material

Supplementary Information

Supplementary Dataset 1

# Supplementary material for: Changes in gene expression in Camelina sativa roots and vegetative tissues in response to salinity stress
**Source:** Sci Rep. 2018 Jun 28;8:9804. doi: 10.1038/s41598-018-28204-4
**Supplement:** Supplementary file 1 — Supplementary Information

Title Page:

Changes in gene expression in *Camelina sativa* roots and vegetative tissues in response to salinity stress.

Author List:

Zohreh Heydarian,

Min Yu,

Margaret Gruber,

Cathy Coutu,

Stephen J. Robinson,

Dwayne D. Hegedus

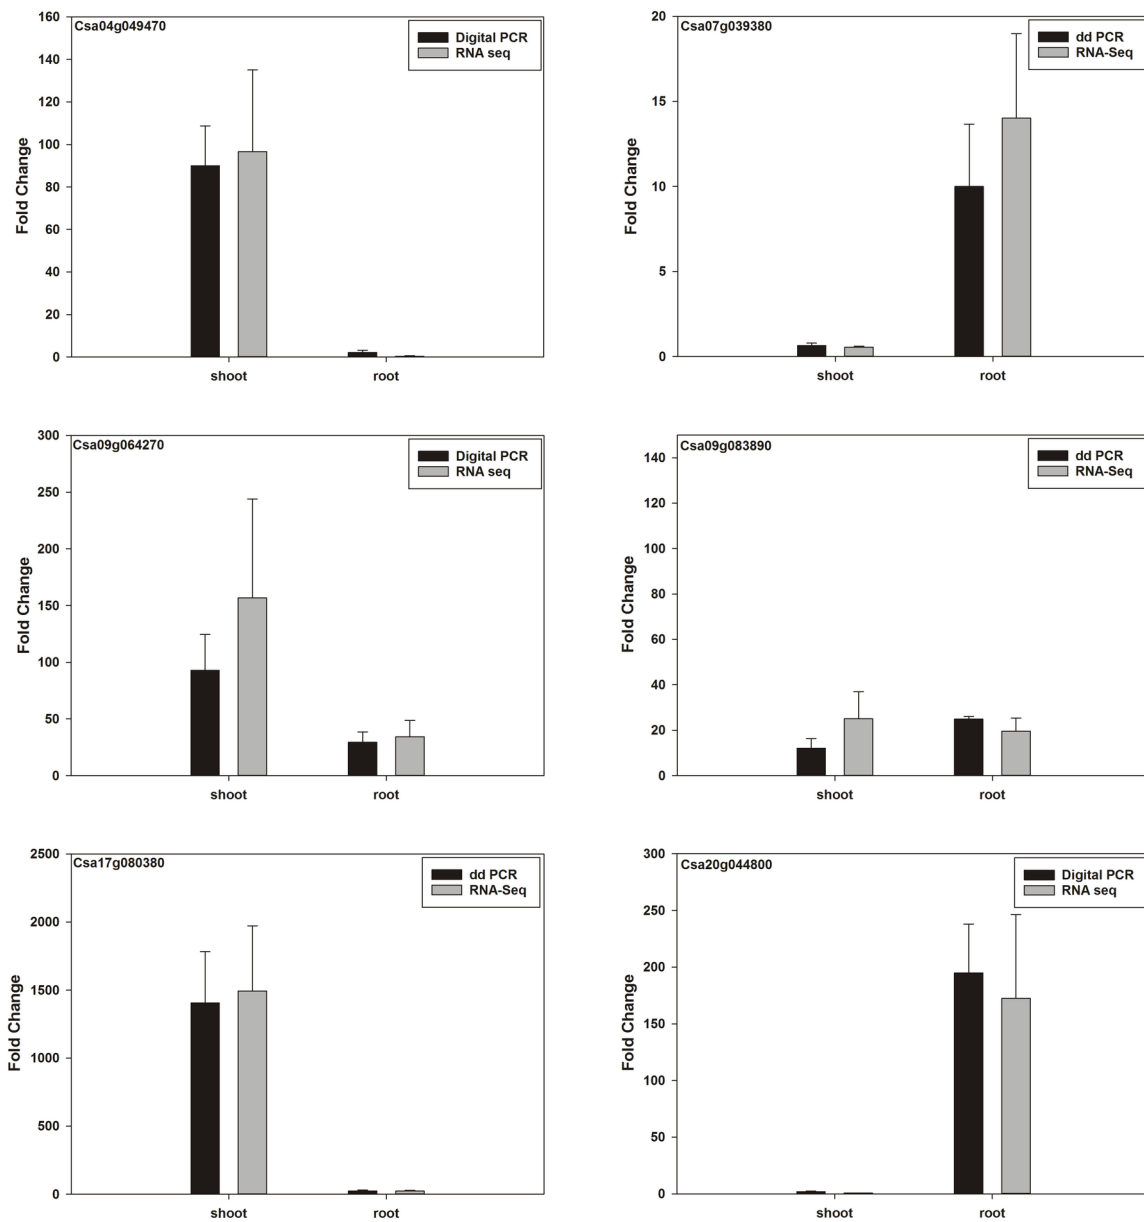

Supplementary Figure 1. Expression of select *C. sativa* genes after salt stress (15 dSm⁻¹) as determined by RNA-Seq and droplet digital PCR (dd PCR) analysis. Plots show expression (fold change) relative to untreated control and are reported as means and standard errors of three biological replicates.

Title: Changes in gene expression in *Camelina sativa* roots and vegetative tissues in response to salinity stress.

Author List:
Zohreh Heydarian,
Min Yu,
Margaret Gruber,
Cathy Coutu,
Stephen J. Robinson,
Dwayne D. Hegedus

Supplemental Figure 2. MAPMAN Pathways

Shoots (Cell Function Response)

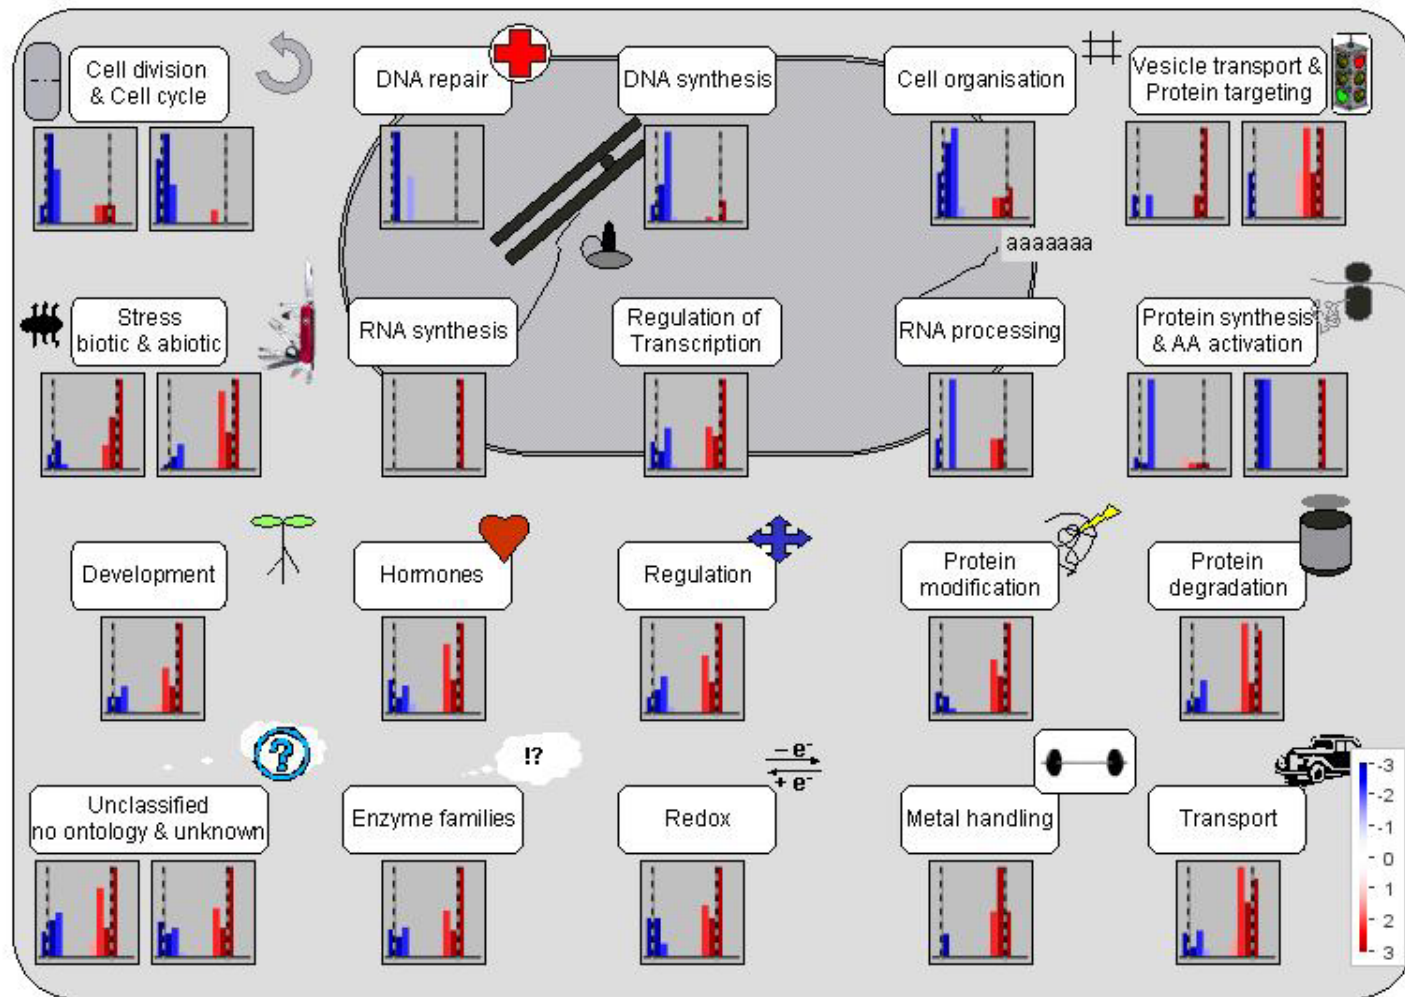

Shoots (Cellular Response)

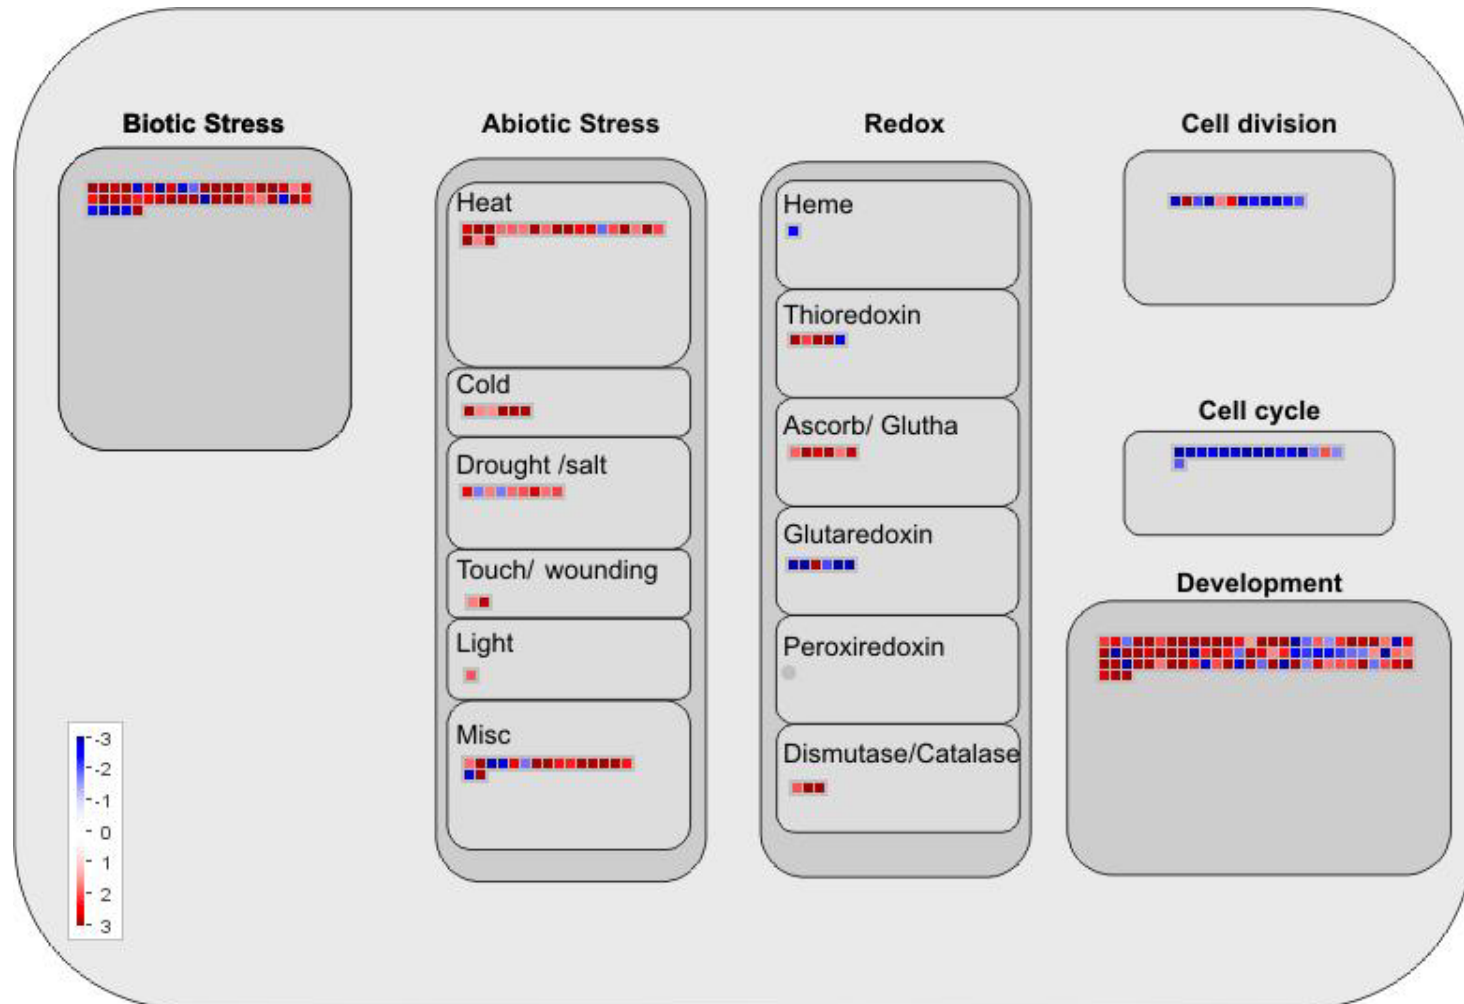

Shoots (Metabolism)

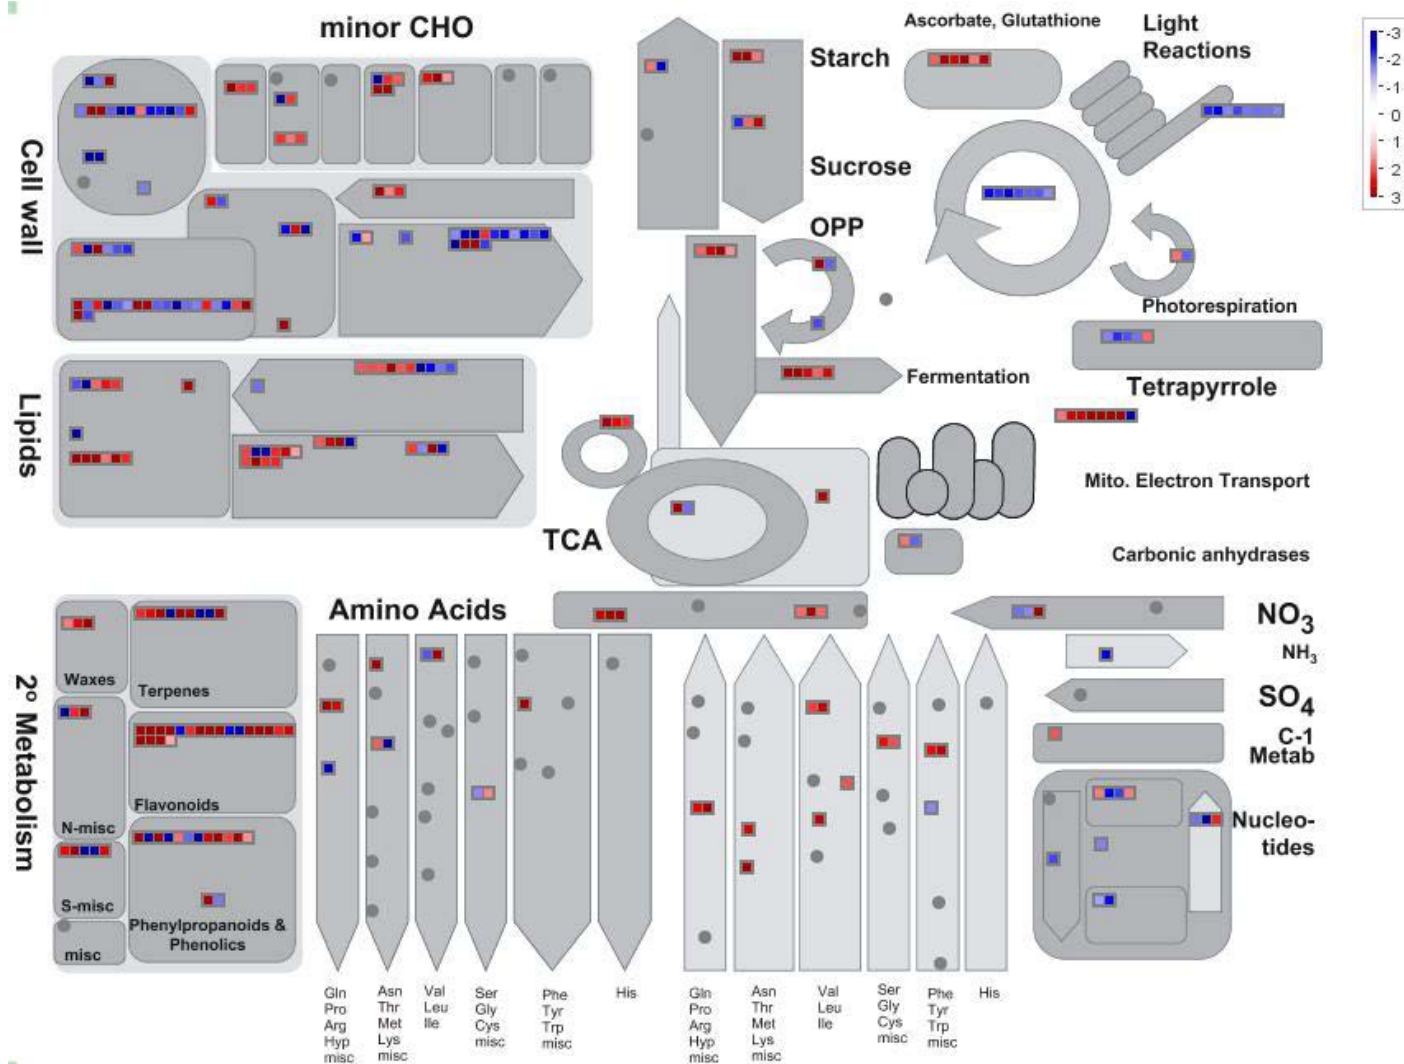

Shoots (Regulation)

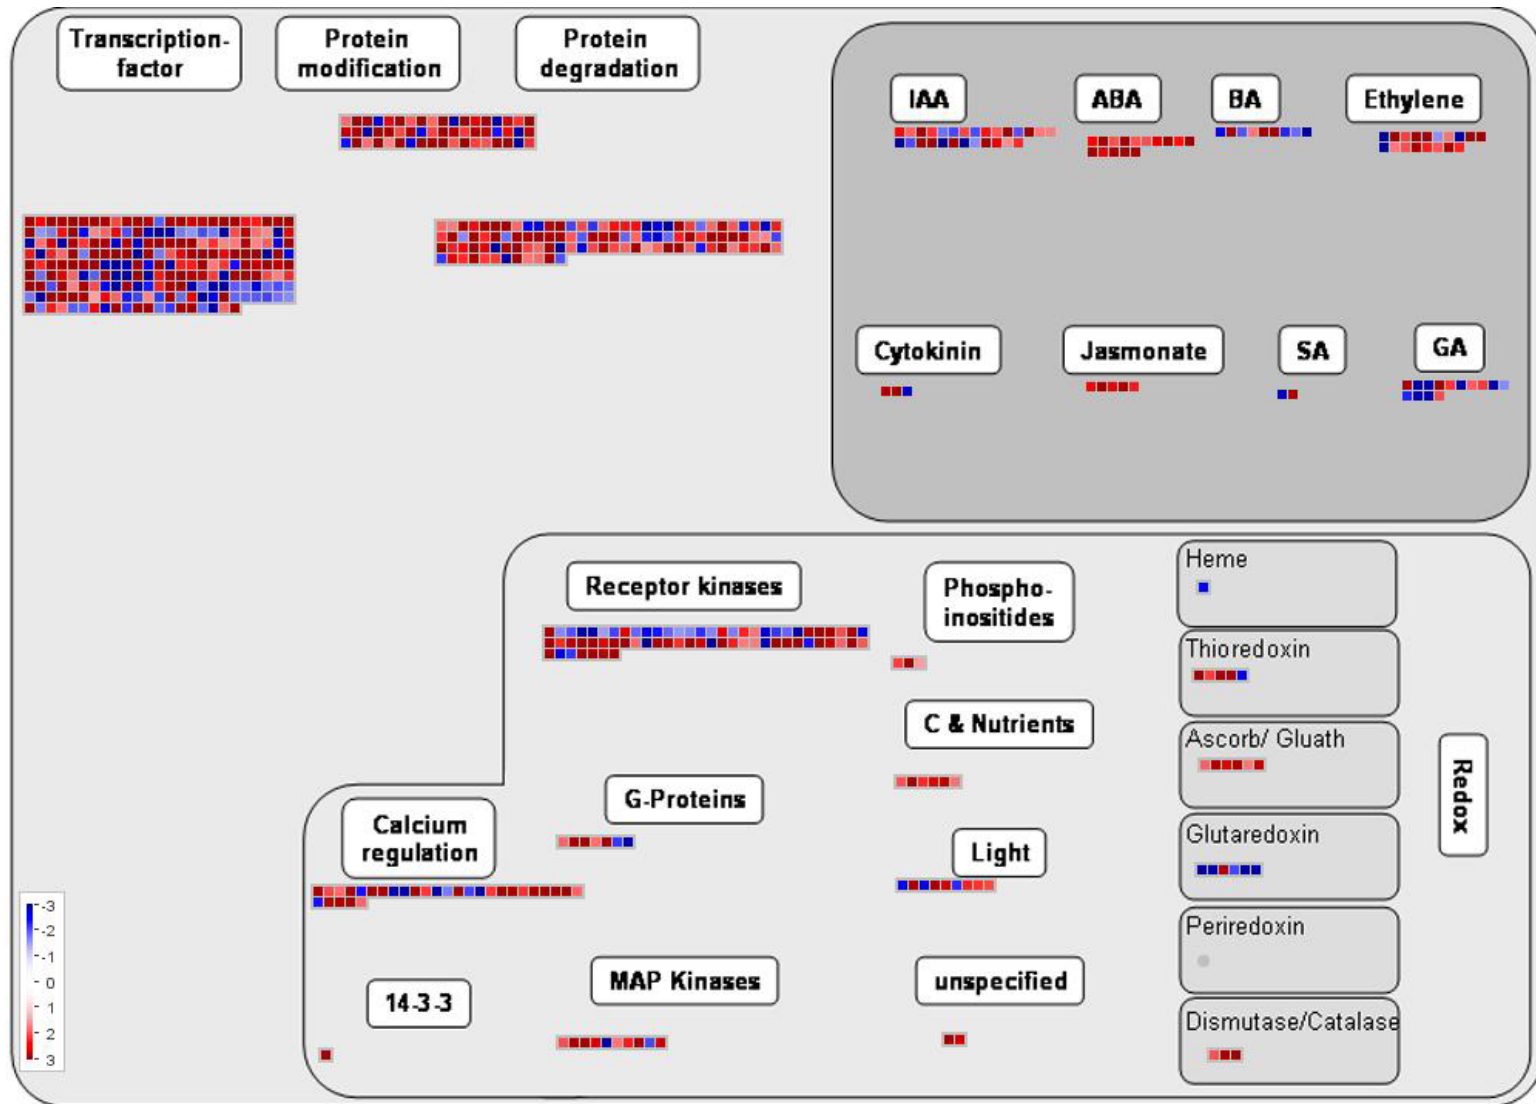

Shoots (Transcription Factor)

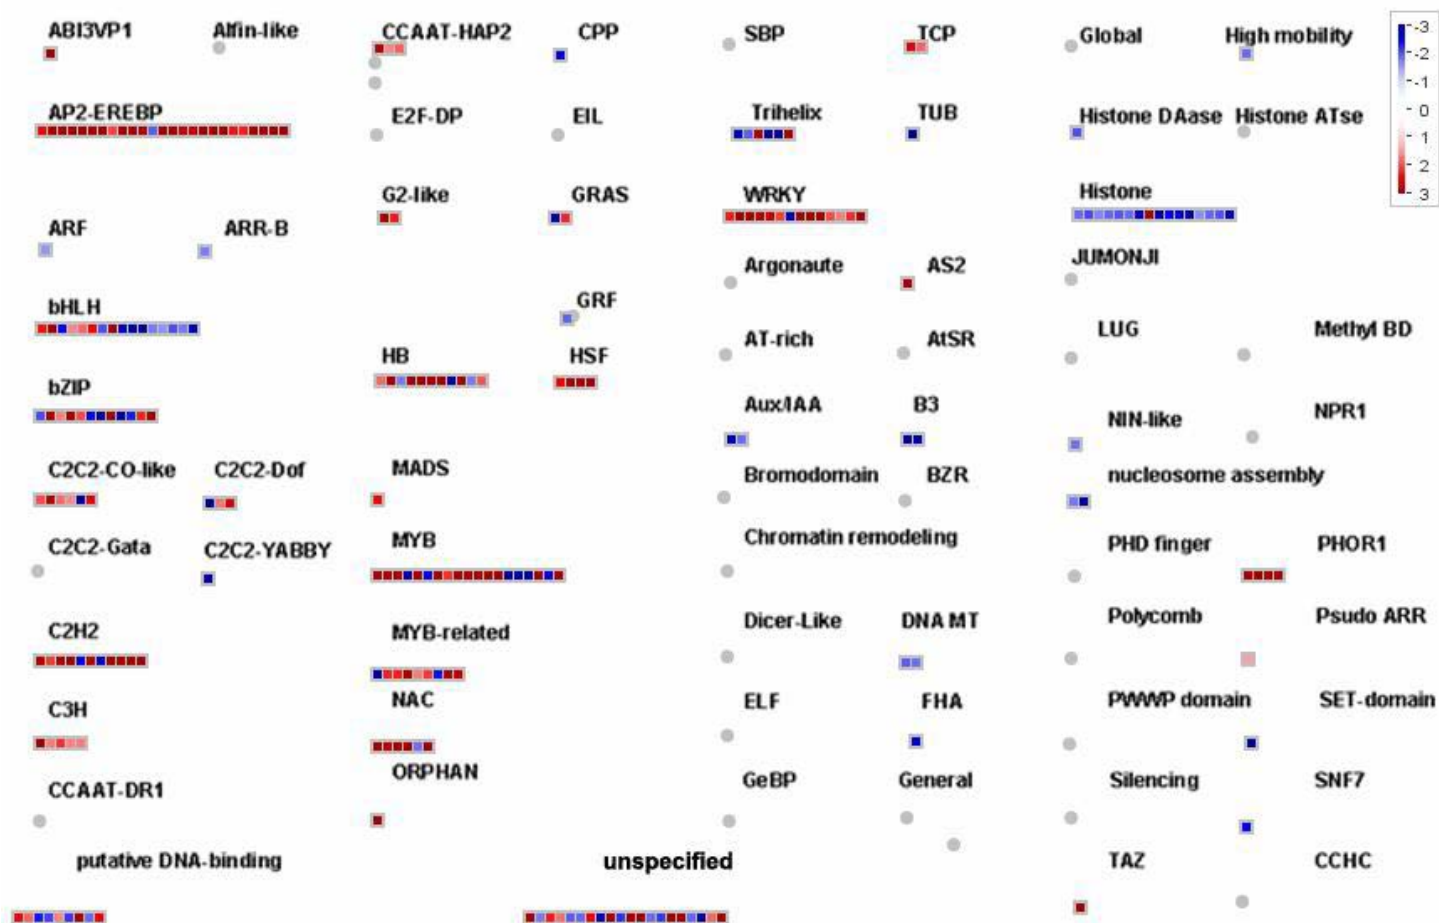

Roots (Cell Function Response)

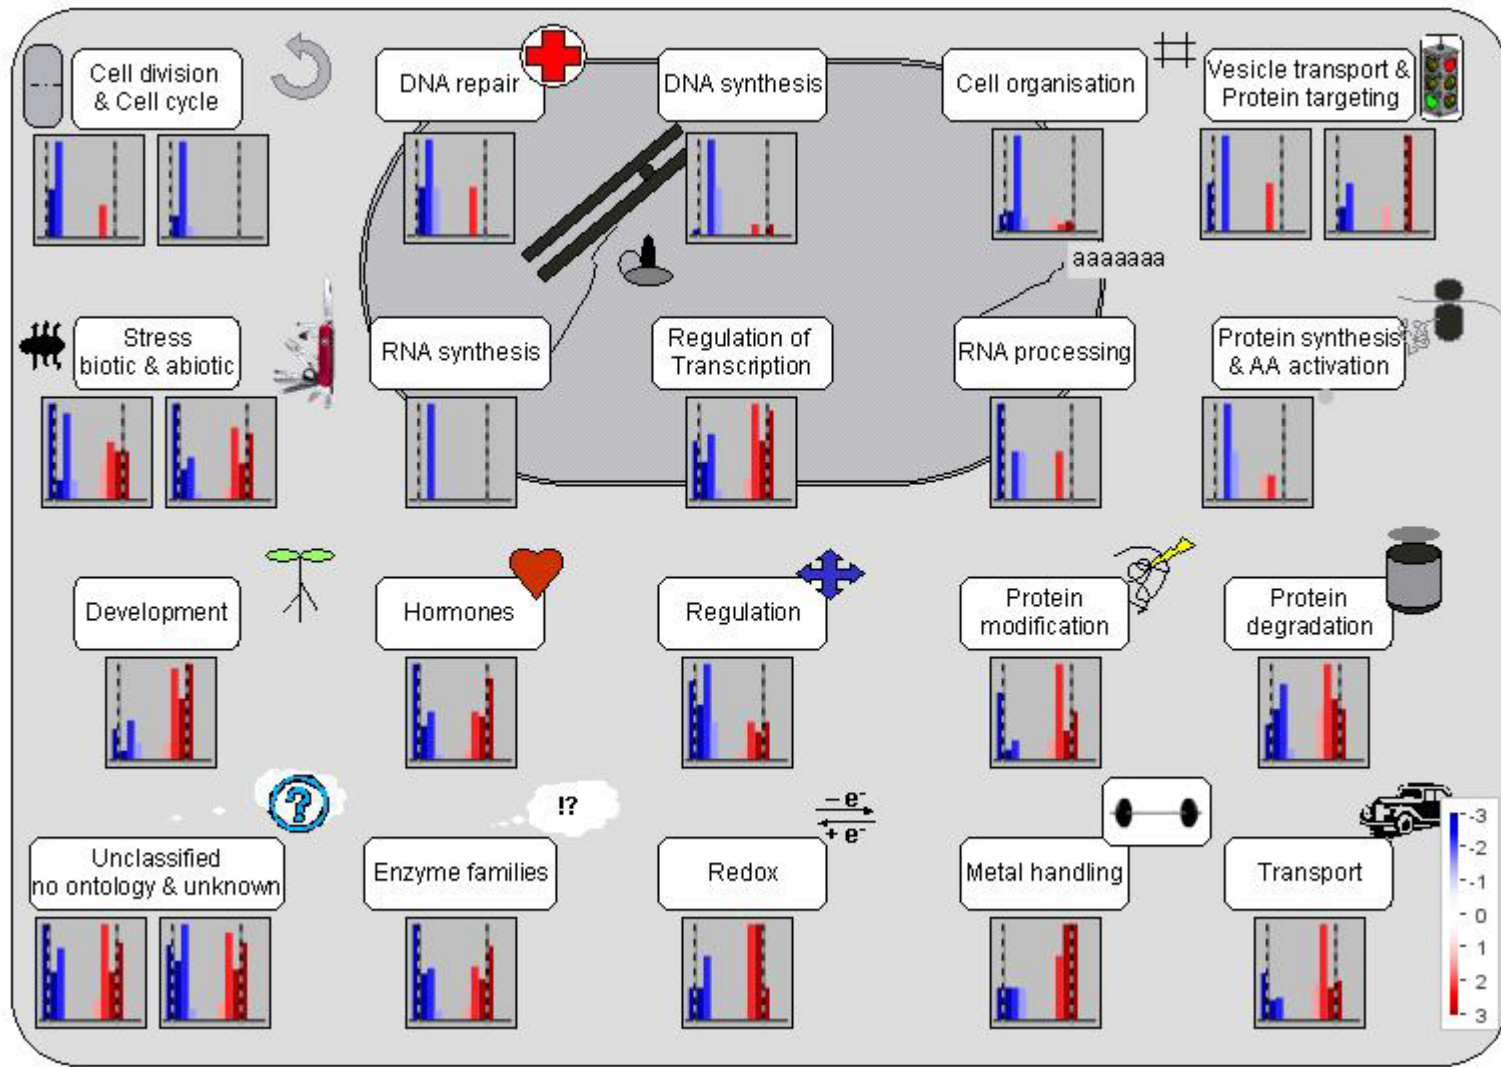

Roots (Cellular Response)

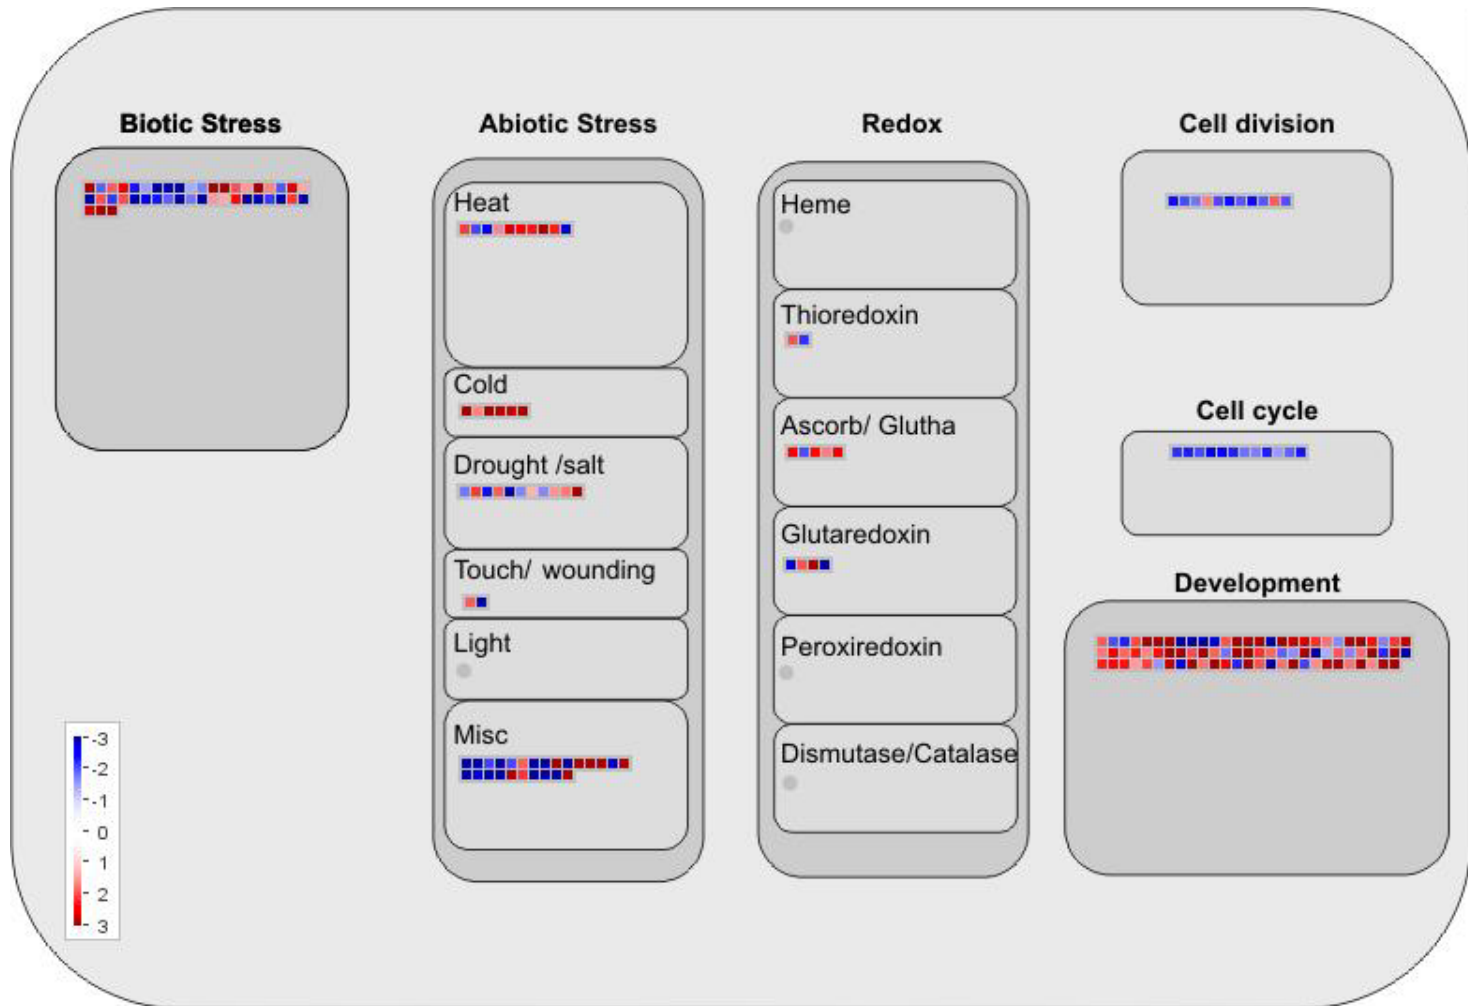

Roots (Metabolism)

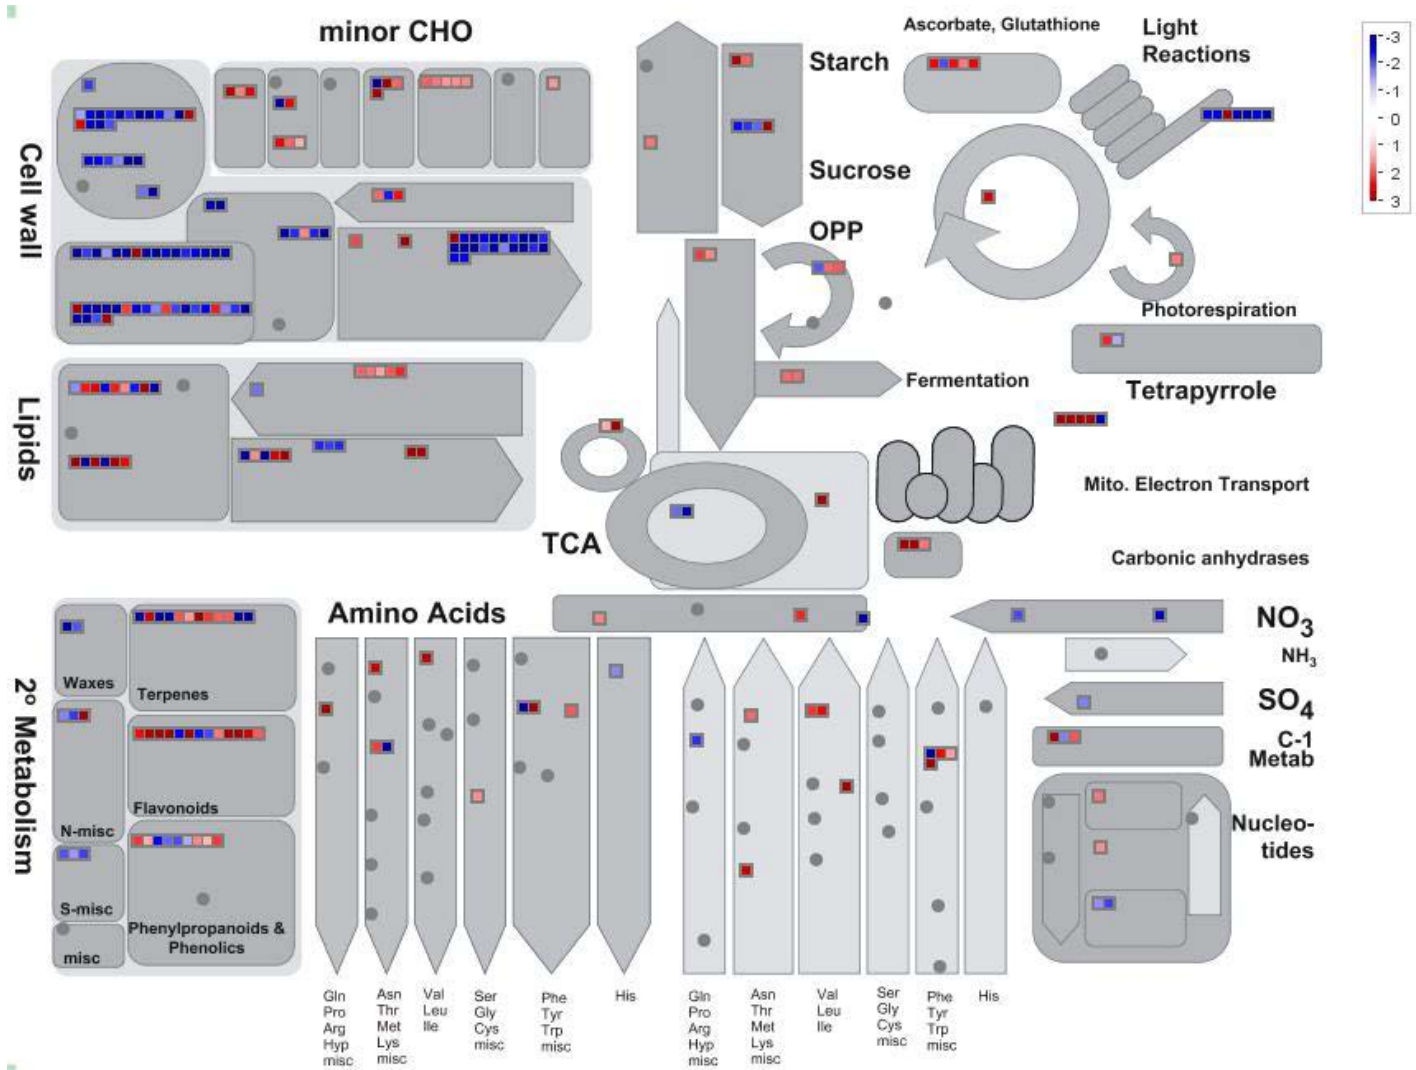

Roots (Regulation)

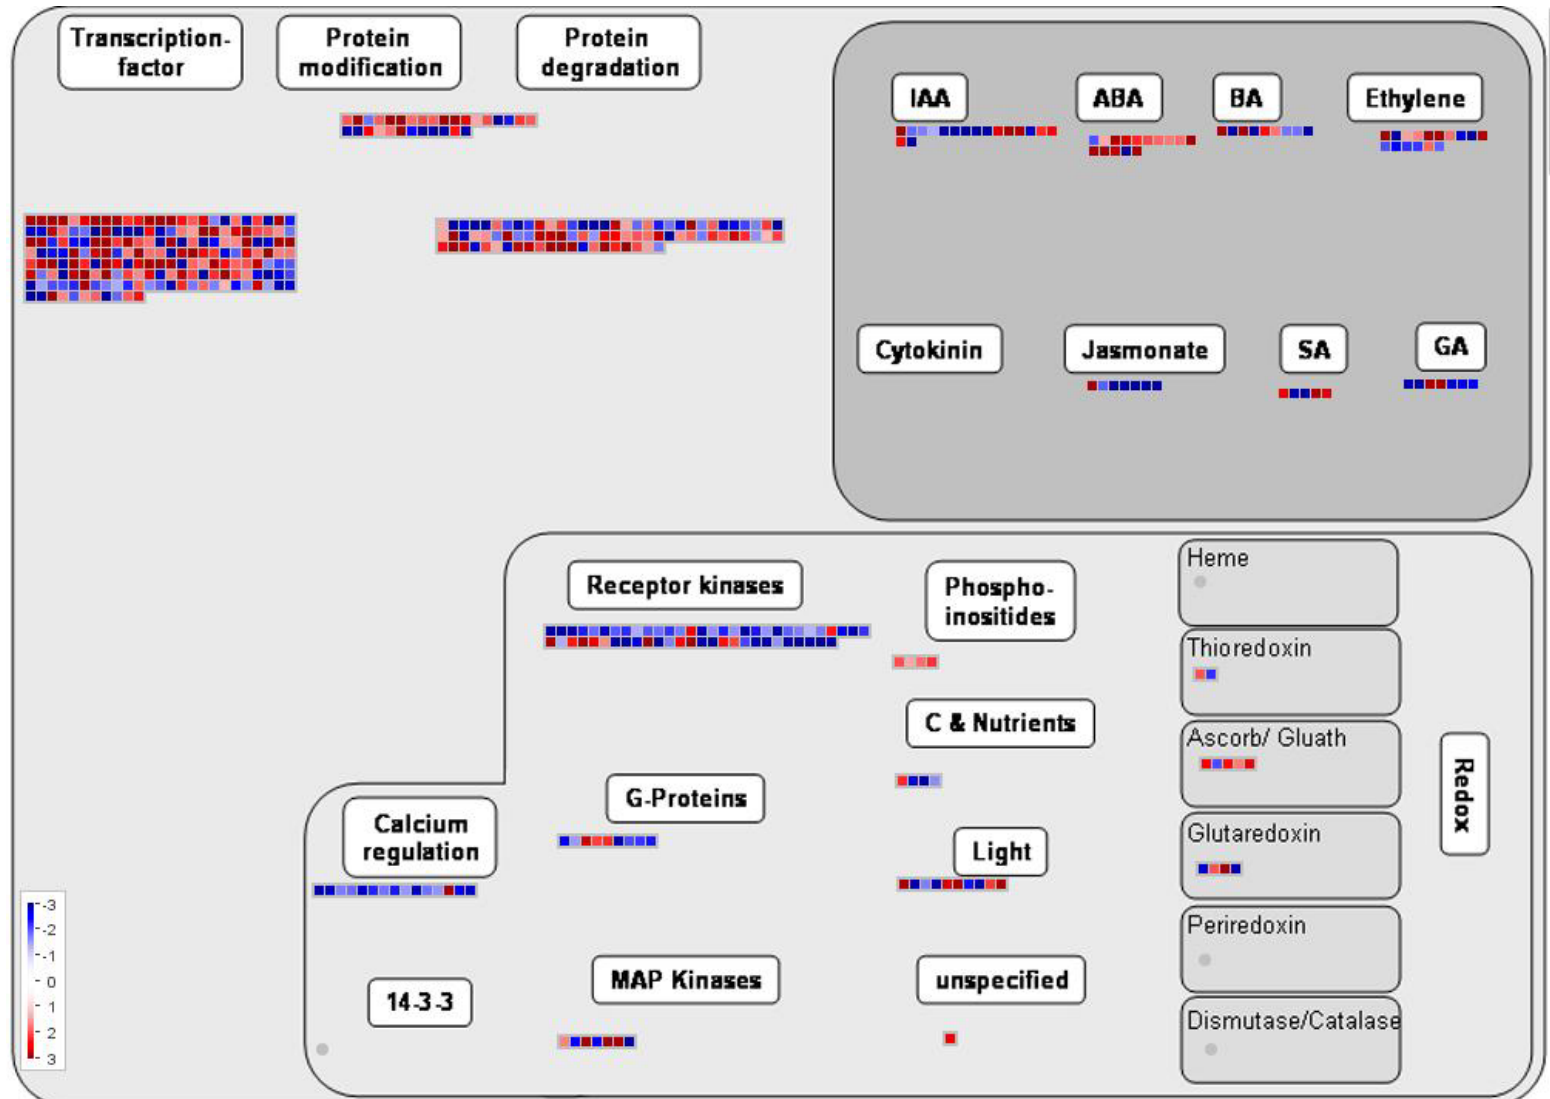

Roots (Transcription Factor)

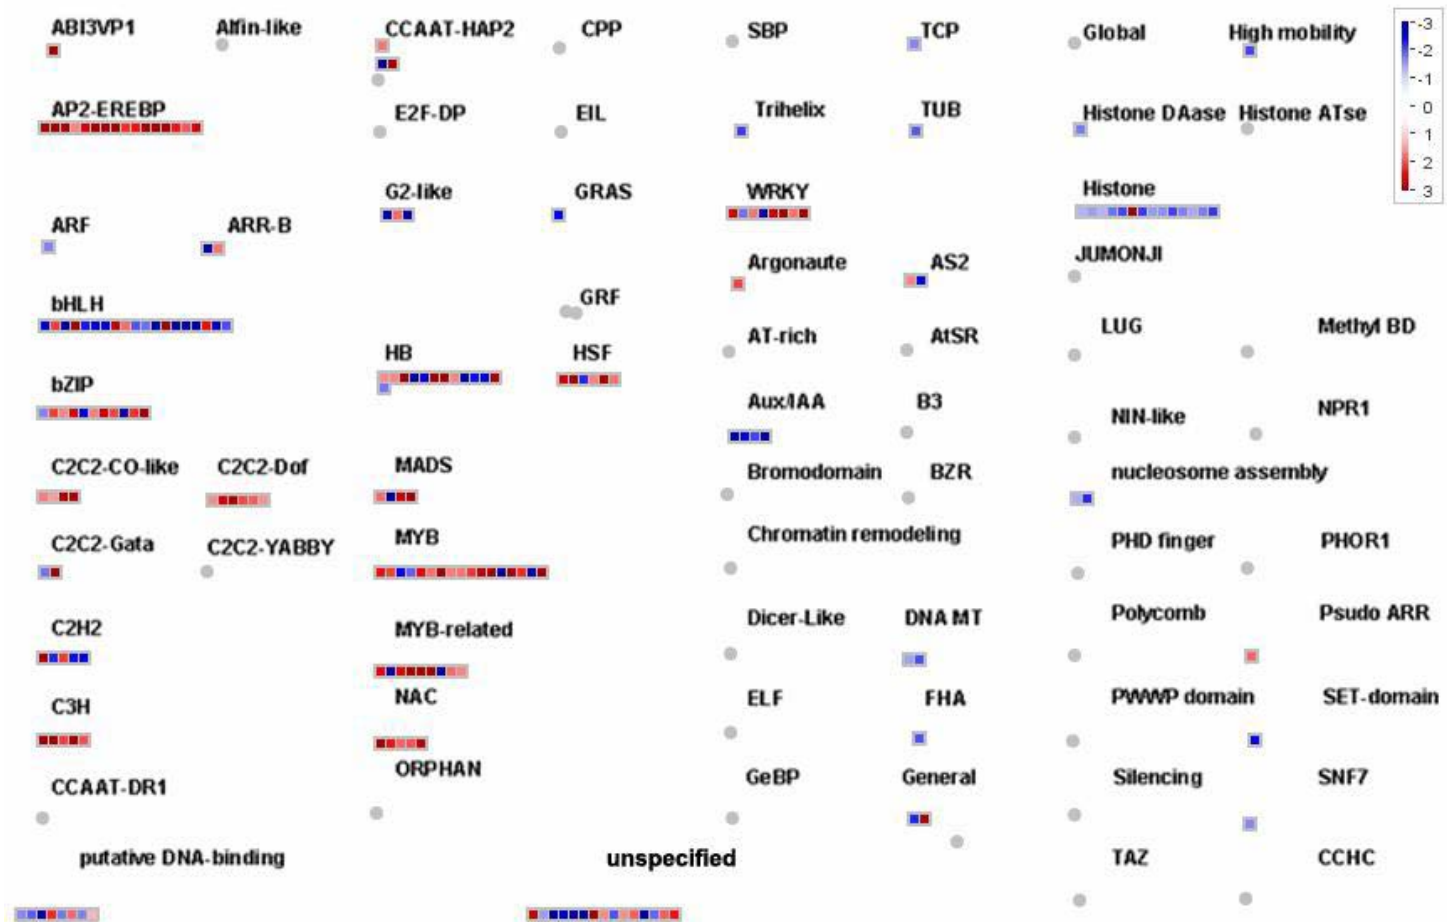

Title Page:

Changes in gene expression in *Camelina sativa* roots and vegetative tissues in response to salinity stress.

Author List:

Zohreh Heydarian,

Min Yu,

Margaret Gruber,

Cathy Coutu,

Stephen J. Robinson,

Dwayne D. Hegedus

Supplemental Table 1. Primers and Probes used for dd PCR analysis

Name	Sequence
CSA04G049470 Forward	ATGGAGCGGAACGTAAACGTGAAC
CSA04G049470 Reverse	TCTGCTCGTTTGCTTCTCTAGCGATC
CSA04G049470 Probe	CTCCAAGACCGCTGAACAAATCTCTG
Csa07g039380 Forward	CCGCCATTACATTTCCCTTCTGT
Csa07g039380 Reverse	CCTCTGTTTATATGAGAAGCTAACCGG
Csa07g039380 Probe	CCCAAACACTCCTTCCGTACCAG
Csa09g064270 Forward	GCAAAACAGTACATGATCTGCTGAGGA
Csa09g064270 Reverse	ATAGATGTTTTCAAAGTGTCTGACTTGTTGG
Csa09g064270 Probe	AGGGAGAAAGCTATTATTGCCAATGGTG
Csa09g083890 Forward	GTGACTATGGCATAAACAGCCCACTAGA
Csa09g083890 Reverse	GCTGGTTGTGTCACATGAGCAGG
Csa09g083890 Probe	TGATGATTCAGAATCAGAGGCTGAGAC
Csa17G80380 Forward	CCGGCCATCAAAATGTAATTCAGAG
Csa17G80380 Reverse	CGTTAACAACCACAACCTTGTCTCTC
Csa17G80380 Probe	TGCCCCGACATCAACCAAAGT
Csa20g044800 Forward	GAATGCATCATATCTGTTGGTGGAAG
Csa20g044800 Reverse	GCGTCCATGGAATCCAAGAAGCTTTCCTC
Csa20g044800 Probe	CAGTTCTGATCAAATCGTTGTTCAAAC
Camelina actin 2 Forward	GCTCTTCATCGAGAAGAACTAC
Camelina actin 2 Reverse	CAAACGAGGGCTGGAATAAGA
Camelina actin 2 Probe	TGGGCATCTGAATCTCTCAGCACC

How the deposited data were processed for this re-analysis (not part of the article)

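Messenger RNA was measured in roots and shoots of camelina line DH55, harvested from 28-day-old plants grown either without salt or with NaCl at 15 dSm-1 (192 mM) for 21 days. Each of the 4 groups (control roots, salt-treated roots, control shoots and salt-treated shoots) has 3 biological replicates, which makes 12 libraries. The conditions were taken from the labels of the samples, and each column of the table was matched to its sample by the name that the sample's description gives.

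The authors trimmed the reads with Trimmomatic, mapped them with STAR to the camelina genome and its NCBI transcripts, divided the counts by the library size to obtain CPM (counts scaled to the library size) and normalized these further with DESeq. Versions of these tools are not given in the sources used here. The deposited table holds the resulting score for 49932 genes, a CPM value rounded to a whole number. Several properties of the values were checked. Library totals were between 882288 and 1117956 and were higher in shoots than in roots. The pooled variance between replicates was 0.176 to 0.755 times the mean for genes with a group mean of 2 to 32, which is below the least that raw counts would show. Since the values are not counts and the reads behind them cannot be recovered, count models were not used. The depth of each library is not given in the sources used here. A value of 1 is the smallest step, so a gene listed at 0 may still have had reads, and low values are known only to the nearest whole number.

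The main comparison used limma 3.58.1 in R 4.3.3. A pseudocount of 0.5 was added before the log2 scale was taken, and genes at 1 or more in at least 3 of the 12 libraries were kept, which left 49928. One model with 4 groups and a trend in the prior variance was fitted to all libraries (8 residual degrees of freedom and a median of 3.23 prior degrees of freedom). Salt was compared with control in roots and in shoots, and the difference between the 2 salt effects (the interaction) was a further contrast. The p values were adjusted by the Benjamini-Hochberg method over all genes tested. The thresholds were those of the paper: an adjusted p of at most 0.05 and an absolute log2 change above 1. No replicate block was used. With 3 libraries against 3, an exact permutation test cannot give a p under 0.1, and 10% of genes would show no overlap between the groups by chance. Salt and control libraries did not overlap for 48.8% of the genes tested in roots and 51% in shoots.

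The model was tested on simulated data of the same design. Of the genes given a log2 change of 1.5, 2 or 3, it recovered 62 of 67, 67 of 67 and 63 of 66 in roots, and 62 of 67, 66 of 67 and 66 of 66 in shoots, and it called 0 unchanged genes among the 49507 tested. Of 200 genes given the same change in both tissues, the interaction called 10, of which 9 belonged to the 19 genes with a control mean under 2 in a tissue. Of 200 genes given a change of 2 in roots alone, it called 194. Within a tissue, all simulated values got the same spread on the log2 scale, taken from the control libraries. The real spread was larger with salt. For genes with a mean of 64 to 128, the pooled variance was 4.19 times the mean in salt-treated shoots, against 1.08 in controls. In roots the values were 2.71 and 1.28. The simulation therefore does not show how many unchanged genes the fit calls in these libraries.

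Genes shared between the tissues were counted from the lists of calls and compared with the number that independent lists would share and with Fisher's exact test. Sub-genomes were taken from the chromosome in the gene ID. The paper does not list the chromosomes of each sub-genome, and the assignment was written from general knowledge of the species, then checked against the trios of homeologues that the paper names. Of 37 names with 3 IDs, 32 lay on 3 different sub-genomes and 5 did not. Such trios cannot show which sub-genome is I, II or III. Genes on unplaced scaffolds were left out of these shares, which carry Wilson 95% intervals and a chi-square test across genes. Gene lists are the gene IDs that the paper names under each topic. Lists of 10 or more tested members were tested with camera, with a preset correlation of 0.01 and with an estimated one, and the p values of these 12 tests were adjusted together. The study chose the listed genes from the same libraries, so the list tests are not independent evidence of a direction. Genes are not independent replicates in any of these tests.

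The genes named in the text are the gene IDs of the paper's results and discussion, together with the 10 genes with the largest rise and fall in each tissue and in the interaction among those past the thresholds without overlap. Of the last, those to which the paper or its supplementary sheets give no name were to be named at most 2 per direction. The paper's fold changes and sheets were seen before this rule was written. Of the 254 IDs, 42 are not analysed here. Gene names were copied from the paper and its sheets.

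The alternatives were another pseudocount (0.1 or 1), no filter, a filter at 5, median-of-ratios scaling, quantile normalization, each tissue fitted alone, no trend in the prior variance, no moderation, a replicate block, adjusted p alone, an adjusted p of 0.01, and each library left out in turn. Groups, tests, thresholds, lists and these alternatives were chosen before the data were examined. Salt root replicate 1 and salt shoot replicate 2 were left out together as an alternative chosen after seeing the data, as was a limit on the control mean for the interaction. Other splits of the libraries were counted, 10 in each tissue and 100 for the interaction.

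Tests on the functional bins of the paper's sheet of genes lowered in shoots, and a marker list from its photosynthesis bin, were planned but not run, because the copy used here holds fewer genes than the paper counts. Keyword lists were not run, since no table used here pairs the gene IDs with descriptions. The IRT1 and NRT2:1 genes, planned as root markers, are not analysed here. In their place, root and shoot markers were taken from the libraries: genes at 50 or more in every library of one tissue and at 1 or less in every control library of the other. The ddPCR, ion, pigment and growth measurements of the paper are not used here.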

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

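The tests of control RNA in salt shoot replicate 2 and in salt root replicates 2 and 3, the test of the chlorophyll-binding protein gene and the limit on the control mean were chosen only after the result was seen. The results below drew attention because the salt effect in roots differs from that in shoots by the interaction test. It did so for 3043 genes with a higher log2 change in roots and 3119 with a higher log2 change in shoots. Only 1500 and 1589 calls came from the 39895 genes with a control mean of at least 2 in both tissues, and the simulated data gave false tissue differences mainly below that level. Of 100 splits, each pairing 1 of 10 splits of the root libraries with 1 of 10 of the shoot libraries, 3 called as many genes as the real one, itself included (6162 genes; the highest other split called 8351). The splits that regrouped both tissues called 0 to 2 genes (81 splits). The 2 others with as many calls kept the real shoot groups and regrouped the roots, so a salt effect in 1 tissue is enough for a large count. These splits undo the salt effect itself, so they do not exclude chance for the difference between the tissues.

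The difference in log2 change (roots minus shoots) was 6.36 for the nodulin MtN3 family gene Csa12g029240, 4.58 for the gibberellin 3-oxidase 1 gene Csa14g018700 and 4.42 for the HKT gene Csa08g040240. These 3 genes are listed at 0 in every salt-treated shoot library, so the size of the difference depends on the pseudocount (9.28, 6.79 and 6.55 with 0.1). It was -2.54 for the pectin methyl-esterase inhibitor gene Csa06g054090, which is listed at 0 in every control shoot library (-3.82 with a pseudocount of 0.1). Among genes above 0 in some library of every group, it was -4.92 for the arabinogalactan protein 2 gene Csa07g052560, -4.36 for the allene oxide cyclase 2 gene Csa06g005340, 3.26 for the HMA2 gene Csa11g013320 and 4.10 for the BOR5 gene Csa09g079390. These 8 are the genes named by the paper that were also called in opposite directions in the 2 tissues. Such calls all but ensure a call in the interaction of the same fit. All 8 genes passed the interaction test under each alternative that was run. Their calls within a tissue held less well. Under some alternatives Csa07g052560 lost its root call, and Csa06g054090 and Csa11g013320 lost a call in roots or in shoots. The other genes lost neither.

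With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. In roots 1 of the 10, the real one, called 8022 genes and the highest other called 14. In shoots 1 of the 10, again the real one, called 9825 genes and the highest other called 13.

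Small chain genes of ribulose bisphosphate carboxylase were higher in salt-treated roots. Shoot material in the root samples would raise all abundant shoot transcripts, yet the median excess over control roots of 10 other abundant shoot genes was 0.00287% of their level in salt-treated shoots (quartiles -0.0151% and 0.124%; 5 of the 10 were higher and 2 passed), against a median of 1.54% for the 3 small chain genes. The chlorophyll-binding protein gene Csa06g008820 had an excess of 4.58%, beyond either. Of the 259 shoot markers, 43 rose in roots, 58 were above 0 in every salt root library, and the median excess was 0%. Of the 59 root markers, 18 rose in shoots. Over all 49928 genes tested, 4104 rose in roots and 5394 in shoots. Both marker lists come from these libraries and were picked as near 0 in the controls of the other tissue, so their members could hardly fall there. With shoot material argued against by the abundant shoot genes, a response of roots to salt stays open as a candidate explanation, as do reads shared between related genes, which were not tested.

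Salt shoot replicate 2 lay closer to the control shoots than its other replicates did. If control RNA had been mixed in, lowered genes would be held up as much as raised genes are held down. The 255 raised genes put the control share at 65% (quartiles 51.8% and 74.4%), but the 18 lowered genes put it at 0.418% (quartiles 0% and 4.31%), which argues against such mixing. The same values argue against a control plant under a salt label. What stays open is a weaker response of that sample or another difference in its handling, and no biological explanation was tested.

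Salt root replicates 2 and 3 lay closer to the control roots than replicate 1 did. The 119 raised genes put the share of control RNA in them at 50.8% (quartiles 37.2% and 60%), and the 78 lowered genes put it at 4.65% (quartiles 2.6% and 7.09%), which argues against mixing as the cause of the gap. The genes were picked in replicate 1, so the other replicates read nearer to the controls by that choice alone, which would put both shares too high. A stronger response of replicate 1 and a difference between batches, for which no labels are at hand, stay open. No biological explanation was tested.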

How the results depend on the processing

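Leaving out salt root replicate 1 and salt shoot replicate 2 together, and the limit on the control mean, were tests chosen only after the result was seen. The rounding to whole numbers and the unknown depth limit the genes at a few CPM most, and the pseudocount moves their log2 changes. Of 149 results other than single genes, 104 changed under none of the alternatives, and 3578 of 3719 values under them were on the same side of the test or within 1.5 times the count. Of the 149 results, 120 are counts over the paper's gene lists, many of them at 0 in most settings. These totals thus say little about the other results. Apart from adjusted p alone and single libraries left out, the alternatives gave 3495 to 4210 genes raised in roots, 3281 to 4182 genes lowered in roots, 4526 to 5676 genes raised in shoots and 3825 to 4909 genes lowered in shoots. Leaving out a library gave 3453 to 4150, 3301 to 4050, 4755 to 5705 and 3921 to 4913. Genes raised in roots and lowered in shoots, and the reverse, numbered 40 and 46 with a pseudocount of 1, 46 and 48 with each tissue fitted alone, 53 and 44 without moderation and 48 and 39 at an adjusted p of 0.01; the reverse was 50 (without control root replicate 3) to 95 (without salt root replicate 3). At an adjusted p of 0.01 the interaction called 1997 genes higher in shoots, and with the limit on the control mean, which tests fewer genes, it called 1500 and 1589. With adjusted p alone, which drops the limit on the log2 change, 11672 genes rose and 11308 fell in roots, 13149 rose and 12927 fell in shoots, 6928 rose and 6955 fell in both, 14941 were called in both, 625 and 433 were opposite, 4119 and 3920 were called in roots only and 5788 and 5347 in shoots only, the interaction called 5808 and 5979, and the sub-genomes held 7342, 7403 and 7981 calls in roots and 8279, 8478 and 9025 in shoots. The chi-square p of the sub-genome shares in roots passed 0.05 with a pseudocount of 1 (0.0257), median-of-ratios scaling (0.0367), quantile normalization (0.0377), adjusted p alone (0.00464) and both libraries left out (0.0114), and was 0.0064 (without salt root replicate 1) to 0.151 (without control root replicate 2) when 1 library was left out. In shoots it did not pass with a filter at 5 CPM (0.0697) and was 0.0104 (without control shoot replicate 2) to 0.18 (without control shoot replicate 3). Lists of the paper's genes changed by a few members. With a pseudocount of 0.1, 1 amino acid, 1 cytokinin, 0 metal transport and 4 ddPCR genes rose in roots, 1 gene of the list of opposite genes and 0 cytokinin genes fell there, and 1 secondary metabolism and 1 transcription factor gene rose in shoots. With a pseudocount of 1, 0 starch and sucrose genes fell in roots and 1 opposite gene rose in shoots. With a filter at 5 CPM, which tests fewer genes, 0 lipid and 0 potassium and sodium transport genes fell and 0 secondary metabolism genes rose in roots, and 1 potassium and sodium transport gene fell in shoots. With each tissue fitted alone, 0 starch and sucrose genes fell and 1 ddPCR gene rose in roots, and 1 opposite and 3 cell wall genes rose and 0 metal transport genes fell in shoots. Without moderation, 1 starch and sucrose, 1 opposite and 0 cytokinin genes fell and 1 ddPCR gene rose in roots, and 1 opposite and 3 cell wall genes rose in shoots. Without a trend, 0 cytokinin genes fell in roots. At an adjusted p of 0.01, 1 starch and sucrose, 1 opposite and 0 cytokinin genes fell and 1 ddPCR gene rose in roots, and 1 opposite and 3 cell wall genes rose in shoots. With adjusted p alone, 1 soluble sugar, 3 gibberellin and 2 cytokinin genes fell and 2 secondary metabolism genes rose in roots, and 5 Aux/IAA genes and 1 photosynthesis gene fell in shoots. With both libraries left out, 0 starch and sucrose genes fell and 1 ddPCR gene rose in roots, 1 transcription factor gene rose in shoots, and 4 list tests passed with an estimated correlation. Leaving out 1 library in turn, the lists in roots gave 1 to 3 photorespiration genes, 0 to 1 amino acid genes, 0 to 1 cytokinin genes and 1 to 4 ddPCR genes that rose, and 0 to 2 starch and sucrose, 1 to 2 opposite, 0 to 1 gibberellin and 0 to 1 cytokinin genes that fell; in shoots 1 to 2 opposite, 3 to 5 cell wall, 0 to 1 secondary metabolism and 0 to 1 transcription factor genes rose, and 0 to 3 list tests passed with an estimated correlation. The list tests with a preset correlation passed in 9 or 10 of 12 cases wherever they were run, which leaves out no moderation and both changes of the p threshold. Of 19253 alternative values of 786 results on single genes, 18605 stayed on their side of the thresholds, 455 no longer passed, 191 newly passed and 2 reversed, namely the tissue difference of Csa10g011910 (-1.58) and of Csa16g025540 (-1.01) with a pseudocount of 0.1; both genes are listed at 0 in every salt-treated root library, where the pseudocount sets the log2 value. Median-of-ratios scaling and quantile normalization moved the median log2 change by at most 0.035. By the rule set for them, the replicate numbers did not pair control and salt samples of a tissue: the correlation of paired residuals was above 0.1 for 1 of 3 pairs in roots (-0.0676 to 0.308) and for 0 of 3 in shoots (-0.159 to 0.0375). Between root and shoot samples of a treatment it was above 0.1 for 2 of 6 pairs (0.0273 to 0.346), and neither here nor there did every sample correlate best with its own number. A block within each tissue left every count of calls within 1.5 times; with it the root call of Csa17g051700 (adjusted p = 0.055) was lost, as were 8 tissue differences of single genes. No block across the tissues was fitted. Count models on recovered reads were not run, since reads cannot be recovered. Except where a change in the genes or libraries tested or in the threshold explains it, the cause was not tested.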

Differences from the paper's values

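No test in this part was chosen only after the result was seen, except leaving out both salt root replicate 1 and salt shoot replicate 2. The counts use the paper's thresholds (adjusted p of at most 0.05 and absolute log2 change above 1), though the test differs: limma on the log2 scale here, edgeR with a set variation between replicates in the paper's methods. In roots, 4104 genes were up-regulated and 3918 down-regulated here, against the paper's 2080 and 1924. In shoots, 5394 and 4431 were called here, against the paper's 3058 and 1543. In both tissues, 2129 genes rose and 1935 fell here, against the paper's 1167 and 756, and 4236 were called in both in either direction, against the paper's 1960. Opposite calls numbered 94 (up in roots) and 78 (up in shoots) here, against the paper's 11 and 26. In roots only, 1881 rose and 1905 fell, against the paper's 910 and 1144, and in shoots only 3187 rose and 2402 fell, against the paper's 1817 and 777. The sub-genomes I, II and III held 2563, 2530 and 2834 calls in roots, against the paper's 1314, 1269 and 1394, and 3094, 3190 and 3417 in shoots, against the paper's 1472, 1491 and 1591. The sub-genome labels are those assigned here, since the paper does not list the chromosomes of each. Of the alternatives set before the data were examined, a filter at 5 CPM brought the genes up-regulated in shoots (4526) and in shoots only (2567) within 1.5 times the paper's count. An adjusted p of 0.01 did so for the genes down in roots and up in shoots (39). The genes down-regulated in roots only came within it with a pseudocount of 1 (1672), a filter at 5 CPM (1583) and without control root replicate 1 (1687), control root replicate 3 (1713) or salt root replicate 1 (1531). No other count came within it under any alternative set before the data were examined.

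In shoots Csa04g042350 was 3.00 times as high with salt as in controls, against the paper's 76. The paper gives this ID for an anthocyanin gene (the paper's 76) and again for a carotenoid gene (the paper's 20) in a sentence that names no tissue, among others on shoots, so it stays open which gene and tissue its values belong to. The 2 values differed under each alternative set before the data were examined that gives a fold (2.95 with median-of-ratios scaling, 2.00 to 3.00 with a library left out). The paper calls it up-regulated, and in shoots it did not pass here (log2 change 1.06, adjusted p = 0.0567) but did with a pseudocount of 0.1 (adjusted p = 0.0316) and without salt root replicate 1 (adjusted p = 0.0339) or control shoot replicate 3 (adjusted p = 0.00331).

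Calls on single genes mostly matched: of the genes that the paper names as up-regulated, 102 of 105 tested were called so in shoots and 93 of 94 in roots, and of those named as down-regulated, 35 of 35 and 25 of 25. The paper named these genes from the same libraries and more genes were called here, so most would match in any case. Statements that a gene did not change in a tissue are outside these counts. The paper calls the MYB genes Csa12g063080 and Csa11g041570 up-regulated in shoots, and here they did not pass (adjusted p = 0.0611 and 0.304). Csa12g063080 passed with a pseudocount of 0.1 (adjusted p = 0.0296), without salt root replicate 1 (adjusted p = 0.0329) or salt shoot replicate 2 (adjusted p = 0.0036), and with both libraries left out, a setting chosen after seeing the values (adjusted p = 8.18e-06); Csa11g041570 passed under no alternative. The paper calls the SAG29 gene Csa20g018520 up-regulated in roots, and here it did not pass (adjusted p = 0.0814), though it did with a pseudocount of 0.1 (adjusted p = 0.0398) and without salt root replicate 3 (adjusted p = 0.00932) or salt shoot replicate 2 (adjusted p = 0.0402).

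The paper reports no cytokinin gene as changed in roots. Here the cytokinin oxidase/dehydrogenase 6 gene Csa07g001160 fell there (log2 change -1.23, adjusted p = 0.0486), but not with a pseudocount of 0.1 (adjusted p = 0.255), without a trend (adjusted p = 0.0568) or moderation (adjusted p = 0.102), at an adjusted p of 0.01, or in 10 of the 12 fits that left out a library. The other 2 cytokinin genes tested did not pass in roots. The paper limits the rise of 3 homeologues of calcium exchangers to shoots. Here Csa04g037680 did not pass in roots (log2 change 0.20), while Csa09g058900 (log2 change 1.19, adjusted p = 0.00333) and Csa08g010140 (log2 change 1.25, adjusted p = 0.000116) did. Csa09g058900 did not without control root replicate 1 (log2 change 0.97), and Csa08g010140 passed under each alternative. The paper limits the rise of the BOR5 gene Csa16g038700 to roots, and here it rose in shoots as well (log2 change 1.44, adjusted p = 0.000717), under each alternative too. The paper states that it found no homeologues regulated in opposite directions in shoots and roots. Here the 3 gibberellin 3-oxidase 1 genes rose in roots, and 1 of them, Csa14g018700, went from 1 CPM in each control library to 0 in each salt-treated one in shoots (adjusted p = 0.000191), where the other 2 did not pass. This fall is the smallest step of the rounded values, so it is weak ground for an opposite response. The allene oxide cyclase 2 gene Csa06g005340 fell in roots (adjusted p = 0.000318), as the paper also describes, while it and its homeologue Csa09g008870 rose in shoots (adjusted p = 5.18e-05 and 0.000338). In shoots Csa16g038700 rose and the other BOR5 gene, Csa09g079390, fell (log2 change -1.75, adjusted p = 0.00219), while none of the 28 trios counted on the 3 sub-genomes held opposite calls within a tissue.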
